# Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition

**DOI:** 10.15252/emmm.201910769

**Published:** 2019-08-29

**Authors:** Trang Thi Thu Nguyen, Chiaki Tsuge Ishida, Enyuan Shang, Chang Shu, Consuelo Torrini, Yiru Zhang, Elena Bianchetti, Maria J Sanchez‐Quintero, Giulio Kleiner, Catarina M Quinzii, Mike‐Andrew Westhoff, Georg Karpel‐Massler, Peter Canoll, Markus D Siegelin

**Keywords:** BH3 mimetics, colon adenocarcinoma, electron transport chain, glioblastoma, LXR agonist, Cancer, Chemical Biology, Metabolism

## Abstract

Liver‐X‐receptor (LXR) agonists are known to bear anti‐tumor activity. However, their efficacy is limited and additional insights regarding the underlying mechanism are necessary. By performing transcriptome analysis coupled with global polar metabolite screening, we show that LXR agonists, LXR623 and GW3965, enhance synergistically the anti‐proliferative effect of BH3 mimetics in solid tumor malignancies, which is predominantly mediated by cell death with features of apoptosis and is rescued by exogenous cholesterol. Extracellular flux analysis and carbon tracing experiments (U‐^13^C‐glucose and U‐^13^C‐glutamine) reveal that within 5 h, activation of LXRβ results in reprogramming of tumor cell metabolism, leading to suppression of mitochondrial respiration, a phenomenon not observed in normal human astrocytes. LXR activation elicits a suppression of respiratory complexes at the protein level by reducing their stability. In turn, energy starvation drives an integrated stress response (ISR) that up‐regulates pro‐apoptotic Noxa in an ATF4‐dependent manner. Cholesterol and nucleotides rescue from the ISR elicited by LXR agonists and from cell death induced by LXR agonists and BH3 mimetics. In conventional and patient‐derived xenograft models of colon carcinoma, melanoma, and glioblastoma, the combination treatment of ABT263 and LXR agonists reduces tumor sizes significantly stronger than single treatments. Therefore, the combination treatment of LXR agonists and BH3 mimetics might be a viable efficacious treatment approach for solid malignancies.

## Introduction

Advanced solid malignancies, such as glioblastoma (GBM; Hegi *et al*, 2005), metastatic melanoma, and colon cancer, remain challenging to treat. These recalcitrant neoplasms require novel more efficient and less toxic therapies. In this report, we are introducing a novel approach to address this pivotal issue.

It has been known for some time that tumor cells organize their metabolism distinct from non‐neoplastic cells. Representing the most relevant feature in this context is undoubtedly aerobic glycolysis, a paradoxical phenomenon that tumor cells bypass oxidative metabolism by converting glucose via pyruvate to lactate (Locasale *et al*, 2011; Masui *et al*, 2013; Viale *et al*, 2014; Pacold *et al*, 2016; Li *et al*, 2017). However, recent evidence shows that some tumor cells depend on oxidative phosphorylation as well and indeed there are several cancer cell lines that have a high dependency on cellular respiration to maintain their survival (Dranoff *et al*, 1985; Qing *et al*, 2012; Willems *et al*, 2013; Agnihotri & Zadeh, 2016). Aside from carbohydrate metabolism, there are known alterations in lipid metabolism in cancer (Agnihotri & Zadeh, 2016). In this regard, cholesterol and its derivatives and precursors have a central role for tumor cells. This appears to be intuitive since malignant tumors display a high proliferation rate, which requires the presence of cholesterol. Liver‐X‐receptor (LXR) agonists represent a novel means to counteract cholesterol levels in tumor cells, including glioblastoma and melanoma, by enhancing the excretion (increase in ABCA1) and at the same time decreasing the resorption of cholesterol (decrease in LDL receptor). Recently, GW3965 and LXR623 have demonstrated anti‐tumor efficacy *in vitro* and *in vivo* (Pencheva *et al*, 2014; Villa *et al*, 2016). These effects were described to be primarily mediated by LXRβ since this receptor appeared to be predominantly expressed over LXRα in most tumor cells (Villa *et al*, 2016; Wang *et al*, 2017).

Aside from metabolism, tumor cells maintain a deregulated cell death machinery and have lost the ability to die in a physiological manner. This feature is linked to resistance to apoptosis, a form of cell death that is largely regulated by the pro‐ and anti‐apoptotic Bcl‐2 family members (Lagadec *et al*, 2008; Souers *et al*, 2013; Chen *et al*, 2014; Kiprianova *et al*, 2015; Karpel‐Massler *et al*, 2017c). Classical anti‐apoptotic members are Mcl‐1, Bcl‐2, and Bcl‐xL. Through recent discoveries, these molecules became readily targetable by a compound class, called BH3 mimetics. Representative examples are ABT263 and ABT199 (Tse *et al*, 2008; Souers *et al*, 2013). The latter one has received FDA approval (Souers *et al*, 2013; Chan *et al*, 2015; Johnson‐Farley *et al*, 2015; Deeks, 2016; Lam *et al*, 2017).

Here, we provide evidence that BH3 mimetics and LXR623/GW3965 (Pencheva *et al*, 2014; Villa *et al*, 2016) synergistically reduce the viability of solid tumor cells *in vitro* and *in vivo*, mediated by an early unexpected metabolic reprogramming of oxidative and central carbon metabolism elicited by LXRβ activation, which was identified through a combined screen of gene set enrichment and polar metabolite LC/MS analysis. Nota bene, the metabolic effects on oxidative phosphorylation by LXR activation are not detectable in normal human astrocytes, suggesting a cancer‐specific vulnerability.

## Results

### ABT263 and liver‐X‐receptor agonists reduce cellular viability in a synergistic manner by enhanced apoptosis accompanied by cleavage of PARP and caspases

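HCT116, an established human colon carcinoma cell line, was treated with 20 µM LXR623, an agonist of the liver X receptors, or with 0.1% DMSO as the solvent control, and total RNA was hybridized to Affymetrix expression arrays after 24 h. The data hold 1 array per condition, so the differences between them have no replicate check and no test or error can be given. The labels of the samples name RPMI as the culture medium, whereas the methods of the paper name DMEM for HCT116 cells. The deposited values are log2 intensities that the authors summarized by RMA, and 1 probe set stands for each gene. Of the 23786 probe sets, 22458 carry a gene symbol. The median was 4.40 in the DMSO array and 4.43 in the LXR623 array, and the correlation of both arrays across genes was 0.988, where genes are not independent replicates. For each gene, the log2 difference between the LXR623 array and the DMSO array was computed. Genes whose higher value reached 4.42, the median of the table, were counted as measured, which left 12279 probe sets. Of these, 773 were at least 1.5-fold higher and 710 at least 1.5-fold lower in the LXR623 array. Without the filter on dim genes the counts were 1242 and 1133. Gene lists were fixed before the data were examined, from textbook knowledge and not from the collections of gene sets behind the enrichment plots. The median of each list was set against 10000 random lists of the same size and of matched mean expression, as a description of these arrays. A list was called higher or lower when its median lay outside the central 95% of the random lists. Among 35 lists with a median, 12 were called higher and 6 lower, where random lists of unrelated genes give 1.75. Members of a pathway vary together between any cultures, so more calls can arise without an effect of the compound, and this number was not measured here. Lists also share genes, so these calls are not independent of each other.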

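ABCA1, which exports cholesterol to lipid-poor apolipoproteins, was higher by a log2 difference of 1.56 in HCT116 cells treated with LXR623, from 3.58 in the DMSO array to 5.14. ABCG1, which exports cholesterol to lipoprotein particles, was higher by 0.74, and SREBF1, the transcription factor of fatty acid synthesis and itself a target of LXR, by 0.91. LPCAT3, a phospholipid-remodeling enzyme, was higher by 0.73, and NR1H3, which encodes LXRα, by 0.58. Of 11 measured LXR target genes, 5 were at least 1.5-fold higher and 0 at least 1.5-fold lower, and their median difference was 0.58, with the central 95% of random lists from -0.26 to 0.27. Of 24 measured regulators of cholesterol efflux, 5 were at least 1.5-fold higher and 0 lower, among them LIPG, a lipase that acts on lipoproteins, with 0.96, and NFKBIA, the inhibitor of NF-κB, with 0.72. Their median of 0.16 lay at percentile 97.7 of the random lists, and it was 0.25 with no filter on dim genes or with one at the 25th percentile, while their mean was 0.27. ABCC3, a transporter of organic anions and bile salts, had the largest positive difference of all measured named genes, 2.48. Of 23 measured ABC transporters, 4 were at least 1.5-fold higher and 0 lower, TAP1, a peptide transporter of antigen presentation, being higher by 0.71. The median of this family, 0.10, lay at percentile 87.1, whereas its mean of 0.23 and its running-sum score lay at percentiles 99.3 and 98.3, and ABCC4, which exports cyclic nucleotides, had a difference of -0.51. The DMSO values of ABCA1 and ABCG1 lie under the median of the table, where signals are dim. Without the 6 members that are also on the list of LXR targets, an alternative chosen after seeing the data, the median of the efflux regulators was 0.10, at percentile 89.7.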

We initiated this study with a transcriptome and gene set enrichment analysis (GSEA), which demonstrated that LXR623 leads to up‐regulation of gene sets related to cholesterol efflux in human glioblastoma and colonic carcinoma cells (Figs 1A and B, and EV1A). Consistently, we noted an increase in genes related to enhanced cholesterol synthesis (Figs 1C and EV1B). Moreover, GSEA suggested enhanced priming for apoptosis with up‐regulation of pro‐apoptotic Bcl‐2 family members and an inhibition of mitochondrial metabolism (Figs 1D and EV1D–F). 

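Enzymes of cholesterol synthesis were higher as a group in the HCT116 array with LXR623. TM7SF2, a sterol reductase, was higher by a log2 difference of 1.29. SC5D and MSMO1, which modify the sterol ring late in the pathway, were higher by 0.88 and 0.85. HMGCS1, which makes the precursor of mevalonate, was higher by 0.82, and SQLE, which oxidizes squalene, by 0.81. Of 16 measured enzymes, 7 were at least 1.5-fold higher and 0 at least 1.5-fold lower, and their median difference was 0.50, with the central 95% of random lists from -0.22 to 0.17. Genes of sterol uptake and SREBP2 control had a median of 0.58, with random lists from -0.26 to 0.21, and 4 of 11 were at least 1.5-fold higher. Among these, SREBF2, which encodes SREBP2, was higher by 0.67, and INSIG1, which retains the SREBP complex in the ER, by 0.65. ACSS2, which makes acetyl-CoA from acetate, was higher by 1.17, and NPC2, a lysosomal cholesterol carrier, by 0.62.

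**Figure D1:**
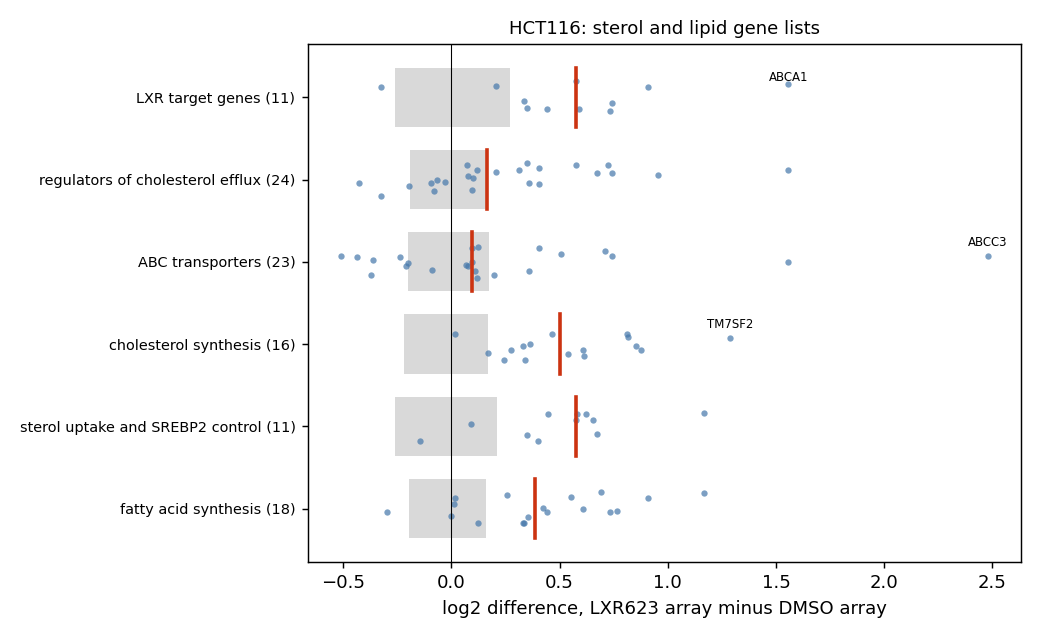
Log2 difference between the LXR623 array and the DMSO array (horizontal axis) for the measured members of 6 gene lists in HCT116 cells, with the number of members in brackets. Each point is a gene, the red line is the median of the list and the grey band is the central 95% of 10000 random lists. The median of cholesterol synthesis, 0.50, lies to the right of its band, while that of the ABC transporters lies within it.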

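BBC3, which encodes the BH3-only protein Puma, was higher by a log2 difference of 0.91 in the HCT116 array with LXR623, while PMAIP1, which encodes Noxa, differed by 0.32, BAK1, a pore-forming effector, by -0.39 and BID, another BH3-only member, by -0.31. Of 11 pro-apoptotic Bcl-2 family members, 1 was at least 1.5-fold higher and 0 at least 1.5-fold lower, and their median of -0.03 lay at percentile 47.2 of the random lists. Among caspases, death receptors and their regulators, 1 of 24 was at least 1.5-fold higher, CASP4, an inflammatory caspase, with 0.73. The median of these genes was -0.05, at percentile 41.8. The anti-apoptotic genes BCL2L1, which encodes Bcl-xL, and MCL1 differed by 0.37 and 0.02, and BCL2 by -0.63, with both of its values, 4.26 and 3.63, under the level that counted as measured. Genes of the mitochondrial ribosome were lower as a group, with a median of -0.25 over 79 genes, where the central 95% of random lists ran from -0.12 to 0.06. Of these, 5 were at least 1.5-fold lower and 0 higher, with MRPL12 of the large subunit at -0.72 and MRPS12 of the small subunit at -0.68. The share of lower genes is near that of all measured probe sets, 710 of 12279, so the shift shows in the median. Nuclear-encoded subunits of the respiratory chain lay within the random lists, with medians of -0.05 for complex I, -0.09 for complexes II and III, 0.04 for complex IV and -0.12 for complex V, and 0 of their 70 measured genes passed 1.5-fold. COX5B of complex IV differed by 0.05, UQCRC2 of complex III by 0.18, and the median of the TCA cycle was -0.12. Subunits encoded by mitochondrial DNA were not analysed here. From its enrichment analysis of these arrays, the paper proposes that LXR623 primes cells for apoptosis, with higher pro-apoptotic Bcl-2 family members, and inhibits mitochondrial metabolism.

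**Figure D2:**
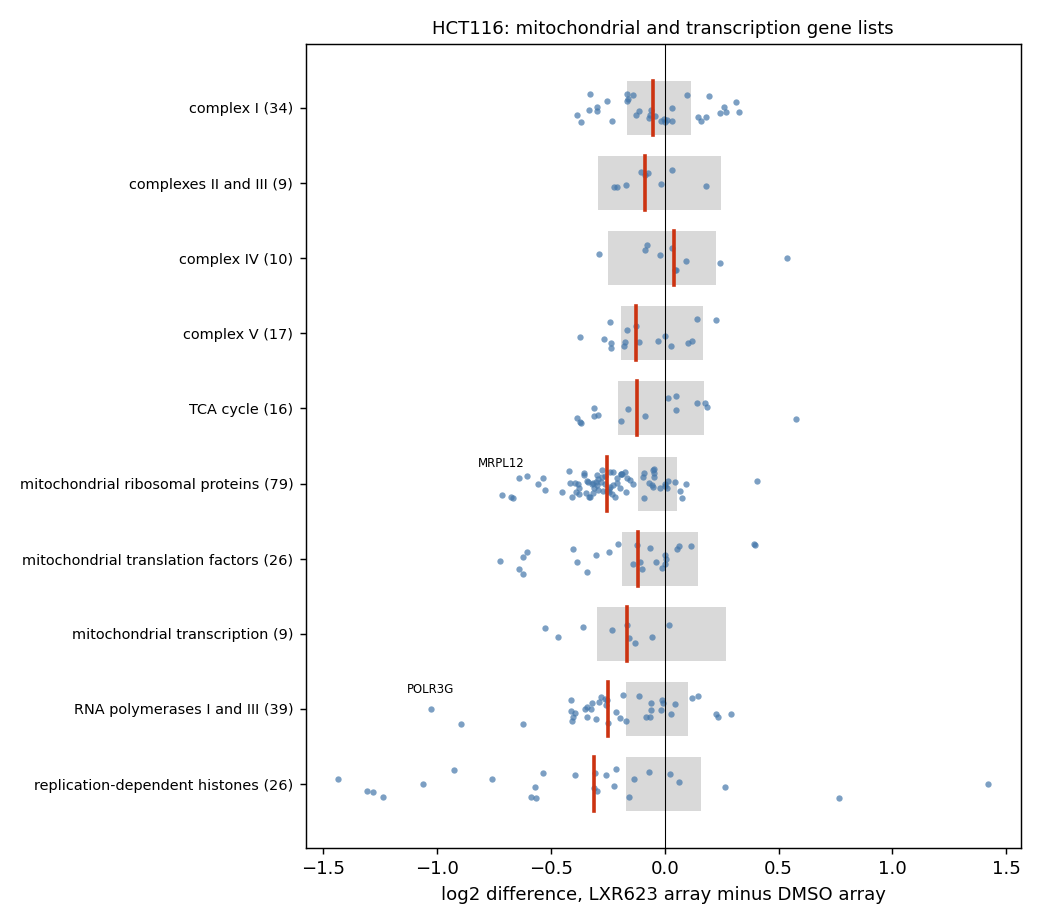
Log2 difference between the LXR623 array and the DMSO array (horizontal axis) for the measured members of mitochondrial and transcription gene lists in HCT116 cells, with the number of members in brackets. Each point is a gene, the red line is the median of the list and the grey band is the central 95% of 10000 random lists. The median of the 79 mitochondrial ribosomal protein genes lies to the left of its band, and those of the respiratory chain complexes lie within theirs.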

To validate these observations further, U87 GBM cells were treated with increasing concentrations of LXR623 and the protein expression of the ABCA1 transporter was determined (Fig EV1C). We found that LXR623 induced a dose‐dependent increase in the cholesterol efflux transporter, resulting in a depletion of cholesterol levels in GBM cells (Fig 1E). As anticipated, the cholesterol synthesis inhibitor, simvastatin, led to reduction of total cholesterol levels as well. We also confirmed that indeed the depletion of cholesterol ultimately led to cellular demise and found that LXR623‐mediated cell death is substantially rescued by exogenous administration of cholesterol (Appendix Fig S1F). To assess the clinical relevance of these findings, we interrogated the TCGA database for colonic adenocarcinoma and grouped patients based on their expression level of ABCA1. We found that patients with high ABCA1 mRNA levels displayed lower levels of groups of genes related to mitochondrial metabolism (electron transport chain) and mitochondrial translation/transcription (TFAM) (Figs 1F, EV1G–K, and EV2A and B).

**Figure 1:**
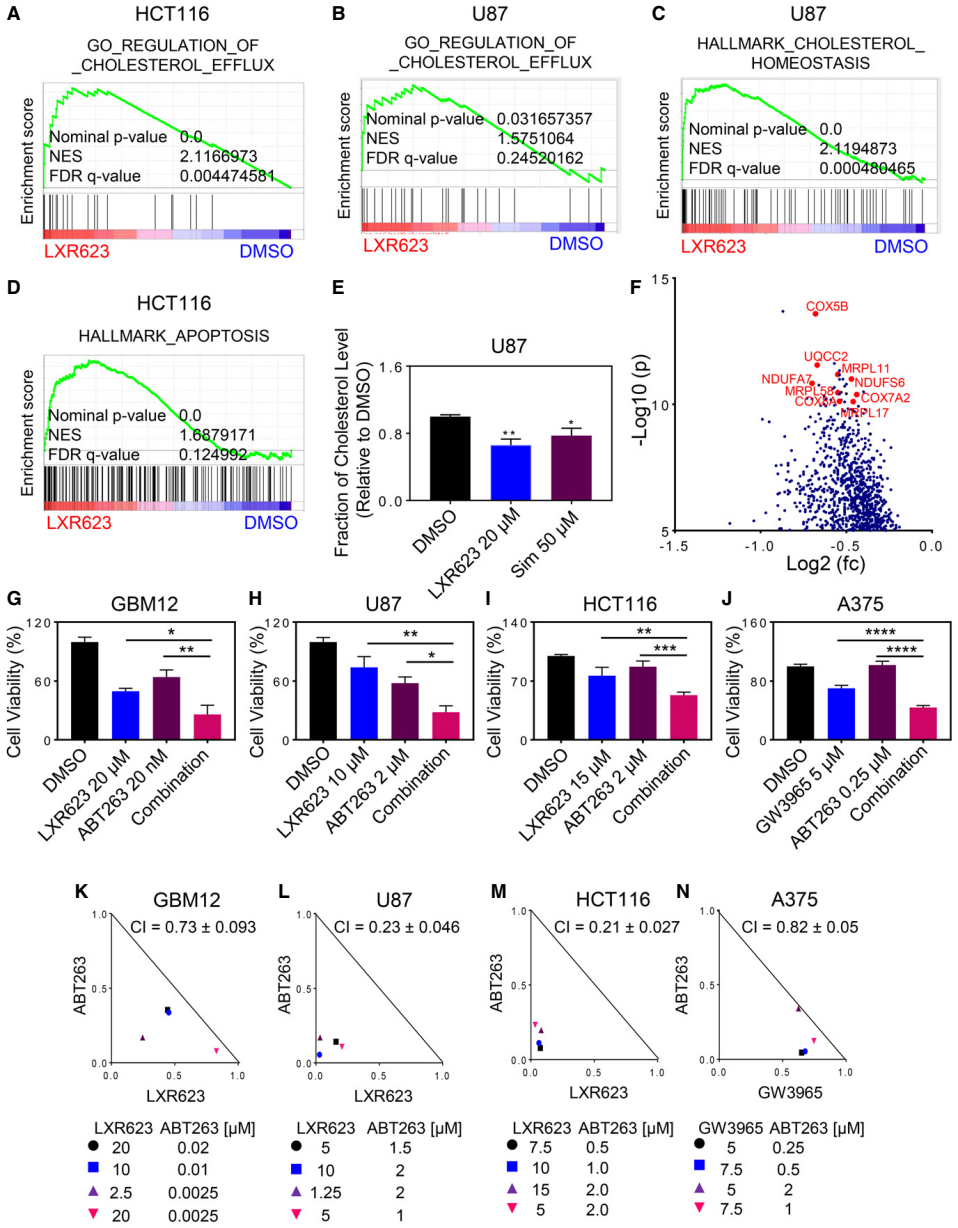
Combined treatment with ABT263 and LXR623 results in a synergistic anti‐proliferative effect across solid tumor cells A–DHCT116 and U87 cells were treated with 20 µM LXR623 for 24 h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.EU87 GBM cells were treated with 20 µM LXR623 or 50 µM simvastatin (Sim) for 48 h. Thereafter, lysates were collected and analyzed for total cholesterol levels. Shown are means and SD (*n *=* *3). *P = 0.0145, **P = 0.0019. Statistical significance was determined by one‐way ANOVA.FShown is a volcano plot of patients from the TCGA (database) with high vs. low levels of ABCA1. A close‐up of the most significantly down‐regulated genes is presented (mRNAs related to the electron transport chain and mitochondrial metabolism). The *x*‐axis highlights the fold changes (log_2_ scale) (down‐regulated genes, negative values), whereas the *y*‐axis indicates the level of statistical significance (shown in −log_10_ format). Figure EV1 contains the entire volcano plot. fc: fold changes; p: *P*‐value.G–JGBM12 GBM cells (short‐term patient‐derived xenograft), U87 GBM cells, HCT116 colonic carcinoma cells, and A375 melanoma cells were treated with the indicated concentrations of ABT263, LXR623/GW3965, or the combination for 72 h. Thereafter, cellular viability was analyzed and statistical analysis was performed. Shown are means and SD (*n *=* *3–4). GBM12: *P = 0.0145, **P = 0.0019; U87: *P = 0.0108, **P = 0.0012; HCT116: **P = 0.0037, ***P = 0.0003; A375: ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.K–NCI (Combination Index) value indicates whether the drug combination is additive (CI value = 1.0), synergistic (CI value < 1.0), or antagonistic. Normalized isobolograms are presented for the combination treatments in the various solid tumor cell lines.

**Figure EV1:**
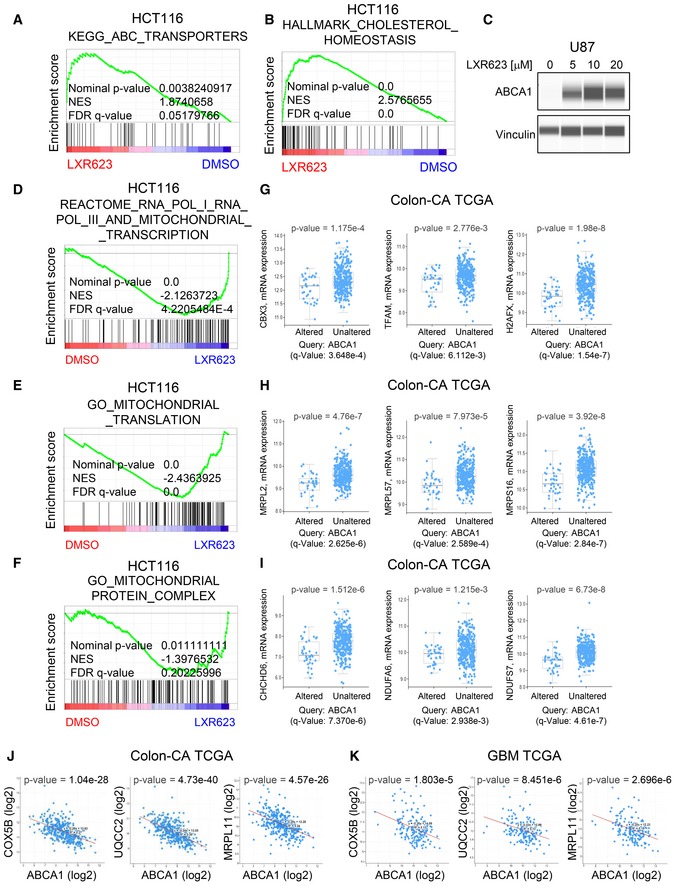
A genetic cholesterol efflux signature correlates with low levels of genes related to mitochondrial metabolism in patients A, BHCT116 cells were treated with 20 µM LXR623 for 24 h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.CU87 cells were treated with increasing concentrations of LXR623 for 24 h. Thereafter, whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of the ABCA1 transporter. Vinculin was used as a loading control.D–FHCT116 cells were treated with 20 µM LXR623 for 24 h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.GRepresentative genes from the GSEA derived in (D) (mitochondrial transcription) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75^th^ percentile; lower: 25^th^ percentile; error bars: 10^th^ and 90^th^ percentile; number of replicates: *n* = 382; statistical analysis was determined by two‐sided *t*‐test.HRepresentative genes from the GSEA derived in (E) (mitochondrial translation) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75^th^ percentile; lower: 25^th^ percentile; error bars: 10^th^ and 90^th^ percentile; number of replicates: *n* = 382; statistical analysis was determined by two‐sided *t*‐test.IRepresentative genes from the GSEA derived in (F) (mitochondrial protein complex) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75^th^ percentile; lower: 25^th^ percentile; error bars: 10^th^ and 90^th^ percentile; number of replicates: *n* = 382; statistical analysis was determined by two‐sided *t*‐test.J, KCorrelation of ABCA1 levels vs. genes involved in electron transport chain (COX5B, UQCC2) and mitochondrial translation in patients with colonic adenocarcinoma (TCGA) or glioblastoma (GBM)(TCGA). Two sided *t*‐test was used for the statistical analysis.

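The gene set on RNA polymerases I and III and mitochondrial transcription spans several groups of genes, which were examined apart. POLR3G and POLR3K, subunits of RNA polymerase III, differed by -1.03 and -0.90 on the log2 scale between the LXR623 array and the DMSO array of HCT116 cells. Over 39 genes of RNA polymerases I and III the median was -0.25, with the central 95% of random lists from -0.17 to 0.10. Of these genes 3 were at least 1.5-fold lower, a share near that of all measured probe sets, 710 of 12279. Replication-dependent histone genes, which are expressed in S phase, had a median of -0.31, with random lists from -0.17 to 0.16. Of 26 measured histone genes, 8 were at least 1.5-fold lower, such as H4C4 with -1.31 and H2BC14 with -1.28, and 2 at least 1.5-fold higher, H3C7 with 1.42 and H2BC5 with 0.77, both from DMSO values under the level that counted as measured. Among the lower ones, H2BC13 with -1.43 and H2AC7 with -1.24 had LXR623 values under it. These genes have near-identical copies, so their probe sets may share signal. The 9 genes of mitochondrial transcription had a median of -0.16, at percentile 15.3, and 0 of them passed 1.5-fold. Among them POLRMT, the mitochondrial RNA polymerase, differed by -0.53 and TFAM, which packages mitochondrial DNA and helps to start its transcription, by -0.23. Of 26 mitochondrial translation factors and aminoacyl-tRNA synthetases, 5 were at least 1.5-fold lower, such as MARS2 with -0.72 and YARS2 with -0.64, and 0 higher. The median of this group, -0.12, lay at percentile 15.0, whereas its mean of -0.18 and its weighted running-sum score lay at percentiles 1.33 and 1.12.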

**Figure EV2:**
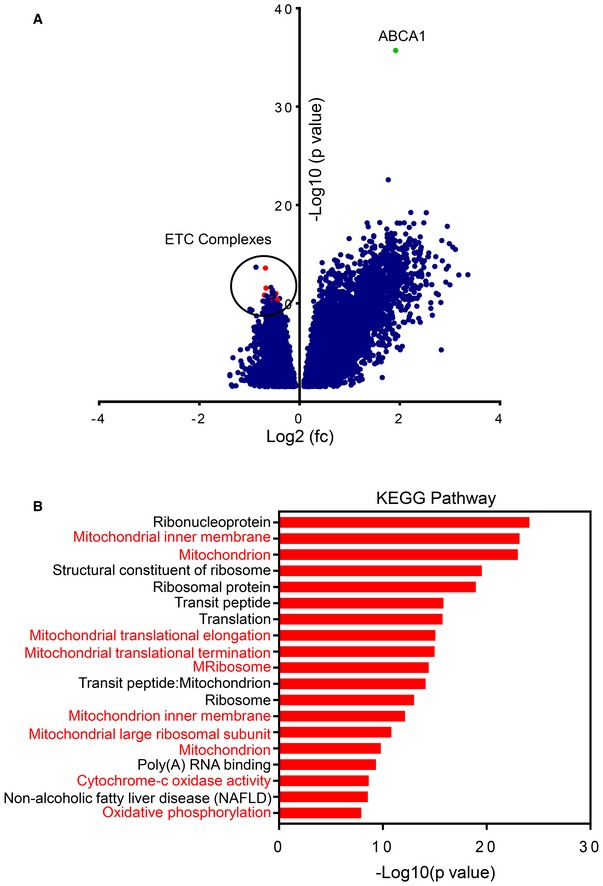
Volcano plot of patients with high mRNA levels of ABCA vs. low levels and pathway analysis of most significant down‐regulated genes in patients with high levels of ABCA1 Shown is a volcano plot of patients from the TCGA (database) with high vs. low levels of ABCA1. Highlighted is the mRNA level of ABCA1. In addition, transcripts related to the electron transport chain (ETC) are shown in red and are encircled. A close‐up of the down‐regulated genes is integrated in main Fig 1F. fc: fold changes; p: *P*‐value.KEGG pathway analysis was performed on the seventy‐five most significant down‐regulated genes from the analysis shown in (A). The different KEGG pathways (most significant ones) are shown from the highest to lowest significant changes (−log_10_ (*P*‐value)). Several of the enriched pathways are directly related to mitochondrial metabolism, which is highlighted in red.

These observations (GSEA findings) led us to hypothesize that LXR agonists synergize with BH3 mimetics (ABT263). Therefore, we conducted cellular viability assays with dose–responses of each drug, followed by drug combination treatment and synergy analysis based on the Chou–Talalay method, which enables the calculation of normalized isobolograms (median‐effect equation) (Chou, 2010; Karpel‐Massler *et al*, 2017c; Merino *et al*, 2017). Selected conditions of the single and combination treatments are provided and statistically compared (Fig 1G–N and Appendix Fig S1A–E). Our results suggest that LXR623 and ABT263 demonstrated a synergistic reduction of cellular viability in patient‐derived GBM xenograft cells, GBM12, and established GBM cells, U87 (Fig 1G, H, K, and L, and Appendix Fig S1A, B, and E). Similar results were observed in human colon carcinoma cells, HCT116 (Fig 1I and M, and Appendix Fig S1C and E). Next, we assessed the anti‐proliferative effects of a related compound of the same drug category, GW3965 (Pencheva *et al*, 2014). This compound was particularly active in melanomas. Therefore, we treated A375 melanoma cells with ABT263, GW3965, or the combination of both and as above conducted cellular viability assays with subsequent determination of CI values (CI values < 1 indicate synergism). Akin to the findings above, we found that ABT263 and GW3965 had an overall synergistic effect on inhibition of cellular proliferation (Fig 1J and N, and Appendix Fig S1D and E). To confirm the role of cholesterol depletion in the combination treatment, we treated glioblastoma cells with vehicle, LXR623, ABT263, or the combination in the presence or absence of cholesterol. We detected a significant protection from reduction in cellular viability when cholesterol was present, suggesting a potential role of cholesterol depletion in the mechanism of the combination treatment (Appendix Fig S1G).

To demonstrate that the reduction in cellular viability is due to apoptosis and that substantial cell death occurs, we conducted annexin V/propidium iodide staining. In alignment with the cellular viability assays, the combination treatment led to an enhanced fraction of annexin V‐positive cells in U87, T98G, LN229, MeWo, and HCT116 cells as well as in GBM stem‐like cells (Fig 2A and B). Comparable results were obtained in A375 and WC62 melanoma cells (Appendix Fig S2). Apoptosis activation is preceded by loss of mitochondrial membrane potential. Therefore, we analyzed mitochondrial membrane potential under the various treatment conditions. Our findings show that the combination treatment of LXR623 and ABT263 led to a significantly stronger disruption of mitochondrial membrane potential than each compound alone (Fig 2C and D). Moreover, the ABT263 combined with LXR623 enhanced cleavage of PARP and caspase‐9 (Fig 2E). These are all features that support the notion that Bcl‐xL/Bcl‐2 inhibition and LXR receptor activation engage in cell death with features of apoptosis. Next, we asked the question which of the anti‐apoptotic Bcl‐2 family members is responsible for the cell death induction in the combination treatment of LXR agonists and BH3 mimetics. To this end, we took advantage of the recently developed selective BH3 mimetics, such as ABT199 (selective Bcl‐2 inhibitor), WEHI‐539 (selective Bcl‐xL inhibitor), and A1210477 (selective Mcl‐1 inhibitor) (Karpel‐Massler *et al*, 2017a). Utilizing HCT116 colon carcinoma and stem‐like GBM cells, we found that inhibition of Bcl‐xL was most relevant to enhance the apoptotic effects of LXR agonists, followed by Mcl‐1 and Bcl‐2 inhibition (Figs 2F, and EV3A and B).

**Figure 2:**
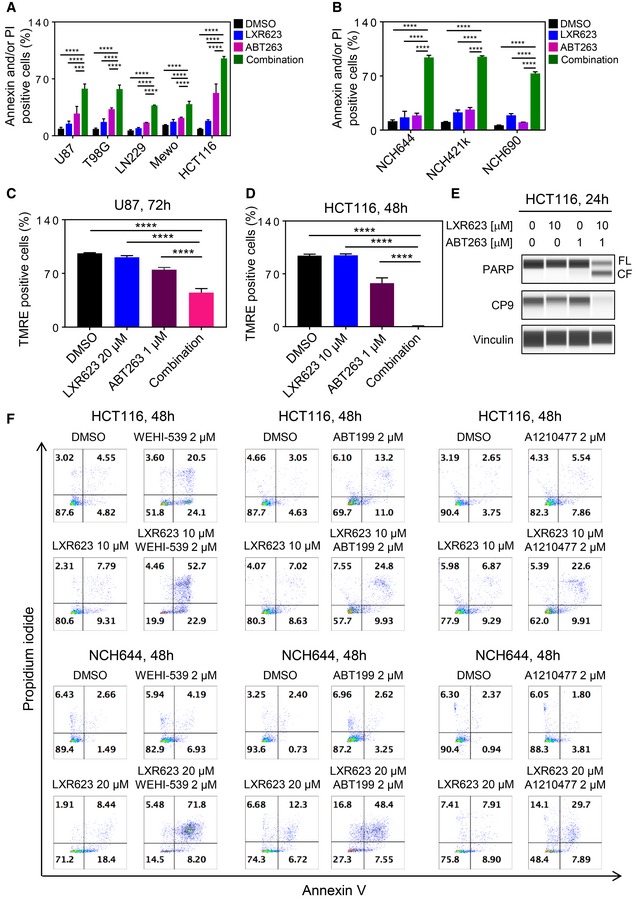
Combined treatment with LXR623 and BH3 mimetics yields enhanced induction of apoptosis AU87, T98G, and LN229 cells were treated with 1 µM ABT263, 20 µM LXR623, or the combination of both for 72 h. MeWo melanoma and HCT116 colon carcinoma cells were treated with 1 µM ABT263, 10 µM LXR623, or the combination of both for 72 h (MeWo) and for 48 h (HCT116). Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry. Shown are means and SD (*n *=* *3). ***P = 0.0007, ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.BStem‐like GBM cells, NCH644, NCH421k, and NCH690, were treated with 1 µM ABT263, 20 µM LXR623, or the combination of both for 48 h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry. Shown are means and SD (*n *=* *3). ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.C, DU87 (72 h treatment) and HCT116 (48 h treatment) were treated with 1 µM ABT263, 20 µM (U87) or 10 µM (HCT116) LXR623, or the combination of both, stained with TMRE and analyzed by flow cytometric analysis for dissipation of mitochondrial membrane potential. Shown are means and SD (*n *=* *3). ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.EHCT116 colonic carcinoma cells were treated with ABT263, LXR623, or the combination of both. Whole protein lysates were collected and subjected to capillary electrophoresis for the expression/cleavage of PARP, total caspase‐9 (CP9), and Vinculin. CF: cleaved fragment; FL: full length.FHCT116 colonic carcinoma or NCH644 glioblastoma stem cells were treated with selective BH3 mimetics, WEHI‐539 (Bcl‐xL inhibitor), ABT199 (Bcl‐2 inhibitor), or A1210477 (Mcl‐1 inhibitor) in the presence or absence of LXR623 for 48 h. Thereafter, cells were labeled with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry. Source data are available online for this figure.

**Figure EV3:**
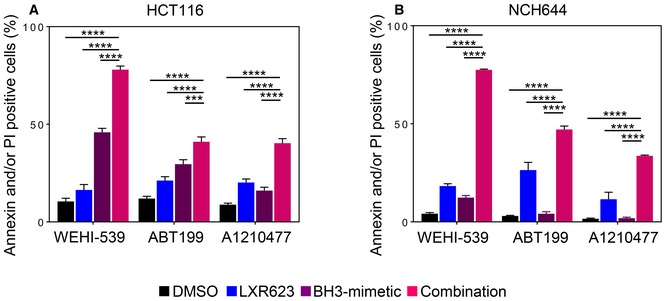
Quantifications of cell cultures treated with BH3 mimetics, LXR623, or their combination treatment A, BHCT116 colonic carcinoma or NCH644 glioblastoma stem cells were treated with selective BH3 mimetics, WEHI‐539 (Bcl‐xL inhibitor), ABT199 (Bcl‐2 inhibitor), or A1210477 (Mcl‐1 inhibitor) in the presence or absence of LXR623 for 48 h. Thereafter, cells were labeled with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry. Shown are means and SD (*n *=* *3). ***P = 0.0006, ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.

### LXR623 and GW3965 modulate the expression of anti‐apoptotic Bcl‐2 family members with a pronounced increase in Noxa

Given the synergy between LXR agonists and BH3 mimetics, we were wondering about the underlying molecular mechanisms that permit this phenomenon to occur. Given the importance of Bcl‐2 family members on apoptosis and on sensitivity toward BH3 mimetics, we analyzed the expression of Bcl‐2 family members in response to LXR agonist treatment. Our results show that LXR623 up‐regulates the expression of the pro‐apoptotic Bcl‐2 family member, Noxa, in glioblastoma, colon cancer, and melanoma cell lines (Fig 3A and Appendix Fig S3B). Akin to LXR623, GW3965 caused an increase in Noxa protein levels as well (Appendix Fig S3A). These increases were associated with an up‐regulation of the LXR downstream target, ABCA1, implying a potential relationship between cholesterol efflux and Noxa protein levels (Fig 3B).

**Figure 3:**
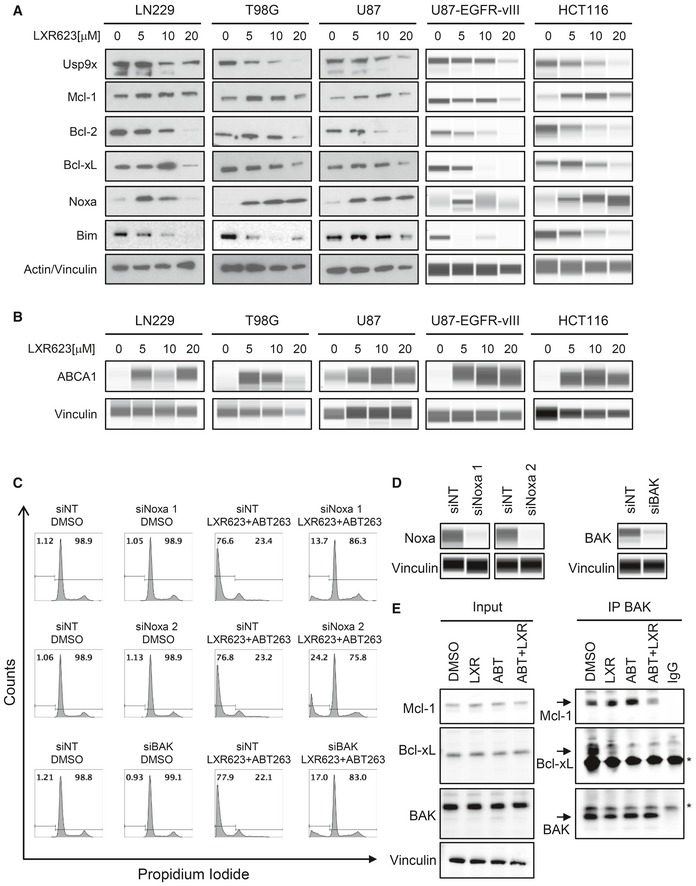
Treatment with LXR623 regulates the expression of pro‐apoptotic Noxa, and increased Noxa levels mediate enhanced sensitivity to BH3 mimetics LN229, T98G, U87, U87‐EGFRvIII, and HCT116 cells were treated with increasing concentrations of LXR623 for 72 h. Thereafter, protein lysates were collected and subjected to standard Western blot (LN229, T98G, and U87) or capillary electrophoresis (U87‐EGFRvIII and HCT116) for the expression of Usp9X, Mcl‐1, Bcl‐2, Bcl‐xL, Noxa, BIM, and/or actin and Vinculin. In U87‐EGFRvIII and HCT116, Vinculin was used in lieu of actin.LN229, T98G, U87, U87‐EGFRvIII, and HCT116 cells were treated with LXR623 as described in (A). Thereafter, protein lysates were collected and subjected to capillary electrophoresis for the expression of ABCA1 and Vinculin.LN229 were transfected with siNT, siNoxa 1, siNoxa 2, or BAK siRNA for 72 h. Thereafter, cells were treated with the combination treatment of 1 µM ABT263 and 20 µM LXR623 for another 24 h. After conclusion of the treatment, cells were harvested, fixed, stained with propidium iodide, and analyzed by flow cytometry for DNA fragmentation.LN229 were transfected as described in (B). Thereafter, whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of Noxa, BAK, and Vinculin.LN229 GBM cells were treated with 10 µM LXR623 (LXR), 1 µM ABT263, or the combination for 48 h. Thereafter, protein lysates were prepared and immunoprecipitated with an antibody against BAK. Standard Western blotting was performed (immunoprecipitation and the corresponding inputs) with antibody against BAK and Mcl‐1. The arrows highlight the specific protein bands, while stars indicate the immunoglobulin light chains. Source data are available online for this figure.

### Specific knockdown of Noxa and BAK protects from ABT263‐ and LXR‐mediated apoptosis

To assess as to whether or not Noxa up‐regulation is pivotal for the cell death induction of the combination therapy (ABT263 and LXR623), we silenced the expression of Noxa, using two Noxa‐specific siRNAs, in LN229 GBM cells (Fig 3C). Knockdown of Noxa was confirmed by capillary electrophoresis and led to a significant attenuation of ABT263‐/LXR263‐mediated apoptosis (Fig 3C and D and Appendix Fig S3C). Since Noxa binds to Mcl‐1 and facilitates BAK release, we silenced the expression of BAK as well. Suppression of BAK was confirmed by capillary electrophoresis (Fig 3D). As expected, silencing of BAK protected LN229 cells from killing by the combination treatment of ABT263 and LXR623 (Fig 3C and Appendix Fig S3C). These results establish Noxa and BAK as key elements for the combination treatment to exert apoptotic effects. To gain more insight into the molecular events, we conducted immunoprecipitation experiments. We immunoprecipitated BAK in the four different conditions. In the control conditions, most BAK protein was bound to both Mcl‐1 and Bcl‐xL (Fig 3E). Upon treatment with LXR623, we found a reduction of BAK binding to Bcl‐xL. As expected, this was even more pronounced in the ABT263 treatment condition in agreement with the major biological function of this BH3 mimetic. In both single treatment conditions, BAK was bound to Mcl‐1. Notably, the combination treatment of ABT263 and LXR623 led to a significant displacement of BAK from both Bcl‐xL and Mcl‐1, in keeping with the synergistic cell death induction elicited by the combination treatment (Fig 3E).

### Activation of LXRβ decreases ATP levels accompanied by an integrated stress response

To understand as to how LXR agonists lead to this substantial increase in Noxa levels, we reasoned that it is likely to be related to an induction of an integrated stress response, which can be induced by various means, including energy deprivation. Our transcriptional and gene set enrichment analysis pointed toward a state of energy deprivation, inhibition of mitochondrial metabolism, and an integrated stress response (Appendix Fig S4A and Fig EV1D–F). Therefore, we tested the hypothesis that LXR agonists reduce ATP levels and found that U87 GBM and HCT116 colon carcinoma cells treated with LXR623 or the related LXR agonist, GW3965, showed lower ATP levels in a concentration‐dependent manner, while the cells were completely viable (Fig 4A and B, and Appendix Fig S4B and E). In addition, we validated the reduction in ATP levels by a second methodology, involving LC/MS, showing similar findings (Fig 4C). Consequently, low ATP levels coupled with high AMP levels drive the phosphorylation of AMPK at threonine 172. 

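Targets of ATF4, the transcription factor of the integrated stress response, were higher as a group in the HCT116 array with LXR623. CHAC1, which degrades glutathione, was higher by a log2 difference of 1.89, and GDF15, a stress-induced cytokine, by 1.74. ASNS, which makes asparagine, was higher by 1.47, SLC7A11, the cystine transporter, by 1.39 and PHGDH, which opens serine synthesis, by 1.30. The transcript of ATF4 itself was higher by 0.56. Of 36 measured targets, 16 were at least 1.5-fold higher and 0 at least 1.5-fold lower, and their median was 0.47, with the central 95% of random lists from -0.16 to 0.12, and their mean 0.73. Genes of starvation and autophagy had a median of 0.16, with random lists from -0.15 to 0.10. Of these 43 genes, 7 were at least 1.5-fold higher, among them DDIT4, an inhibitor of mTORC1, with 1.44, WIPI1, an early autophagy factor, with 1.21 and SESN2, a leucine sensor, with 0.71. A further 2 were at least 1.5-fold lower, of which FNIP2, a partner of folliculin, had the larger difference, -1.24. The starvation list shares 4 measured genes with the ATF4 list, and without them, an alternative chosen after seeing the data, its median was 0.14, at percentile 99.1.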

To validate this claim, U87 cells were treated with increasing concentrations of LXR623. Thereafter, cells were analyzed by capillary electrophoresis for total AMPK and phosphorylated AMPK (threonine 172). As anticipated, LXR623 increased the amount of phosphorylated AMPK in a concentration‐dependent manner (Fig 4D). Given that LXR agonists suppress ATP levels, we posed the question as to whether or not interference with cellular respiration suffices to sensitize cells to BH3 mimetic‐mediated cell death. To this end, U87 and HCT116 cells were treated with oligomycin [complex V inhibitor (ATP synthase)], ABT263, or the combination in U87 for 48 h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry analysis. We observed a remarkable synergistic induction of apoptosis in cells treated with the combination treatment of oligomycin and ABT263 (Appendix Fig S5A and B), in keeping with our hypothesis that energy depletion (ATP loss) and/or inhibition of mitochondrial metabolism renders solid tumor cells susceptible to Bcl‐xL inhibition.

**Figure 4:**
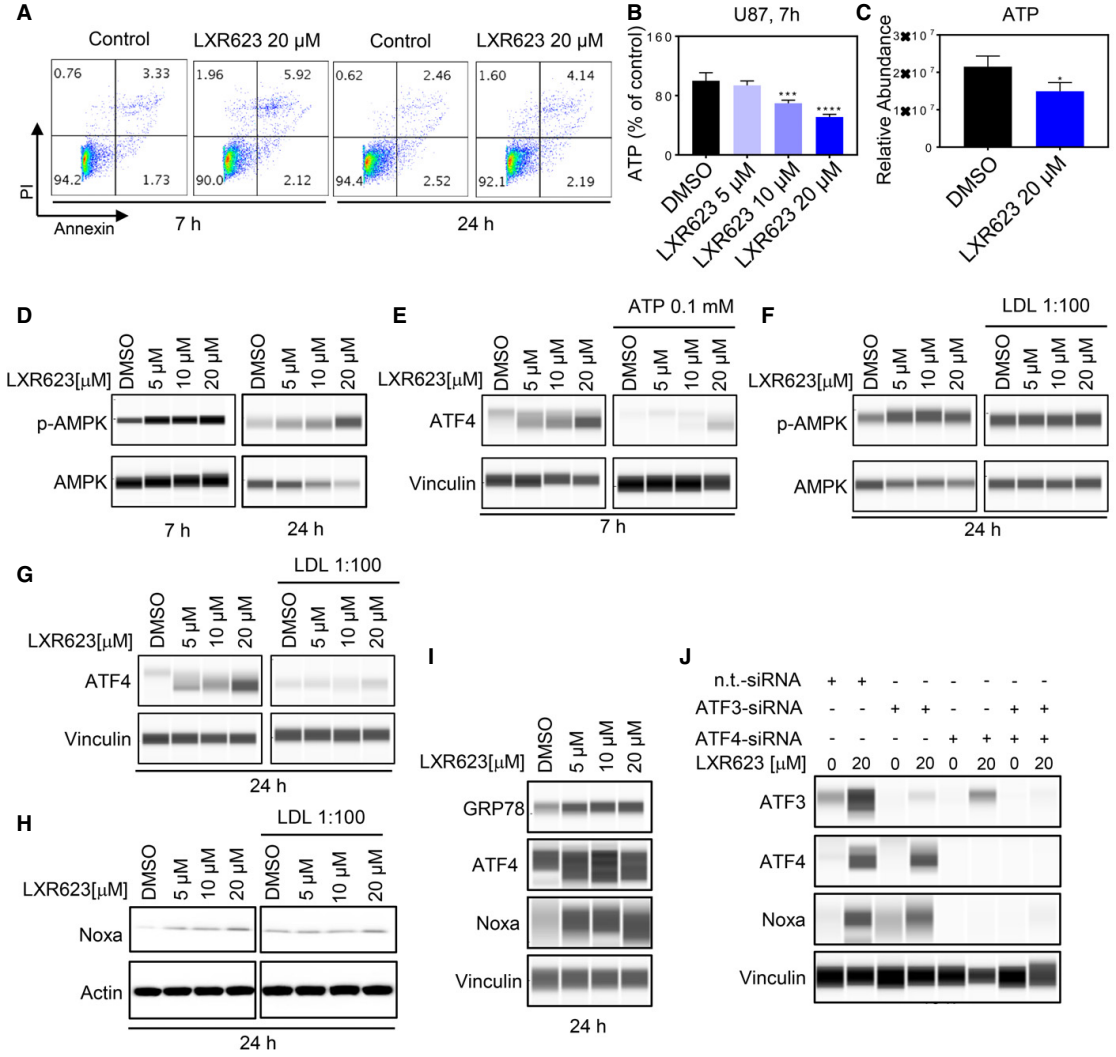
Activation of liver‐X‐receptors cause energy deprivation and activate endoplasmic reticulum stress signaling, culminating in an increase in Noxa protein levels AU87 cells were treated with 20 µM LXR623 for 7 h and 24 h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi‐parametric flow cytometry. The lower left quadrant indicates the percentage of viable cells.BU87 cells were treated with LXR623 as indicated for 7 h and analyzed for total ATP levels by a luminescence assay. To account for dead cells, assays were normalized to DNA content (cell number). Shown are means and SD (*n *=* *3–4). ***P = 0.0003, ****P < 0.0001. Statistical significance was determined by two‐sided Student's *t*‐test.CU87 cells were treated with LXR623 as indicated for 24 h. Cell lysates were prepared and subjected to LC/MS for the determination of ATP levels. Shown are means and SD (*n *=* *3). *P = 0.0363. Statistical significance was determined by two‐sided Student's *t*‐test.DU87 cells were treated with increasing concentrations of LXR623 for 7 and 24 h. Thereafter, whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of phosphorylated AMPK (threonine 172) and total AMPK.EU87 cells were treated with increasing concentrations of LXR623 in the presence or absence of exogenous ATP for 7 h. Thereafter, whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of ATF4.FU87 cells were treated with increasing concentrations of LXR623 for 24 h in the presence or absence of cholesterol. Thereafter, whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of phosphorylated AMPK (threonine 172) and total AMPK.G, HCells were treated as in (F), and whole‐cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of ATF4 and Vinculin (G) and by the standard Western blot for the expression of Noxa and actin (H).IU87 cells were treated with increasing concentrations of LXR623. Thereafter, whole‐cell protein lysates were prepared and analyzed for classical ER‐stress markers, GRP78, ATF4, and Noxa by capillary electrophoresis.JU87 cells were transfected with non‐targeting siRNA (n.t.‐siRNA), ATF3‐siRNA, ATF4 siRNA, or the combination of both ATF4 and ATF3 siRNAs. After 48 h, cells were treated with LXR623, and whole‐cell protein lysates were harvested and analyzed by capillary electrophoresis for the expression of ATF3, ATF4, Noxa, and Vinculin. Source data are available online for this figure.

Since reduced energy levels may result in the induction of an integrated stress response (Kaufman *et al*, 2002; Chae *et al*, 2012), we tested this hypothesis by determining the levels of ATF4, GRP78, and related markers following treatment with either LXR623 or GW3965 and noted an increase in ATF4 at 7 and 24 h (Fig 4E, G, and I, and Appendix Fig S5D). ATF4 is a bona fide transcription factor and pivotal regulator that is tightly linked with stress response signaling that executes metabolic reprogramming, regulating cell growth and survival. For these implications, it appears likely that ATF4 may be a regulator of metabolic and cell death adaption following modulation of LXR signaling in cancer cells. We also interrogated our GSEA and found that LXR623 induces a transcriptional signature of ER stress (Appendix Fig S5C). 

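SEC24D, a coat protein of vesicles that leave the ER, was higher by a log2 difference of 1.58 in the HCT116 array with LXR623. HERPUD1 and SYVN1, which act in the degradation of misfolded ER proteins, were higher by 1.09 and 0.79. XBP1, a transcription factor of the unfolded protein response, was higher by 0.94 and DNAJB9, an ER co-chaperone, by 0.67. SDF2L1, another ER chaperone component, differed by -0.66, and HSPA5, which encodes GRP78, by 0.11. Other chaperones and folding factors on the list lay on both sides of 0, with DNAJB11 at -0.47, CRELD2 at -0.30, HSP90B1 at -0.24, CALR at -0.16, PDIA6 at -0.15, MANF at -0.16, PDIA4 at -0.04, HYOU1 at 0.02, P4HB at 0.03, DNAJC3 at 0.14 and CANX at 0.15. Of 32 measured genes of ER chaperones and ER-associated degradation, 5 were at least 1.5-fold higher and 1 at least 1.5-fold lower, and their median of 0.15 lay at percentile 99.0 of the random lists. ATF3, a stress-induced transcription factor, was higher by 0.78, from a dim DMSO value of 3.87, and CEBPB, another one, by 0.37. DDIT3, which encodes CHOP, was higher by 0.98, with both of its values, 3.10 and 4.09, under the level that counted as measured.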

To further corroborate our findings related to ER stress, we treated U87 and HCT116 cells with LXR agonists and isolated mRNA. Thereafter, we performed real‐time PCR analysis of various ER‐stress markers (ATF3, ATF4, XBP1, CEBPB, GRP78, and CHOP), demonstrating a consistent increase, in keeping with a profound activation of ER‐stress signaling (Appendix Fig S5E–G). In agreement with the ER‐stress response transcriptional signature, we detected an increase in Noxa mRNA, suggesting that Noxa is in part regulated in a transcriptional manner upon LXR activation (LXR623 and GW3965). This increase was more settled in HCT116 cells treated with LXR623 (Appendix Fig S5F). In like manner, oligomycin recapitulated the effects of LXR activation with increases in phosphorylated AMPK (threonine 172), Noxa, and ER‐stress‐related markers, GRP78, ATF4, and ATF3 in U87 and HCT116 cells (Appendix Fig S5H and I).

To connect the underlying mechanisms of cholesterol and ATP depletion elicited by LXR activation, we treated U87 GBM cells with LXR623 in the presence or absence of exogenous ATP and observed that ATP partially rescues from LXR623‐mediated increase in ATF4 protein levels (Fig 4E). Similar, albeit more pronounced findings were seen in the presence of cholesterol, which almost completely abrogated LXR623‐driven ATF4 and Noxa increase and even reversed enhanced phosphorylation of AMPK (Fig 4F–H). These findings suggest a role of cholesterol in the mechanism elicited by LXR agonists and moreover suggest that energy depletion is involved in the activation of integrated stress response. Given that cholesterol rescues from all features elicited by the drugs (energy depletion, ATF4, and Noxa increase), it appears likely that cholesterol efflux is the initial event that is then followed by energy deprivation and activation of an ISR with subsequent up‐regulation of Noxa.

ATF3 and ATF4 are well established as potent transcriptional inducers of Noxa (Wang *et al*, 2009; Karpel‐Massler *et al*, 2017a). We noted that ATF4 levels preceded the increase in Noxa levels and 24 h following treatment with LXR623 ATF4 and Noxa levels correlated (Fig 4I and a detailed time course in Fig 6J). To connect our findings related to ISR and Noxa up‐regulation, we targeted specifically the expression levels of ATF3 and ATF4 by siRNAs (both transcription factors have been described to regulate Noxa levels). To this end, U87, LN229 GBM, or HCT116 colonic carcinoma cells were transfected with ATF3, ATF4, or the combination of both siRNAs and thereafter exposed to LXR623 (Fig 4J, and Appendix Fig S5J and K). Thereafter, cells were treated with LXR623 for 48 h and analyzed for the expression of Noxa, ATF3, and ATF4. As previously seen, LXR623 increased Noxa protein levels in the presence of non‐targeting siRNA. However, when ATF3 was silenced, we detected a partial attenuation of LXR623‐driven Noxa increase (Fig 4J). Most prominently, knockdown of ATF4 suppressed LXR623‐mediated Noxa increase, suggesting that ATF4 is the primary regulator of Noxa expression upon LXR receptor activation (Fig 4J, and Appendix Fig S5J and K). In keeping with these findings are our results related to the combined knockdown of ATF3 and ATF4, which was less potent to attenuate LXR623‐driven Noxa up‐regulation than ATF4 knockdown alone.

### LXRβ activation impairs glucose and glutamine metabolism

Next, we determined the underlying mechanisms by which LXR activation reduces ATP levels in tumor cells. To this purpose, we performed a polar metabolite screen, followed by pathway analysis. This screen suggested that tricarboxylic acid (TCA) cycle as well as pyruvate metabolism is impaired in glioblastoma cells exposed to LXR623 (Fig 5A and B). Moreover, we detected a dysregulation of several metabolites of the TCA cycle (Fig 5C) and a reduction of NAD and NADH levels (Fig 5P).

**Figure 5:**
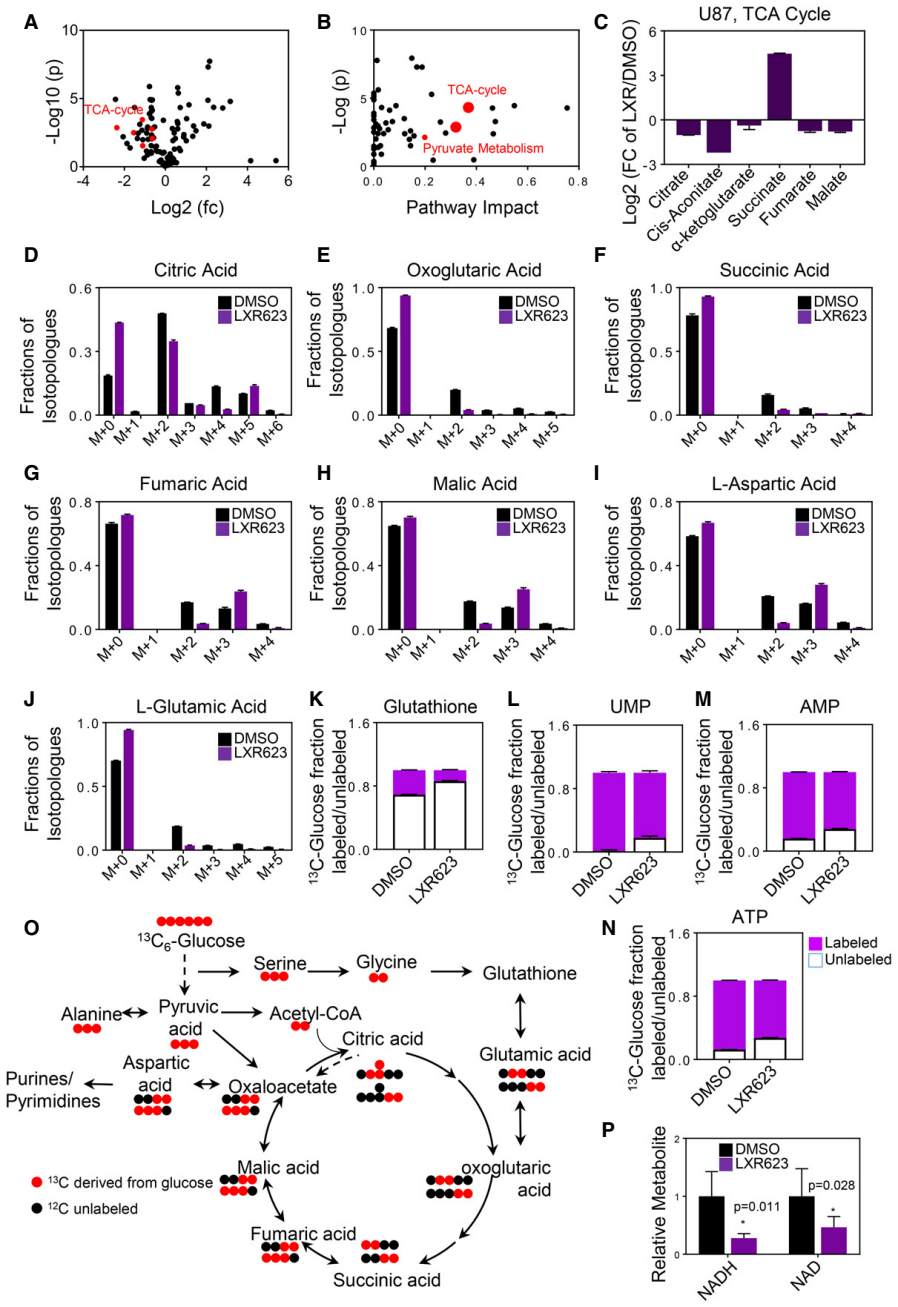
Activation of LXR reprograms central carbon metabolism of tumor cells A, BU87 cells were treated with DMSO or LXR623 20 µM for 24 h. Thereafter, cells were processed for polar metabolite analysis by LC/MS. In panel (A), −log_10_ *P*‐values and log_2_ fold change (fc) are shown. Highlighted in red are TCA cycle‐related metabolites. In panel (B), metabolite pathway analysis was performed. Highlighted (red dots) are the tricarboxylic acid cycle and pyruvate metabolism as significant and impactful pathways altered by LXR623 treatment.CU87 cells were treated as in (A). Shown are the levels of TCA cycle metabolites. Shown are means and SD (*n* = 3).D–HU87 cells were incubated in DMEM (devoid of phenol red, glucose, pyruvate, and glutamine) supplemented with 25 mM U‐^13^C‐glucose, 4 mM glutamine, and 1.5% dialyzed FBS in the presence or absence of 20 µM LXR623 for 24 h. Cells were then harvested for LC/MS analysis. The fractions of each different isotopologue of each metabolite were calculated (percentage of the entire pool). Shown are the isotopologues of the TCA cycle intermediates labeled by glucose carbons and non‐labeled isotopologues (m + 0). Shown are means and SD (*n* = 3).I, JU87 cells were incubated in DMEM (devoid of phenol red, glucose, pyruvate, and glutamine) supplemented with 25 mM U‐^13^C‐glucose, 4 mM glutamine, and 1.5% dialyzed FBS in the presence or absence of 20 µM LXR623 for 24 h. Cells were then harvested for LC/MS analysis. The fractions of each different isotopologue of each metabolite were calculated (percentage of the entire pool). Shown are the isotopologues of non‐essential amino acids (glutamatic acid and aspartic acid). Shown are means and SD (*n* = 3).K–NU87 cells were incubated in DMEM (devoid of phenol red, glucose, pyruvate, and glutamine) supplemented with 25 mM U‐^13^C‐glucose, 4 mM glutamine, and 1.5% dialyzed FBS in the presence or absence of 20 µM LXR623 for 24 h. Cells were then harvested for LC/MS analysis. The fractions of each different isotopologue of each metabolite were calculated (percentage of the entire pool). Shown are the isotopologues of glutathione and nucleotides. Shown are means and SD (*n* = 3).OGraphical depiction of glucose carbon tracing. Shown are the ^13^C‐glucose carbons (red) and how they are transferred among molecules of the TCA cycle, amino acid biosynthesis, and purine/pyrimidine synthesis. Glucose is metabolized to pyruvic acid (m + 3) (three carbons labeled). When glucose is oxidized in the TCA cycle (m + 2), citric acid is produced (two carbons labeled). When glucose is used for anaplerosis, citric acid (m + 3) is produced (three carbons labeled). Glucose carbons are harnessed for the biosynthesis of glutathione either through the serine/glycine pathway or the TCA cycle via oxoglutaric acid and glutamate. The graphical presentation is representative for only one turn of the TCA cycle.PU87 cells were treated with DMSO or LXR623 20 µM for 24 h. Thereafter, cells were processed for polar metabolite analysis by LC/MS. Shown are the levels of NAD and NADH_2_. Shown are means and SD (*n *=* *4–6); statistical significance was determined by two‐sided Student's *t*‐test.

Glucose and glutamine are the main energy sources in cultured tumor cells. Therefore, we conducted glucose and glutamine tracer analyses to appreciate the metabolic reprogramming in the context of LXR activation. We used uniformly labeled ^13^C_6_‐glucose to trace carbons into the TCA cycle and associated metabolites, such as aspartic acid and glutamate. We detected a decrease in labeling of TCA cycle intermediates by glucose carbons, including citric acid, oxoglutarate, succinic acid, fumaric acid, and malic acid. Under these conditions, citric acid is present in the form of several isotopologues, of which citric acid (m + 2) is indicative of glucose carbons derived from the pyruvate dehydrogenase reaction, which results in the loss of one carbon and suggests glucose oxidation. In contrast, citric acid (m + 3) originates from the pyruvate carboxylase reaction, which is one of the anaplerotic reactions to fuel the TCA cycle with carbons. LXR623 led to a decrease in citric acid (m + 2) and (m + 3) and to reduced labeling of oxoglutaric acid, succinic acid, fumaric acid, and malic acid (Fig 5D–H). In addition, we also found a decrease in labeling of non‐essential amino acids, glutamatic acid and aspartic acid, glutathione, and nucleotides (Fig 5I–N). Since aspartic acids react with carbamoyl phosphate as the initiating reaction for pyrimidine synthesis, it was not surprising to find a reduction in pyrimidine nucleotides (Fig 5L). In like manner, a reduction of purine nucleotides was detected as well given the participation of aspartate in purine synthesis (Fig 5M). The reduction in glutathione labeling by glucose carbons is explained by the fact that we found reduced glutamine labeling (by glucose carbons) and glutamine is part of the glutathione synthesis. A summary of the carbon tracing is provided in Fig 5O. Additional metabolites from the tracing analysis are presented in Appendix Fig S6A–E.

Given the reduction of labeling of the TCA cycle metabolites by glucose, we asked whether glutamine metabolism is altered as well since glutamine oxidation and anaplerosis have been described to be critical for cancer cells (Jiang *et al*, 2016). For these experiments, we used uniformly labeled ^13^C_5_‐glutamine. Glutamine enters the TCA cycle through conversion to glutamic acid and subsequently to α‐ketoglutarate, which occurs via glutaminase and glutamate dehydrogenase and/or transaminases (Appendix Fig S6F). Once converted to α‐ketoglutarate, it may either be oxidized or undergo reductive carboxylation, which means that α‐ketoglutarate will be converted to citric acid (m + 5, isotopologue) in a reductive process. Consequently, almost the entire pool of glutamine is uniformly labeled in both control and LXR623 treatment groups (Appendix Fig S6G). LXR623 treatment led to a decrease in labeling of several TCA cycle metabolites by glutamine‐derived carbons (Appendix Fig S6H–L). We noted a decrease in the oxidative metabolism of glutamine as indicated by reduced levels of citric acid (m + 4), fumarate (m + 4), and malate (m + 4) (Appendix Fig S6H–J). However, α‐ketoglutarate (m + 5), succinate (m + 4), and glutamate (m + 5) labeling was increased (Appendix Fig S6H–M). In contrast, a relative enhancement of reductive carboxylation, involving increases of citrate (m + 5), fumarate (m + 3), malate (m + 3), succinate (m + 3), and amino acid aspartate (m + 3), was observed by LXR623 treatment (Appendix Fig S6H–N). While we noted a decrease in glutathione labeling from glucose, more glutamine carbons were incorporated into glutathione upon LXR623 treatment (Appendix Fig S6O). Due to the partial enhanced metabolism of glutamine (enhanced labeling of glutamate, α‐ketoglutarate, and succinate), we tested whether LXR activation results in enhanced killing of glioblastoma cells under glutamine‐deprived conditions. Our result suggests that glutamine deprivation sensitizes for LXR activation‐driven cell death (Appendix Fig S6P). Considering the levels of essential and non‐essential amino acids, we found that especially aspartate levels were suppressed, which is in keeping with earlier reports, demonstrating that under conditions of inhibition with OXPHOS, aspartate becomes critical for tumors to survive and grow (Appendix Fig S6Q; Molina *et al*, 2018). Overall, these findings are consistent with a profound reprogramming of the TCA cycle reactions by LXR agonists.

### The functionality of the electron transport chain is regulated by LXRβ in cancer but not in normal cells

The proper functionality of the TCA cycle relies on functional oxidative phosphorylation. Therefore, we conducted extracellular flux analysis and determined oxygen consumption rate (OCR) in multiple measurements (so‐called mitochondrial stress assay), starting with basal OCR followed by acute injection of oligomycin (determination of OXPHOS‐dependent ATP production or coupled respiration), the uncoupling reagent FCCP (determination of reserve and maximal respiratory capacity), and finally antimycin/rotenone (determination of mitochondria‐related oxygen consumption). Stem‐like GBM cells, NCH644, and established U87 and LN229 GBM cells treated with LXR623 displayed a significant reduction in basal OCR and OXPHOS‐driven ATP production as compared to vehicle‐treated control cells (Appendix Fig S7A–L). Additional experiments were conducted in HCT116 colon carcinoma cell lines, involving two LXR agonists, GW3965 and LXR623. LXR623 showed a dose‐dependent reduction in basal OCR and coupled respiration (Appendix Fig S7M–O). To appreciate the timing of these findings, we conducted a time‐course experiment. This experiment demonstrates that as early as 5 h LXR623 suppresses respiration and associated ATP production (coupled respiration; Fig 6A–F and Appendix Fig S7D–I). To account for the role of cholesterol in this phenomenon, we tested the impact of LXR623 on oxidative phosphorylation in the presence or absence of cholesterol and found that cholesterol fully reversed the effects by LXR623 on tumor cell respiration and associated parameters, such as coupled respiration (ATP production by oxidative phosphorylation; Fig 6G–I). Overall, these findings indicate that LXR activation results in reprogramming of tumor cell metabolism with a reduction of OXPHOS.

**Figure 6:**
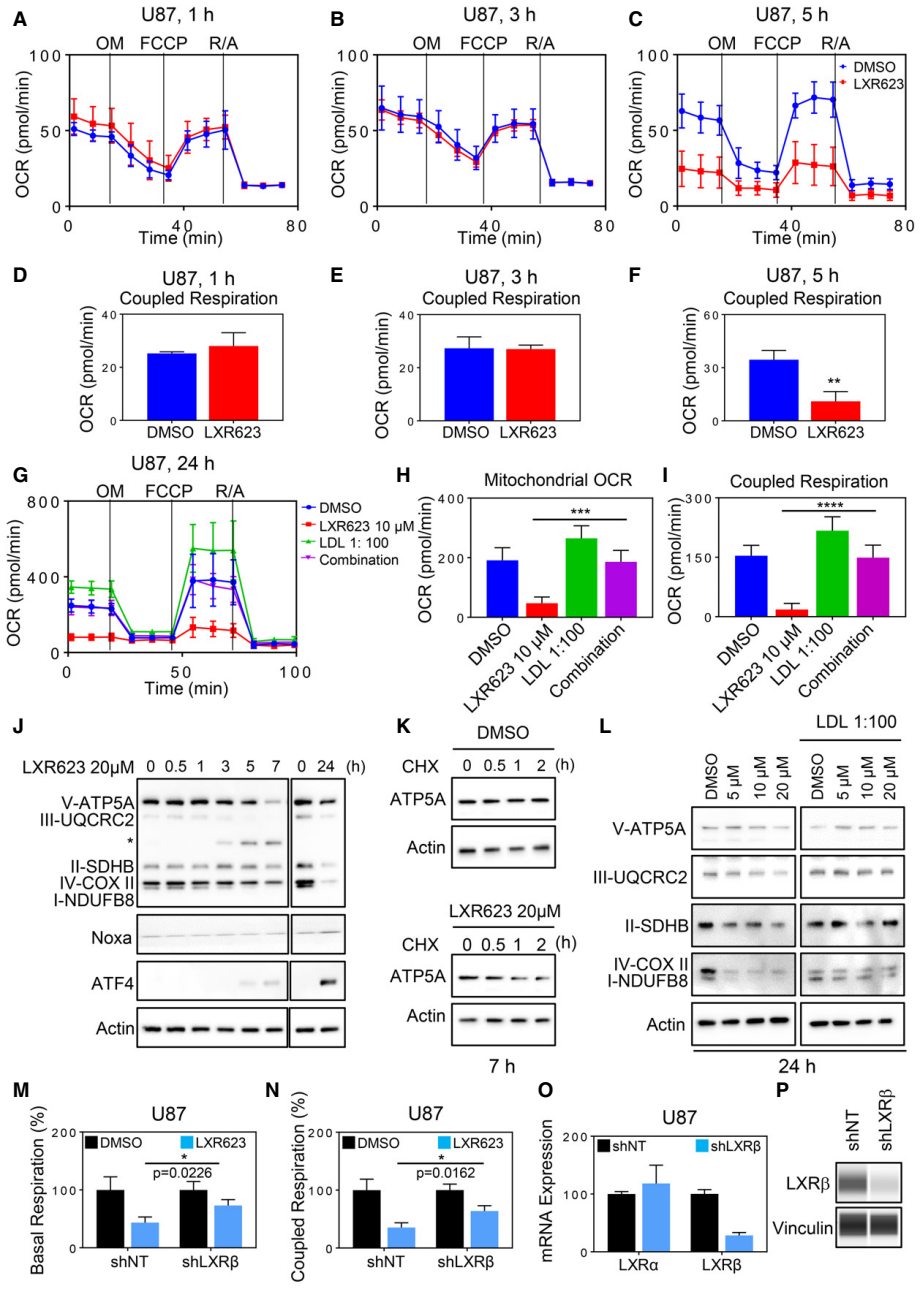
Activation of liver‐X‐receptor mediates a state of energy deprivation through inhibition of oxidative phosphorylation (OXPHOS) A–FU87 cells were treated with LXR623 for 1 h, 3 h, or 5 h and subjected to extracellular flux analysis on the Seahorse XFp instrument in the context of a mitochondrial stress assay (A–C). From this assay, coupled respiration was calculated (D–F). Shown are means and SD (*n *=* *3). **P = 0.006. Statistical significance was determined by two‐sided Student's *t*‐test.G–IU87 cells were treated with LXR623, cholesterol, or the combination of both for 24 h and subjected to extracellular flux analysis on the Seahorse XFp instrument in the context of a mitochondrial stress assay (G). From this assay, mitochondrial OCR and coupled respiration were calculated (H, I). Shown are means and SD (*n *=* *5). ***P = 0.0001, ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.JU87 cells were treated with DMSO or LXR623 20 µM with the indicated time point. Thereafter, whole‐cell protein lysates were collected and subjected to standard Western blot for the expression of the respiratory complexes (OXPHOS), Noxa, and ATF4. A star indicates an unspecific band.KU87 cells were treated with DMSO or LXR623 20 µM in the presence or absence of cycloheximide for 7 h. Thereafter, whole‐cell protein lysates were collected and the protein levels of the components of complex V were analyzed by standard Western blot.LU87 cells were treated with increasing concentration of LXR623 in the presence or absence of cholesterol. Thereafter, whole‐cell protein lysates were collected and analyzed the protein levels of the respiratory complexes (OXPHOS) by standard Western blot.M–PU87 cells transduced with non‐targeting or LXRβ shRNA were treated with vehicle or 20 µM LXR623 for 24 h. Thereafter, extracellular flux analysis was performed in the context of a mitochondrial stress assay. From this assay, basal respiration and coupled respiration was calculated (M, N). mRNA and protein were collected and analyzed for the expression of LXRβ mRNA (O) or LXRβ protein by capillary electrophoresis (P). Shown are means and SD (*n *=* *3–4). Statistical significance was determined by two‐sided Student's *t*‐test. Source data are available online for this figure.

To elucidate the role of LXR agonist‐mediated suppression of oxidative phosphorylation on tumor cell survival, we undertook rescue experiments. To this purpose, we modulated the glucose concentration and found that as anticipated, low glucose concentrations significantly enhanced the killing effect of LXR623 (Appendix Fig S8A and B). In like manner, tumor cells cultured in galactose (which forces the cells to oxidize the galactose‐derived glucose) displayed an increased susceptibility to LXR623 treatment (Appendix Fig S8C). Conversely, pyruvate and aspartate rescued from cell death mediated by LXR623, in keeping with earlier reports by others, showing that OXPHOS‐deficient cells become auxotroph for pyruvate and dependent on the non‐essential amino acid aspartate (Appendix Fig S8E and F). Finally, exogenous nucleotides were capable to provide a substantial rescue from LXR623‐mediated cell death as well (Appendix Fig S8D). All in all, these observations favor that LXR agonist‐driven inhibition of OXPHOS is at least partially relevant for their cytotoxic effects on tumor cells.

Next, we assessed the molecular underpinnings that likely lead to this fulminant reduction in OCR and derived measurements. To this end, we determined the protein levels of the respiratory complexes in a time‐course experiment (Fig 6J). Our findings show that increasing concentrations of LXR agonists (LXR623 and GW3965) elicit a suppression of OXPHOS‐related complexes as early as 5 h, coinciding with the suppression respiration (as detected by the extracellular flux analysis and accompanied by an increase in ATF4, followed by Noxa up‐regulation; Fig 6J). Similar findings were made in HCT116 and stem‐like GBM cells, NCH644 (Appendix Fig S8G–I). The prominent suppression of SDHB (at 24 h) also fits to our finding that glutamine oxidation is blocked at the level of succinate since in contrast to succinate, fumarate and malate display reduced levels of the respective (m + 4) isotopologues (Appendix Fig S6I, J, and L).

To determine the mechanism as to how a reduction of OXPHOS complexes occurs, we determined the stability of complex V in the presence or absence of LXR activation. We found that LXR623 destabilized complex V, suggesting a post‐translational mechanism by which LXR activation suppresses respiratory complexes (Fig 6K). Due to the fact that cholesterol is important for the fluidity of membranes and for the proper functioning of membrane proteins, we evaluated the respiratory complexes in the presence or absence of LDL cholesterol and observed that LDL cholesterol protects from LXR623‐mediated suppression of OXPHOS complexes (Fig 6L). Overall, these findings favor a direct regulation of oxidative phosphorylation by LXRs through down‐regulation of the respiratory complexes and that likely enhanced cellular efflux of cholesterol destabilizes the respiratory complexes within the inner mitochondrial membrane.

In cancer cells, activation of LXRβ has been shown to be of highest relevance in the context of tumor growth and metastasis suppression (Villa *et al*, 2016; Wang *et al*, 2017). This holds also true for the model systems applied in this study. Therefore, we asked as to whether or not activation of LXRβ mediates suppression of respiration in tumor cells. To this purpose, we silenced the expression of LXRβ (Fig 6O and P) and found that suppression of LXRβ levels attenuates the inhibitory effect of LXR623 on oxygen consumption rate and coupled respiration (Fig 6M and N), suggesting that LXRβ regulates OXPHOS in cancer cells. In addition, we over‐expressed LXRβ and noted a suppression of oxidative phosphorylation, in keeping with our hypothesis that the regulation of LXR by itself modulates the activity of oxidative phosphorylation (Appendix Fig S9A and B). However, the effect of LXRβ over‐expression was substantially less than the activation of the receptors by LXR agonists since only endogenous ligands (such as oxysterols) are available to activate the ectopically expressed receptors. Conversely, when the receptor was silenced we detected an increase in oxygen consumption rate (Appendix Fig S9C and D). Akin to the U87 cells, silencing of LXRβ suppressed LXR623‐driven inhibition of oxygen consumption rate and ATP production in HCT116 cells, suggesting a primary role for LXRβ in these effects (Appendix Fig S9E–G).

In light of the substantial regulation of OXPHOS by LXR activation, we wondered as to whether or not non‐neoplastic cells show a similar metabolic phenotype. To this purpose, human astrocytes were treated with LXR623 or GW3965 and analyzed for oxygen consumption rate. Remarkably, neither LXR623 nor GW3965 regulated the oxygen consumption rate, suggesting a tumor cell‐specific phenomenon (Appendix Fig S9H and I).

Another major energetic pathway in cancer constitutes glycolysis. Therefore, it was tempting to determine the impact of LXR activation on glycolysis. Whereas we found a profound suppression of oxidative phosphorylation triggered by LXR activation, glycolysis was only marginally regulated by LXR activation, suggesting that LXR activation predominantly reprograms tumor cell metabolism by regulation of oxidative metabolism and that glycolysis is relatively elevated as compared to oxidative phosphorylation (Appendix Fig S9J and K).

### ABT263 and LXR mediate enhanced growth reduction of a colon cancer xenograft, a glioblastoma patient‐derived xenograft, and a BRAF V600E‐mutated melanoma xenograft in nude mice

To demonstrate that Bcl‐xL inhibition and activation of LXR are a treatment strategy that is of potential translational relevance, we assessed its impact on growth of xenograft tumors in immunocompromised mice. To this purpose, we used the HCT116 xenograft model and after tumor establishment four treatment groups were formed, consisting of groups that are subjected to treatments with vehicle, ABT263, LXR623, or the combination treatment of both (Fig 7A and B, and Appendix Fig S10A). Our findings indicate that both LXR623 and ABT263 reduced the growth of tumors in host animals. However, the combination treatment was even more potent to dampen tumor growth as compared to each compound on its own (Fig 7A and B, and Appendix Fig S10A).

**Figure 7:**
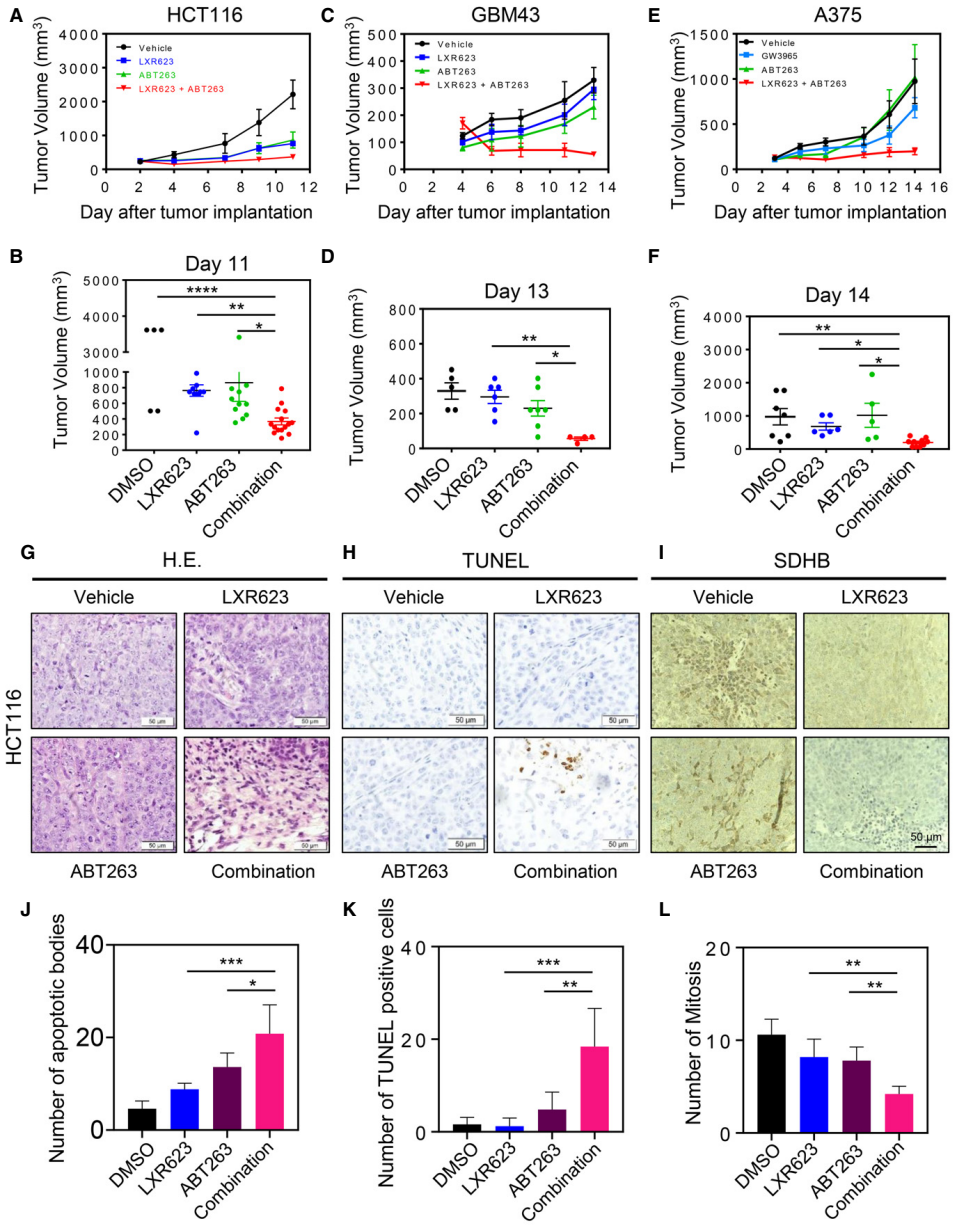
Combined treatment with ABT263 and LXR623 leads to a growth suppression of colon carcinoma xenograft tumors, glioblastoma patient‐derived xenografts, as well as BRAF V600E‐mutated melanoma xenografts A, B1 × 10^6^ HCT116 colon carcinoma cells were implanted subcutaneously. Animals were treated intraperitoneally with vehicle, LXR623 (100‐200 mg/kg), ABT263 (100 mg/kg), or both agents (3 days per week for 1.5 weeks). Tumor growth curves show the development of tumor size for each treatment group. Scatter plots display the quantitative representation of the tumor size among the different treatments toward the end of the experiment. Shown are means and SD (*n *≥* *5). *P = 0.022, **P = 0.0063, ****P < 0.0001. Statistical significance was determined by one‐way ANOVA.C, DGBM43 PDXs were implanted subcutaneously. Animals were treated intraperitoneally with vehicle, LXR623 (100 mg/kg), ABT263 (75 mg/kg), or both agents (3 days per week for 1.5 weeks). Tumor growth curves show the development of tumor size for each treatment group. Scatter plots display the quantitative representation of the tumor size among the different treatments toward the end of the experiment. Shown are means and SD (*n *≥* *4). *P = 0.022, **P = 0.0031. Statistical significance was determined by one‐way ANOVA.E, FA375 BRAF V600E‐mutated melanomas were implanted subcutaneously. Animals were treated intraperitoneally with vehicle, LXR623 (100 mg/kg), ABT263 (75 mg/kg), or both agents (3 days per week for 1.5 weeks). Tumor growth curves show the development of tumor size for each treatment group. Scatter plots display the quantitative representation of the tumor size among the different treatments toward the end of the experiment. Shown are means and SD (*n *≥* *5). *P = 0.0109 (GW3965 vs. Combination), *P = 0.0166 (ABT263 vs. Combination), **P = 0.0047. Statistical significance was determined by one‐way ANOVA.GRelated to the HCT116 colonic xenograft model, representative histopathological images (hematoxylin and eosin stain) are shown from each treatment group. Scale bar: 50 µm.H, ISections from the same treatment groups as in (G) were stained with TUNEL and SDHB, respectively. Displayed are representative images of the staining. Scale bar 50 µm.J–LSections from the experiment in (A) were quantified for apoptotic bodies, number of TUNEL‐positive cells, and number of mitosis per multiple high‐power fields. Shown are means and SD. In (J): *P = 0.0298, ***P = 0.0004. In (K): **P = 0.0016, ***P = 0.0001. In (L): **P = 0.004 (LXR623 vs. Combination), **P = 0.0092 (ABT263 vs. Combination). Statistical significance was determined by one‐way ANOVA.

To have a better understanding about the histological findings and the impact of the different compounds on cellular density, proliferation, and cell death (necrosis and apoptosis), we stained representative paraffin‐embedded tumors with H&E. While vehicle, ABT263‐, or LXR623‐treated tumors displayed a dense cellular architecture and an abundance of mitosis, the combination treatment resulted in a marked lower cellular density accompanied by significantly more cell death in the form of necrosis as well as apoptosis and a reduction in mitotic figures (Fig 7G, H, and J–L). To confirm the impact on mitochondrial metabolism, we performed immunohistochemistry on tumors from our xenograft studies. LXR agonist‐related treatments mediate a suppression of SDHB protein levels *in vivo* (Fig 7I), mirroring the *in vitro* findings.

To extend the findings obtained in the HCT116 colon cancer xenograft model, we next tested the various treatments in the setting of a patient‐derived xenograft model of human glioblastoma (GBM43). Akin to the findings in the colon cancer model, we found that the combination treatment markedly reduced the tumor sizes in host animals as compared to single or vehicle treatments (Fig 7C and D, and Appendix Fig S10B).

Despite the significant advancements in immunotherapy and BRAF inhibitor therapies, melanomas still represent a challenge in oncology since these treatment modalities will certainly extend life expectancy, but not provide a cure or at least a transformation to a chronic disease stage. To this purpose, we tested our therapy in a model system of BRAF V600E mutant melanoma, using the A375 xenograft model. Akin to the findings above, the combination treatment of ABT263 and GW3965 reduced tumor growth significantly stronger than each compound on its own (Fig 7E and F, and Appendix Fig S10C), suggesting that overall our treatment concept of inhibition of Bcl‐2 family members along with activation of LXR agonists is a viable approach for a range of solid tumors.

## Discussion

Novel treatments targeting tumor‐specific therapeutic windows are warranted. In this study, we have shown that LXR agonists, which regulate cholesterol efflux and influx within a cell, elevate the dependency of solid tumor cells on anti‐apoptotic Bcl‐2 family members. LXR agonists represent a potentially efficacious approach to target recalcitrant malignancies, which was exemplified in melanoma and glioblastoma (Pencheva *et al*, 2014; Villa *et al*, 2016). Of note is the previous finding that in a preclinical model of melanoma (syngeneic mouse model), the combination treatment of GW3965 and an immune checkpoint inhibitor exerted a significantly stronger anti‐proliferative effect than each therapeutic on its own (Pencheva *et al*, 2014). Moreover, GW3965 was also effective in BRAF inhibitor‐resistant melanoma models (Pencheva *et al*, 2014). Since melanoma mostly kills patient through distant metastasis, it was an important finding that GW3965 suppressed migration of melanoma cells very efficiently in a LXRβ‐dependent manner (Pencheva *et al*, 2014). Although both melanoma and glioblastoma cell cultures respond to GW3965 and LXR623, glioblastomas likely would benefit more from the usage of LXR623 over GW3965 since the former has been shown to cross the blood–brain barrier (Villa *et al*, 2016), which in part might be attributed to the fact that LXR623 has a smaller molecular weight as compared to GW3965. While healthy astrocytes are synthesizing cholesterol, GBM cells mostly rely on the uptake of cholesterol, which in turn renders glioblastomas potentially susceptible to LXR agonists (Villa *et al*, 2016).

While the efficacy of LXR agonists is quite remarkable, the mechanisms governing these effects are less well understood. Our study fills this gap at least partially by providing a mechanism and through that a novel efficacious combination therapy, involving GW3965 and LXR623. Because Bcl‐2 family members are central regulators of cell death in malignant tumors (Preuss *et al*, 2013; Souers *et al*, 2013; Chan *et al*, 2015; Faber *et al*, 2015; Hata *et al*, 2015; Johnson‐Farley *et al*, 2015; Elgendy *et al*, 2016; Karpel‐Massler *et al*, 2017c), we hypothesized that LXR agonists have an impact on their expression. While certain members of this family are more relevant in hematological malignancies, others maintain a pivotal role in solid tumors. Most prominently, in solid tumors Bcl‐xL has been suggested to be of higher importance than Bcl‐2. Our study is generally in line with this observation since we found that selective inhibition of Bcl‐xL enhances the effects of LXR623 to a higher extent than inhibitors targeting Bcl‐2. Our results reveal that LXR agonists potently elevate the expression of pro‐apoptotic Noxa, thus shifting the expression ratio of Mcl‐1 and Noxa. The literature unequivocally shows that Noxa interacts with Mcl‐1 and antagonizes its function by promoting the release of BAK from Mcl‐1 (Oda *et al*, 2000; Perez‐Galan *et al*, 2007; Wang *et al*, 2009; Albershardt *et al*, 2011; Du *et al*, 2011; Premkumar *et al*, 2012; Qing *et al*, 2012; Yan *et al*, 2014). Mcl‐1 levels are increased in solid malignancies and counteract apoptosis. In line with this overall scheme, we found that Noxa knockdown protects from cell death induced by the combination treatment of ABT263 and LXR623. These findings are supported by earlier observations, showing that high levels of Noxa sensitize for BH3 mimetics‐mediated cell death. Noxa expression is regulated by multiple means, including endoplasmic reticulum stress and associated transcription factors, such as ATF3 and ATF4, which harbor an upstream open reading frame. We found that LXR activation drives ER stress with an increase in ATF3 and ATF4, which based on our rescue experiments and time courses is likely in part mediated by LXR623‐/GW3965‐mediated inhibition of ATP generation through interference with mitochondrial respiration.

Inhibition of oxidative phosphorylation by activation of LXRβ is an early, novel mechanistic observation that links this receptor to the regulation of oxidative energy metabolism. Rescue experiments suggest a significant role of oxidative phosphorylation on cell death induction by LXR agonists. Our study shows that activation of LXRβ results in global suppression of mitochondrial metabolism. These findings were supported by polar metabolite screening coupled with metabolite set enrichment analysis and extracellular flux analysis that shows substantial inhibition of oxidative phosphorylation within 5 h of LXR agonist administration, which is fully rescued by exogenous cholesterol and partially by silencing of LXRβ. Western blot analysis confirms the suppression of respiratory complexes upon activation of LXRβ. In agreement, the TCA cycle metabolites were altered and carbon tracing experiments showed decreased labeling by glucose‐derived carbons. We noted a decrease in labeling of the amino acid aspartate and nucleotides by glucose carbons, which is line with prior studies, that inhibition of OXPHOS depletes both aspartate and nucleotides, which in turn can elicit the induction of a potential DNA‐stress response (Molina *et al*, 2018). Through our glutamine tracing experiment, we have found that LXR activation renders tumor cells partially more dependent on glutamine for their survival. Although we have not analyzed as to whether or not LXR leads to the emergence of DNA damage, we found a substantial decrease in NAD^+^ levels, which could be explained through potential activation of the DNA‐repair machinery, especially the PARP enzyme since PARP is known to require NAD^+^ as a cofactor (Parrish *et al*, 2015). Remarkably, LXR activation does not suppress oxidative phosphorylation in human astrocytes, suggesting a tumor‐selective phenomenon that might be harnessed therapeutically. To the best of our knowledge, these findings related to metabolism and LXR activation are novel and unique in tumor cells.

Finally, we demonstrate that LXR623 exerts anti‐tumor activity *in vivo* in a colon xenograft model in nude mice without significant toxicity. This effect is enhanced further in the presence of the BH3 mimetic ABT263. These results confirm the *in vitro* findings and may raise hope that such a combination treatment might have implications for patients given the fact that both compounds have been tested in clinical trials. However, it should be noted that LXR623 displays side effects (Katz *et al*, 2009). Therefore, it may be possible that due to the combination treatment less drug will be necessary, thus reducing the toxicity. Additional toxicity studies are required for this point to be confirmed. Similar results were found in a patient‐derived xenograft model system of glioblastoma and melanoma. It is tempting to speculate as to whether or not the selective Bcl‐2 inhibitor, ABT199, would enhance the anti‐proliferative effects of LXR agonists as well. While this possibility seems less likely in solid tumors, it is highly conceivable in leukemias in which ABT199 is actively pursued. In addition, myeloid leukemia is known to be particular cholesterol‐dependent. As discussed elsewhere, ABT199 is advantageous in that it does not affect platelets as compared to ABT263 because thrombocytes are Bcl‐xL‐dependent. Overall, our results suggest that LXR agonists, LXR623 and GW3965, affect the expression of Bcl‐2 family members and thereby modulate the sensitivity of cancer cells to BH3 mimetics both *in vitro* and *in vivo*.

## Materials and Methods

### Reagents and antibodies

ABT263, WEHI‐539, A1210477, GW3965, LXR623, ABT199, and adenosine triphosphate (ATP) were obtained from Selleckchem. Low‐density lipoprotein (LDL) from human plasma was acquired from Thermo Fisher. l‐Aspartic acid sodium salt monohydrate was purchased from Sigma. Reagents were dissolved in dimethylsulfoxide (DMSO) (10 mM stock solution) and stored at −20°C. Final concentrations of DMSO were below 0.1% (*v*/*v*). The following antibodies were used: ABCA1 (Abcam ab18180; 1:25), Mcl‐1 (Cell Signaling Technology (CST) 5453SS; 1:500), BAK (CST 12105S; 1:500), Bcl‐2 (Abcam ab59348; 1:500), BIM (CST 2933S; 1:500), Bcl‐xL (CST 2764S; 1:500), Usp9X (CST 15751S; 1:1,000), Noxa (Millipore OP180; 1:500), β‐actin (Sigma‐Aldrich A1978, clone AC15; 1:2,000), ATF3 (CST 33593S; 1:500), ATF4 (CST 11815S; 1:500), Vinculin (Abcam ab129002; 1:200), AMPK (CST 5831S; 1:25), pAMPK (CST 2531S; 1:25), PAPRP (CST 9532S; 1:500), caspase‐9 (CST 9502S; 1:500), GRP78 (CST 3177S; 1:25), HA (CST 3724S; 1:500), LXRβ (Abcam ab56237; 1:25), SDHB (Abcam ab14714, 1:25), OXPHOS (Abcam ab110411; 1:500), and secondary goat anti‐mouse IgG‐HRP‐linked (SC2005) and secondary goat anti‐rabbit IgG‐HRP‐linked antibodies (SC2004) were purchased from Santa Cruz Biotechnology, Inc.

### Maintenance of cells and transfections

The HCT116 (Horizon Discovery), U87 (ATCC), MDA‐MB‐231 (ATCC), MeWo (ATCC), LN229 (ATCC), and T98G (ATCC) cells were grown in DMEM supplemented with 10% FBS (Gemcell) and primocin (InvivoGen), and in a humidified air (5% CO_2_) at 37°C. The cell line repositories confirmed the identities of the cell cultures and provided testing for mycoplasma contamination. Experiments were conducted in DMEM supplemented with 1.5% FBS and primocin (InvivoGen). The A375 cells were maintained in RPMI 1640 supplemented with 10% FBS (Gemcell) and primocin (InvivoGen). For the experiments, cells were cultured in RPMI medium 1640 containing 1.5% FBS (non‐lipoprotein‐deficient) and primocin (InvivoGen). In some experiments, lipoprotein‐deficient serum (Sigma) was used. NCH644, NCH421k, and NCH690 glioma stem‐like cells (Cell Line Service: CLS, Germany) were cultured in MG‐43 medium (CLS, Germany) for both maintenance and experiments. Cells were transfected using either Lipofectamine RNAiMAX or Lipofectamine 3000 (Invitrogen) and harvested after 72 h after transfection. siPMAIP1 (siNoxa), siBAK, and siNR1H2 (siLXRβ) were purchased from Ambion. Non‐targeting siRNA pool was purchased from Dharmacon. For the shRNA lentiviral particle transduction, cells were induced with Polybrene (Santa Cruz Biotechnology) and were selected with puromycin (Santa Cruz Biotechnology). shRNA NR1H2 (LXRβ) or non‐targeting shRNAs were purchased from Santa Cruz Biotechnology. NR1H2 lentivirus was purchased from Applied Biological Materials Inc.

### Determination of intracellular cholesterol levels

100,000 cells (per well in a six‐well plate) were treated with vehicle or the indicated drug compounds in DMEM supplemented with 1.5% lipoprotein‐deficient serum for 48 h. Following drug exposure, cells were washed in PBS and collected. Following centrifugation, the pelleted cells were resuspended in 100 μl assay buffer (0.1 M potassium phosphate, 0.05 M NaCl, 5 mM cholic acid, 0.1% Triton X‐100, pH 7.4) obtained from Thermo Fisher. Thereafter, cholesterol levels were measured by utilization of the Amplex Red Cholesterol Assay Kit (Thermo Fisher) in alignment with the standard protocol followed by plate reader analysis.

### Cell viability/proliferation assays

The indicated cell cultures were seeded in 96‐well plates overnight before the treatment to permit proper attachment. On the next day, the treatments were carried out with vehicle or the indicated single drug compounds or combination treatments in DMEM supplemented with 1.5% FBS. Seventy‐two hours after treatment, viability analysis was performed by using the “CyQUANT Cell Proliferation Assay^®^” following the standard protocols for adherent cells (provided by the manufacturer), followed by plate reader analysis. Cholesterol rescue experiments were carried out in 1.5% lipoprotein‐deficient serum. The drug combination synergy analysis was calculated by the approach described by Chou–Talalay. Derived from median‐effect equation (single drug dose–response related), it enables the computation of normalized isobolograms (Chou, 2010).

### Detection of mitochondrial membrane potential and apoptosis induction

Treatments were carried out in 12‐well plates. Following treatments, cells were detached, washed, and labeled with annexin V and propidium iodide (BD Bioscience kit, #556547), and analyzed by flow cytometry. In other experiments, cells were detached, washed, and fixed. After fixation, cells were stained with propidium iodide (Propidium Iodide (PI)/RNase Staining Solution #4087, CST) and analyzed by flow cytometry. Labeling of cells with TMRE (tetramethylrhodamine ethyl ester perchlorate) was performed following treatments of cells in strict accordance with the protocol provided by the manufacturer (#13296, CST, Inc), and loss of mitochondrial membrane potential was recorded by flow cytometry. For the flow analysis, measurements were carried out on the LSR II flow cytometer instrument (BD, NJ, USA). The FlowJo software was used for generating graphs and data analysis (version 8.7.1, Tree Star, Ashland, OR).

### Determination of ATP levels

ATP levels were measured through LC/MS. The obtained values were normalized to protein levels. Alternatively, an ATP luminescence assay (CellTiter‐Glo) was used and the values were normalized to DNA content to account for dead cells. The DNA content was measured by the CyQUANT Cell Proliferation Assay as described by manual of instruction from the manufacturer. The luminescence assays were conducted within a time frame of 7 h (with minimal loss of viability; Karpel‐Massler *et al*, 2017b; Tang *et al*, 2017).

### Capillary electrophoresis and standard Western blotting

Following treatment, cells were harvested in Laemmli sample buffer (#1610737) or RIPA lysis buffer both supplemented with phosphatase and protease inhibitor cocktails (Thermo Fisher Scientific). Electrophoresis was performed on gradient gels (4–12% SDS–PAGE gels; Invitrogen). Wet transfers were carried out to PVDF membranes, followed by blocking in milk or BSA TBST (0.1% Tween 20) and incubation with the indicated primary antibodies overnight. Following washing, horseradish peroxidase‐conjugated secondary antibodies were used. Vinculin and β‐actin served as loading controls and were used for normalization. Western blot emitted chemiluminescence was recorded on the Azure (C300) Imaging System (Azure Biosystems). The Wes instrument was utilized for capillary electrophoresis, including protein detection, in alignment with the protocols provided by the manufacturer (ProteinSimple).

### Reverse transcription real‐time PCR analysis

The extraction of RNA was performed with the miRNAeasy Mini Kit (Qiagen). Reverse transcription of RNA was carried out using the “cDNA Synthesis kit” (OriGene). The PCR was performed with a master mix, containing SYBR green (Applied Biosystems). The real‐time PCR machine (Quantabio) was programmed as follows: 95°C for 10 min, 40 cycles of 95°C for 15 s, 60°C for 30 s, and 72°C for 30 s. Upon completion of the run, data analysis was performed (delta–delta *C*_t_ method). Genes of interest were normalized to 18S. Fold changes relative to the controls are provided. Forward and reverse primers are given in Table 1.

**Table 1:** Primers for real‐time PCR

Gene	Forward sequence	Reverse sequence
ATF3	CGCTGGAATCAGTCACTGTCAG	CTTGTTTCGGCACTTTGCAGCTG
ATF4	TTCTCCAGCGACAAGGCTAAGG	CTCCAACATCCAATCTGTCCCG
XBP1	CTGCCAGAGATCGAAAGAAGGC	CTCCTGGTTCTCAACTACAAGGC
CEBPB	AGAAGACCGTGGACAAGCACAG	CTCCAGGACCTTGTGCTGCGT
GRP78 (HSPA5)	CTGTCCAGGCTGGTGTGCTCT	CTTGGTAGGCACCACTGTGTTC
CHOP (DDIT3)	GGTATGAGGACCTGCAAGAGGT	CTTGTGACCTCTGCTGGTTCTG
Noxa (PMAIP1)	CTGGAAGTCGAGTGTGCTACTC	TGAAGGAGTCCCCTCATGCAAG

### Transcriptome analysis

Microarray and subsequent gene set enrichment analysis were performed as described earlier (Karpel‐Massler *et al*, 2017b). The experiment used in this study was deposited at GEO: GSE110151 and GSE110152.

### Extracellular flux analysis

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured on the Seahorse XFp or XFe24 instrument, respectively. The mitochondrial stress test was performed, consisting of baseline measurements of OCR and in response to a defined set of drugs (oligomycin, FCCP, antimycin/rotenone), modulating oxidative phosphorylation. Alternatively, the glycolytic stress test was performed according to the manufacturer's instructions. Cells were seeded in XFe24 cell culture microplates (Agilent) at 3 × 10^4^ cells/well in 500 μl of DMEM containing 5 mM glucose, 1 mM glutamine, 1 mM pyruvate, and 10% FBS and allowed to attach overnight. Cells were treated with reagents or corresponding solvents in the medium containing 5 mM glucose, 1 mM glutamine, 1 mM pyruvate, and 1.5% FBS in the following day. The assays were performed according to the manufacturer's instructions (Agilent).

### Liquid chromatography and mass spectrometry (LC/MS) analysis

U87 GBM cells were washed with 0.9% NaCl and were extracted with sequential addition of ice‐cold methanol/water/chloroform (600 μl/300 μl/400 μl). Samples were vortexed and centrifuged. The lower lipid‐containing layer and the upper aqueous layer were transferred to different tubes and evaporated to dryness under nitrogen. Dried extracts were stored at −80°C until analysis. Dried polar extracts were reconstituted in 100 μl water, and lipid extracts were reconstituted in 50 μl, 65:30:5 acetonitrile:2‐propanol:water (*v*/*v*/*v*). Both polar and lipid samples were analyzed using LC‐HRMS by the Whitehead Institute Metabolite Profiling Core Facility (Cambridge, MA) as previously described (Franco *et al*, 2016; Gui *et al*, 2016; Keckesova *et al*, 2017). Polar metabolites were analyzed by metabolite set enrichment analysis ( http://www.metaboanalyst.ca).

### Metabolomics and isotope tracing

Cells were serum‐starved in DMEM without glucose, glutamine, and phenol red (Thermo Fisher) for at least 1 h and then were incubated with either 25 mM D‐glucose (U‐^13^C‐glucose) (Cambridge Isotope Laboratories, Inc) or 4 mM l‐glutamine (U‐^13^C‐glutamine) for 24 h in the presence of 1.5% dialyzed FBS (Thermo Fisher). Cells were extracted in 80% methanol, and the supernatant was dried in a SpeedVac concentrator (Thermo Fisher). For metabolite analysis, the Exactive Orbitrap Mass Spectrometer (Thermo Scientific) coupled with a Vanquish UPLC system (Thermo Scientific) was used. The peak area for each metabolite was identified and quantitatively evaluated. Data analysis was facilitated by an in‐house script designed by the Weill Cornell Medicine Core Facility (New York, NY) (Goncalves *et al*, 2018).

### Animal maintenance and subcutaneous xenograft models

For the *in vivo* experiments, 6‐ to 8‐week‐old female CrTac:NCr‐*Foxn1* ^*nu*^ were purchased from Taconic Biosciences. The mice were kept under controlled temperature in a 12‐h (light)/12‐h (dark) cycle, provided with water and food *ad libitum*. The animals were maintained in small groups (3–5 animals per cage). Following acclimation, the animals were subjected to the indicated experiments. 1 × 10^6^ HCT116 colon carcinoma cells or A375 BRAF V600E‐mutated melanoma cells suspended 1:1 in Matrigel^®^ matrix (Corning Inc.) or GBM43 cryomush or cells (Sarkaria *et al*, 2006; Gupta *et al*, 2015; Parrish *et al*, 2015) were implanted subcutaneously into the flanks of 6‐ to 8‐week‐old CrTac:NCr‐*Foxn1* ^*nu*^ mice as described before (Karpel‐Massler *et al*, 2017a). Tumors were measured with a caliper and sizes calculated according to the standard formula: (length * width^2^) * 0.5. Treatment was performed intraperitoneally three times a week for 3 weeks. For intraperitoneal application, ABT263 and LXR agonists were dissolved in 10% DMSO, 32% Cremophor EL (Sigma), 8% ethanol (Pharmco‐Aaper), and 50% PBS. Representative tumors were harvested, fixed in formalin, and thereafter embedded in paraffin. Thereafter, sections were cut that were stained for hematoxylin and eosin (H&E stain) by standard laboratory procedures.

### TCGA analysis

The TCGA analysis was performed by harnessing online computational tools, such as cBioPortal (Gao *et al*, 2013). The TCGA data for colonic adenocarcinoma and glioblastoma were taken into consideration and interrogated for high vs. low expression of ABCA1. Fold changes were derived, and statistical analysis was performed.

### Statistical analysis

Statistical significance was assessed by two‐tailed Student's *t*‐test or ANOVA (for multiple comparisons) using Prism version 5.04 (GraphPad, La Jolla, CA). A *P* ≤ 0.05 was considered statistically significant. *P < 0.05; **P < 0.01; ***/****P < 0.001. The CompuSyn software (ComboSyn, Inc., Paramus, NJ) was used for the drug combination analysis including the calculation of the combination index (CI). CI (combination index) value indicates [as to] whether the drug combination is [either] additive (CI value = 1.0), synergistic (CI value < 1.0), or antagonistic.

### Study approval

All procedures were in accordance with Animal Welfare Regulations and approved by the Institutional Animal Care and Use Committee at the Columbia University Medical Center.

## Author contribution

TTTN, CTI, PC, and MDS designed research; TTTN, CTI, ES, CS, CT, YZ, and EB conducted the experiments. TTTN, CTI, ES, and MDS analyzed the data. TTTN, CTI, ES, CS, M‐AW, GK‐M, PC, and MDS helped with writing, review, and/or revision of the article. MJS‐Q, GK, and CMQ provided administrative, technical, or material support (i.e., reporting or organizing data, constructing databases). MDS supervised the study.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Advanced‐stage solid cancers, such as colon carcinoma, melanoma, and glioblastoma, require efficient treatment approaches due to the short overall survival of patients with such tumors. Novel drug combination therapies may offer more efficient and selective targeting along with reduced toxicity than standard chemotherapies.

**Results**

Here, we show that inhibition of anti‐apoptotic Bcl‐2 family members together with activation of LXRs causes synthetic lethality in a variety of solid tumors, including colorectal carcinoma, melanoma, and glioblastoma. In xenografts, the treatment approach combining LXR623 and ABT263 reduces tumor growth more efficiently than single treatments. Using metabolomic approaches, we reveal a previously undescribed link between LXRβ receptor activation and regulation of the electron transport chain, leading to stasis of central carbon metabolism (tricarboxylic acid cycle), and culminating in energy loss and induction of an integrated stress response with activation of pro‐apoptotic (cell death facilitating) Bcl‐2‐family member, Noxa.

**Impact**

Given that all pharmaceutical agents used in the current study have been clinically validated, our proposed treatment approach may be useful for patients suffering from malignant solid tumors.

## For more information

American Brain Tumor Association (ABTA): https://www.abta.org/

cBioPortal: https://www.cbioportal.org/

## Supporting information

Appendix

Expanded View Figures PDF

Source Data for Appendix

Review Process File

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 6

## Data Availability

The microarray used in this study was deposited at GEO: GSE110151 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110151) and GSE110152 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110152).

# Supplementary material for: Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition
**Source:** EMBO Mol Med. 2019 Aug 29;11(10):e10769. doi: 10.15252/emmm.201910769

Table of Contents

Appendix Figure S1: Enhanced apoptosis induction by the combination treatment of BH3-mimetics and LXR623.

Appendix Figure S2: The LXR agonists sensitize for BH3-mimetic mediated cell death in a predominantly Bcl-xL dependent manner.

Appendix Figure S3: The LXR agonists GW3965 and LXR623 regulate the expression of anti- and pro-apoptotic Bcl-2 family members, favoring an increase in Noxa protein levels and in turn sensitizing for ABT263 mediated apoptosis in a Noxa dependent manner.

Appendix Figure S4: LXR agonists mediate loss of ATP and trigger an unfolded protein response.

Appendix Figure S5: LXR agonists elicit an integrated stress response associated with energy starvation.

Appendix Figure S6: LXR agonists reprogram glutamine and glucose metabolism as shown by carbon tracing analysis.

Appendix Figure S7: LXR agonists suppress oxidative phosphorylation through LXR β .

Appendix Figure S8: LXR agonist mediated suppression of oxidative phosphorylation is implicated in its induction of cell death.

Appendix Figure S9: Impact of LXR β on tumor cell respiration of tumor and normal cells.

Appendix Figure S10: Anti-cancer activity of ABT263 and LXR agonists in vivo.

Appendix Figure Legends

Appendix Figure S1. Enhanced apoptosis induction by the combination treatment of BH3-mimetics and LXR623.

A-D, CI (Combination Index) value indicates [as to] whether the drug combination is [either] additive (CI value = 1.0), synergistic (CI value < 1.0) or antagonistic. The dotted line represents additivity with respect to the combination treatment.

E, EC₅₀ values based on the dose responses of each drug in the indicated cell cultures.

F, U87 cells were treated with increasing concentration of LXR623 in the presence or absence of cholesterol for 72h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry.

G, U87 cells were treated with the indicated concentrations of ABT263, LXR623 or the combination of both in the presence or absence of cholesterol for 72h. Thereafter, cellular viability was analyzed and statistical analysis was performed. Shown are means and SD ($n = 3-4$). ** $p = 0.0039$. Statistical significance was determined by two-sided student's t.test.

Appendix Figure S2. The LXR agonists sensitize for BH3-mimetic mediated cell death in a predominantly Bcl-xL dependent manner.

Representative flow plots of melanoma cells, A375 and WC62, treated with ABT263, LXR623 or the combination with subsequent staining for Annexin V/propidium iodide, followed by multi-parametric flow cytometric analysis.

Appendix Figure S3. The LXR agonists GW3965 and LXR623 regulate the expression of anti- and pro-apoptotic Bcl-2 family members, favoring an increase in Noxa protein levels and in turn sensitizing for ABT263 mediated apoptosis in a Noxa dependent manner.

A, T98G, LN229 and MDA-MB-231 breast carcinoma cells were treated with increasing concentrations of GW3965 for the indicated time. Thereafter, whole cell protein lysates were collected and analyzed for the expression of pro- and anti-apoptotic Bcl-2 family members.

B, MeWo melanoma cells were treated with increasing concentrations of LXR623 for the indicated time. Thereafter, whole cell protein lysates were collected and analyzed for the expression of pro- and anti-apoptotic Bcl-2 family members.

C, LN229 cells were transfected and treated as indicated in Figure 3C. Shown are means and SD ($n = 3$). **** $p < 0.001$. Statistical significance was determined by two-sided student's t.test.

Appendix Figure S4. LXR agonists mediate loss of ATP and trigger an unfolded protein response.

A, HCT116 cells were treated with 20 μ M LXR623 for 24h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.

B, U87 cells were treated with increasing concentration of LXR623 for 7h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry.

C, D, HCT116 colonic carcinoma cells were treated with increasing concentrations of GW3965 or LXR623 and analyzed for the levels of ATP after 7h. Shown are means and SD ($n = 4$). **** $p < 0.001$. Statistical significance was determined by two-sided student's t.test (C) and one-way ANOVA (D).

E, HCT116 colonic carcinoma cells were treated with increasing concentrations of GW3965 or LXR623 for 7h with subsequent staining for Annexin V/propidium iodide, followed by multi-parametric flow cytometric analysis.

Appendix Figure S5. LXR agonists elicit an integrated stress response associated with energy starvation.

A, B, HCT116 or U87 cells were treated with ABT263, Oligomycin (complex V inhibitor) or the combination and subjected for annexin V/propidium iodide staining, followed by multi-parametric flow cytometry. Shown are means and SD ($n = 3$). *** $p = 0.0002$, **** $p < 0.0001$. Statistical significance was determined by one-way ANOVA.

C, HCT116 cells were treated with 20 μ M LXR623 for 24h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.

D, HCT116 cells were treated with increasing concentration of GW3965. Protein lysates were analyzed for GRP78, ATF4 and ATF3 by capillary electrophoresis. Vinculin was used as a loading control.

E, U87 cells were treated with DMSO or 20 μ M LXR623. RNA was harvested, transcribed to cDNA and cDNA was analyzed for the indicated ER-stress related markers.

F, G, HCT116 cells were treated with GW3965 or LXR623 for 24h. RNA was harvested, transcribed to cDNA and cDNA was analyzed for the indicated ER-stress related markers.

H, U87 or HCT116 cells were treated with oligomycin and whole cell protein lysates were analyzed for the expression of phosphorylated AMPK (threonine 172) and total AMPK, using capillary electrophoresis.

I, HCT116 or U87 cells were treated with oligomycin and whole cell protein lysates were analyzed for GRP78, ATF4, ATF3 and Noxa by capillary electrophoresis.

J, K, HCT116 and LN229 cells were transfected with non-targeting ATF3 or ATF4 siRNAs. After transfection, cells were subjected to treatment with 20 μ M LXR623. Whole cell protein lysates were collected and analyzed by standard western blotting for the expression of ATF3, ATF4, Noxa and Actin.

Appendix Figure S6. LXR agonists reprogram glutamine and glucose metabolism as shown by carbon tracing analysis.

A-E, U87 cells were incubated in DMEM (devoid of phenol red, glucose, pyruvate and glutamine) supplemented with 25 mM U-¹³C-glucose, 4 mM glutamine and 1.5% dialyzed FBS in the presence or absence of 20 μ M LXR623 for 24h. Cells were then harvested for LC/MS analysis. The fractions of each different isotopologues of each metabolite were calculated (percentage of the entire pool).

F, The carbon tracing map is included to ease interpretation of the findings. U-¹³C-derived glutamine carbons (red) can either be directed into oxidative glutamine metabolism (carbons shown in black) or into reductive carboxylation (highlighted in blue). The fractions of each different isotopologues of each metabolite were calculated (percentage of the entire pool).

G-O, U87 cells were incubated in DMEM (devoid of phenol red, glucose, pyruvate and glutamine) supplemented with 4 mM U-¹³C-Glutamine, 25 mM glucose and 1.5% dialyzed FBS in the presence or absence of 20 μ M LXR623 for 24h. Cells were then harvested for LC/MS analysis.

P, U87 cells were treated with 20 μ M LXR623 in the presence or absence of glutamine for 48h (media conditions: 25 mM glucose, 4 mM glutamine, 1.5% dialyzed FBS; glutamine deprived media conditions: 25 mM glucose, 1.5% dialyzed FBS). Glut: glutamine. A viability assay

(CyQUANT assay) was performed. Shown are means and SD ($n = 4$). $*p = 0.0377$. Statistical significance was determined by two-sided student's t.test.

Q, LC-MS analysis from U87 GBM cells treated with 20 μ M LXR623 for 24h. Shown are the fold changes (log2) of amino acids (LXR623 vs DMSO).

Appendix Figure S7. LXR agonists suppress oxidative phosphorylation through LXR β .

A-C, NCH644 GBM stem like cells were treated with increasing concentration of LXR623 for 7h and analyzed for oxygen consumption rate (OCR) on the seahorse analyzer. Oligomycin (OM), FCCP and rotenone/antimycin (R/A) were added in a time sequential manner. From this assay, mitochondrial OCR and coupled respiration were calculated. Shown are means and SD ($n = 4$). $***p = 0.0002$ (DMSO vs LXR623 10 μ M; DMSO vs LXR623 40 μ M); $***p = 0.0003$ (DMSO vs LXR623 20 μ M); $****p < 0.0001$. Statistical significance was determined by one-way ANOVA.

D-I, U87 cells were treated with 20 μ M LXR623 for 7h or 24h and analyzed for oxygen consumption rate (OCR) on the seahorse analyzer. From this assay, mitochondrial OCR and coupled respiration were calculated. Shown are means and SD ($n = 3$). Statistical significance was determined by two-sided student's t.test.

J-L, LN229 cells were treated with 5 μ M LXR623 for 24h and analyzed for the oxygen consumption rate (OCR) on the seahorse analyzer. From this assay, mitochondrial OCR and coupled respiration were calculated. Shown are means and SD ($n = 5$). Statistical significance was determined by two-sided student's t.test.

M-O, HCT116 cells were with LXR623 or GW3965. Thereafter, cells were subjected to extracellular flux analysis (mitochondrial stress assay). Shown are means and SD ($n = 4-8$). $***p = 0.0002$, $****p < 0.0001$. Statistical significance was determined by one-way ANOVA.

Appendix Figure S8. LXR agonist mediated suppression of oxidative phosphorylation is implicated in its induction of cell death.

A, U87 cells were treated with increasing concentration of LXR623 with low (0.5 mM Glucose) and high glucose (25 mM Glucose) level for 72h. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry.

B, Cellular viability was analyzed in samples treated with increasing concentration of LXR623 with low and high glucose level. Shown are means and SD ($n = 3$). * $p = 0.0115$, *** $p = 0.0009$. Statistical significance was determined by two-sided student's t.test.

C, U87 cells were cultured in the media containing 25 mM Galactose for 7 days and treated with 20 μ M LXR623. Thereafter, cellular viability was analyzed and statistical analysis was performed. Shown are means and SD ($n = 4$). *** $p = 0.0005$. Statistical significance was determined by two-sided student's t.test.

D, U87 were treated increasing concentrations of LXR623 in the presence or absence of exogenous ATP. Thereafter, cellular viability was analyzed and statistical analysis was performed.

E, U87 were treated increasing concentrations of LXR623 in the presence or absence of 10 mM Pyruvate. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry. Cellular viability was analyzed and statistical analysis was performed. Pyr: Pyruvate.

F, U87 were treated increasing concentrations of LXR623 in the presence or absence of 20 μ M Aspartate. Thereafter, cells were stained with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry. Cellular viability was analyzed and statistical analysis was performed. Asp: Aspartate.

G, H, HCT116 cells were treated with increasing concentration of LXR623 or GW3965. Thereafter, whole cell protein lysates were collected and analyzed the protein levels of the respiratory complexes (OXPHOS).

I, NCH644 GBM stem like cells were treated with 20 μ M LXR623 or 24h. Thereafter, whole cell protein lysates were collected and analyzed for the protein levels of the respiratory complexes.

Appendix Figure S9. Impact of LXR β on tumor cell respiration of tumor and normal cells.

A, B, HCT116 cells were transduced with an empty vector or a NR1H2 (encodes for LXR β) overexpressing construct (LXR β). The construct contained an HA-tag. Capillary electrophoresis was performed to confirm proper expression. Oxygen consumption rate (OCR) was assessed by the seahorse analyzer. Oligomycin, FCCP and rotenone/antimycin were added in a time sequential manner.

C, D, HCT116 cells were transduced with shRNA targeting NR1H2 (LXR β) or a non-targeting lentiviral construct. Silencing was confirmed by capillary electrophoresis. Oxygen consumption rate (OCR) was assessed by the seahorse analyzer.

E-G, HCT116 cells were transfected with non-targeting or LXR β specific siRNA and treated with 2.5 μ M LXR623. Silencing was confirmed by capillary electrophoresis. Oxygen consumption rate (OCR) was assessed by the seahorse analyzer. Basal and coupled respiration were calculated. Shown are means and SD ($n = 3$). * $p = 0.0376$, *** $p = 0.0003$. Statistical significance was determined by two-sided student's t.test.

H, I, Human astrocytes were treated with LXR623 or GW3965 for 24h. Oxygen consumption rate (OCR) was assessed by the seahorse analyzer.

J, K, U87 and HCT116 cells were treated with LXR623 or GW3965 for 24h. Cells were starved, the glycolysis stress assay (subsequent injection of glucose, oligomycin followed by 2-DG) was

performed and extracellular acidification rate (ECAR) readings were obtained. Glycolysis was calculated.

Appendix Figure S10. Anti-cancer activity of ABT263 and LXR agonists in vivo.

A-C, Gross images of the in vivo xenograft experiments described in main Figure 7 and method section.

Appendix Figure S1

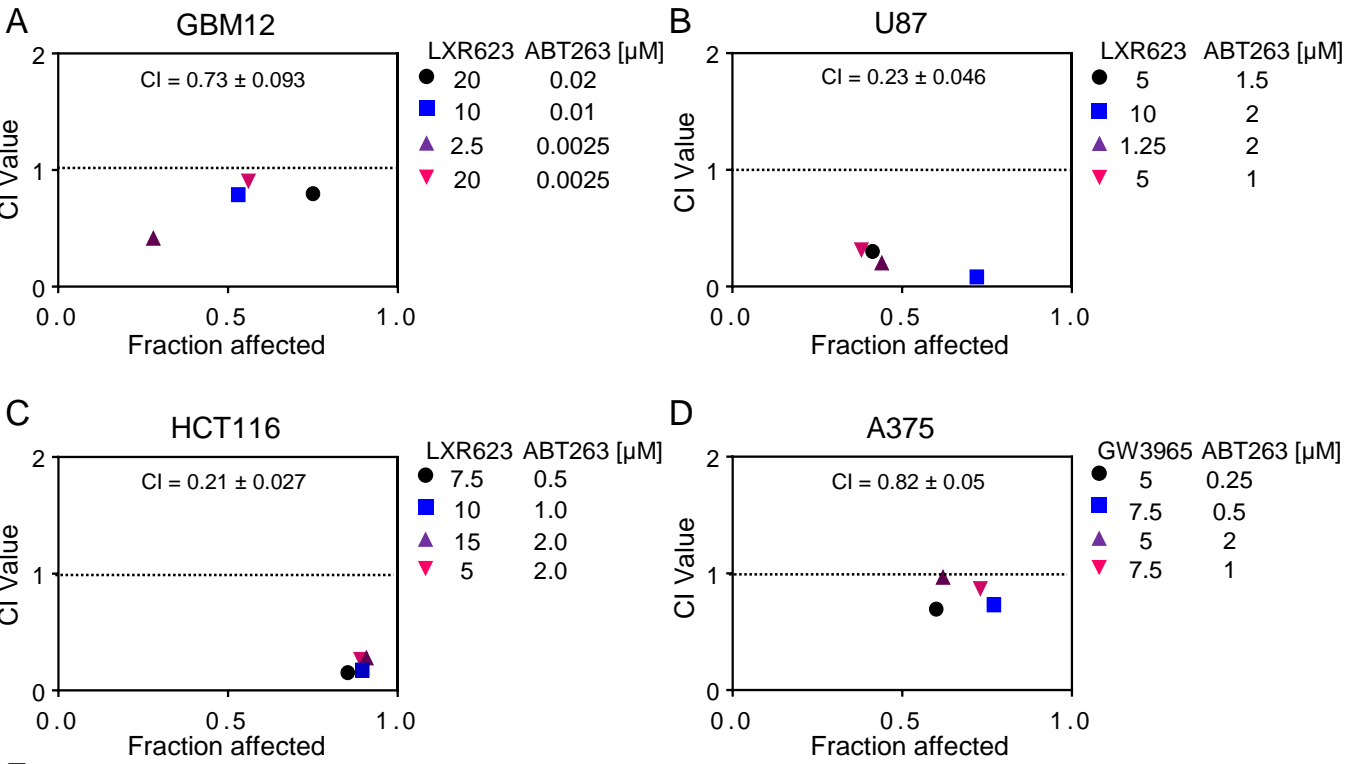

E

EC50		
Cell line	LXR623 (μ M)	ABT263 (μ M)
GBM12	20.23	0.027
U87	60.85	14.75
HCT116	13.53	1.39

EC50		
Cell line	GW3965 (μ M)	ABT263 (μ M)
A375	6.40	4.27

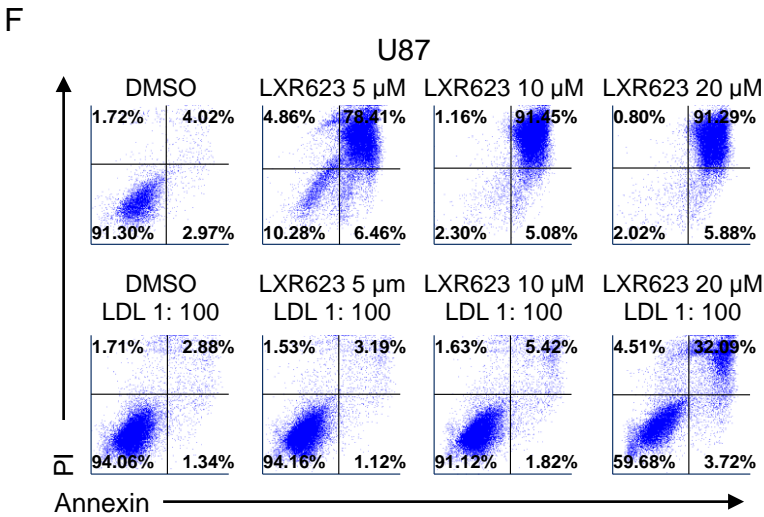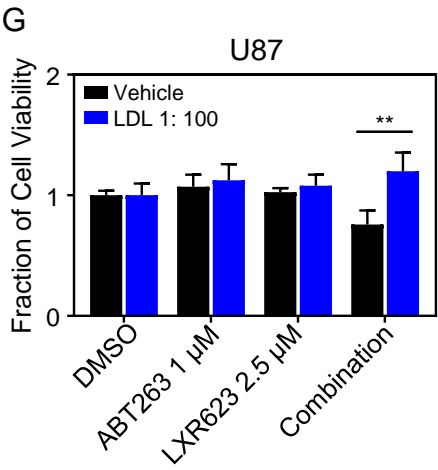

Appendix Figure S2

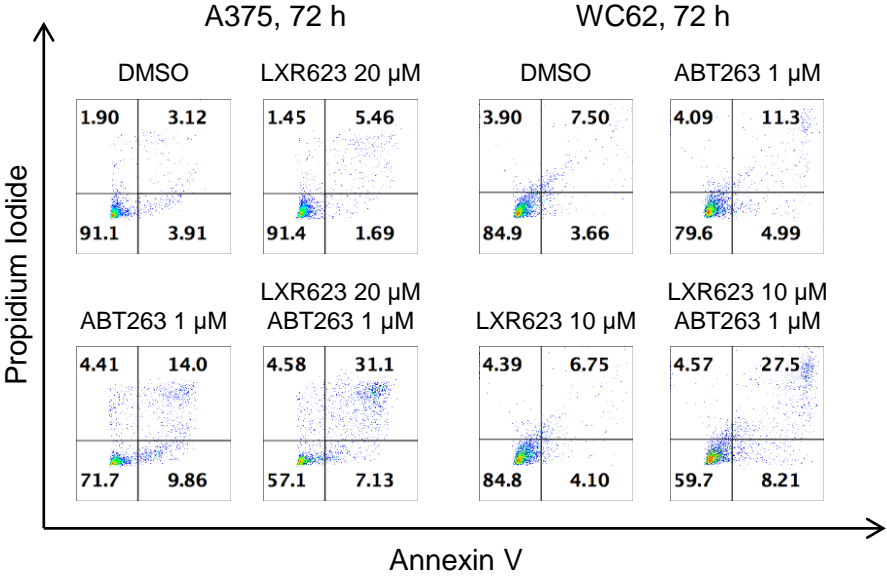

A

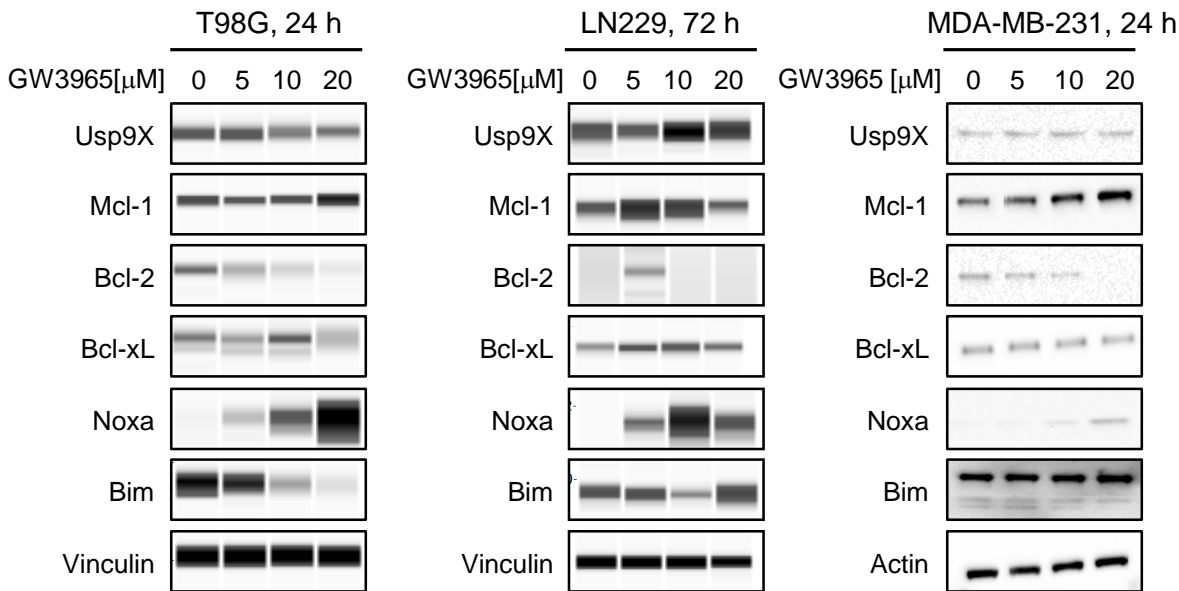

B

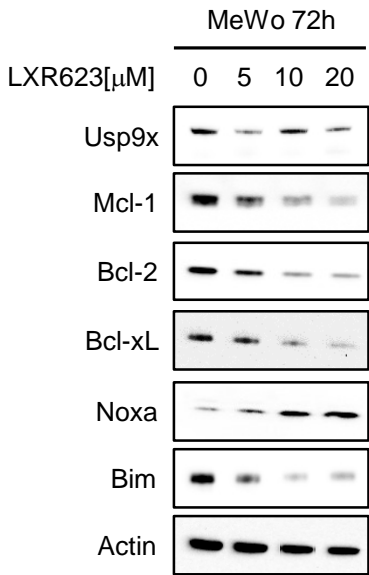

C

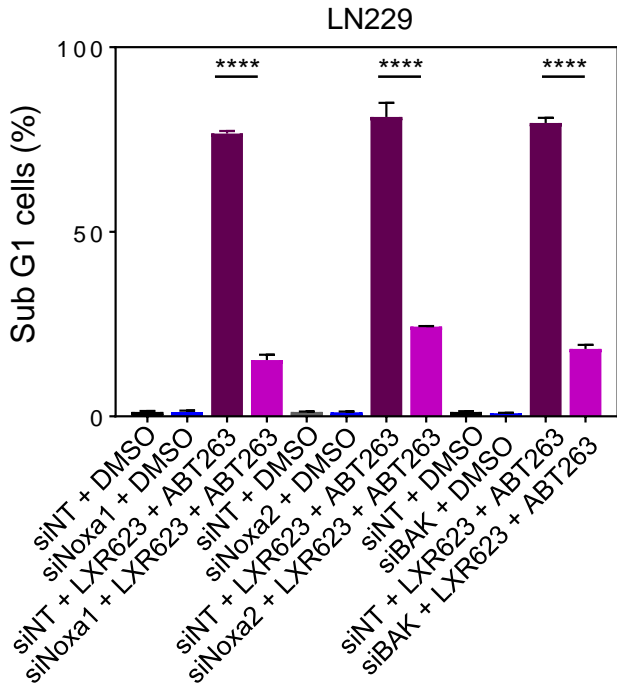

Appendix Figure S4

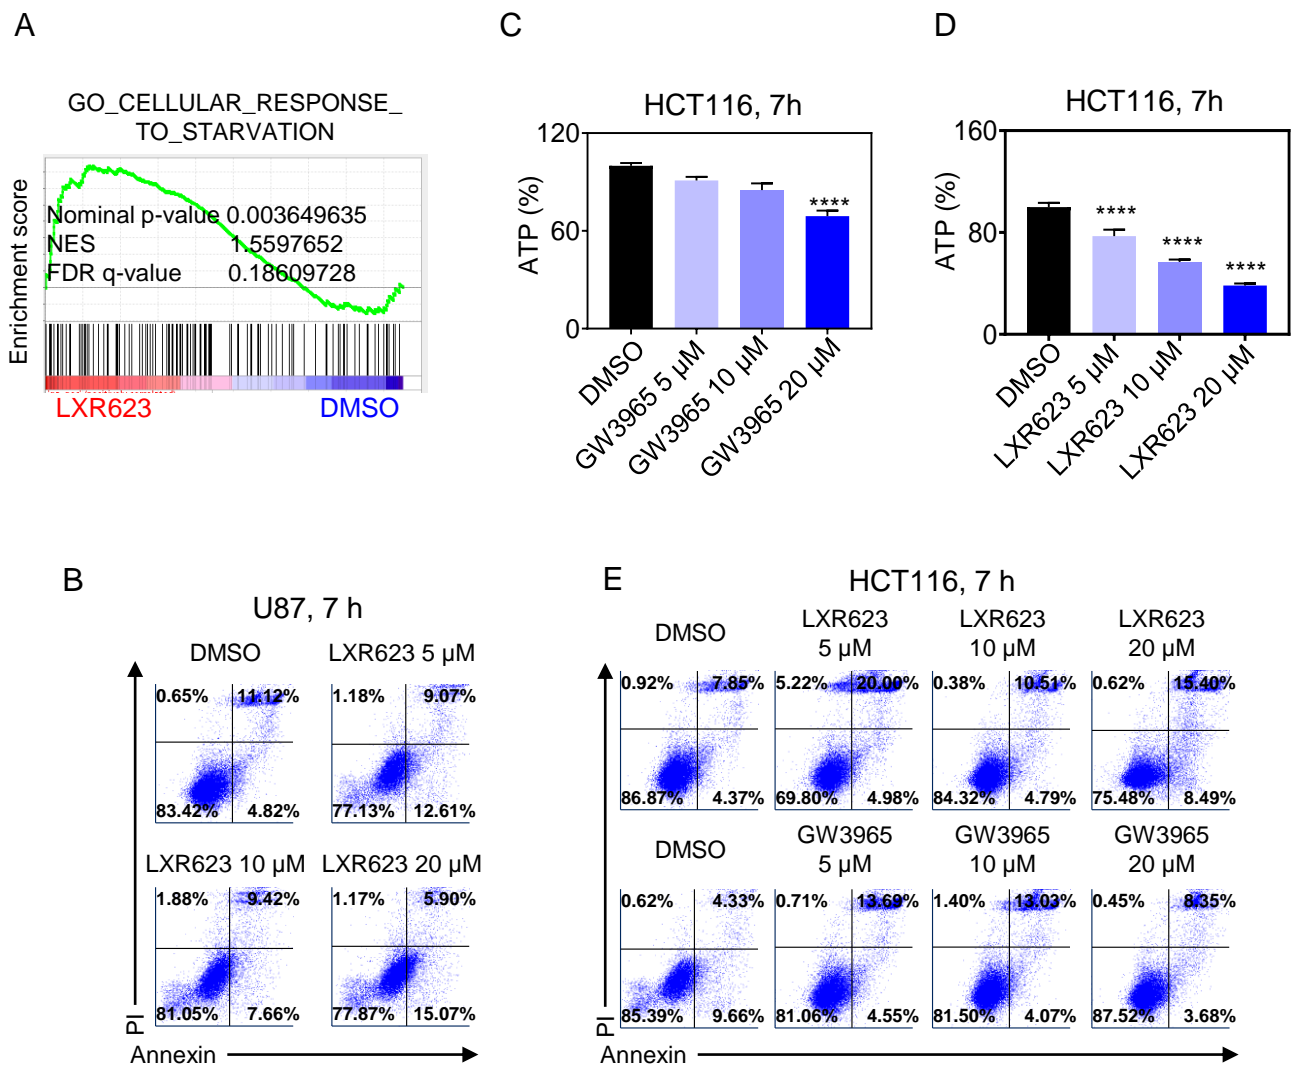

Appendix Figure S5

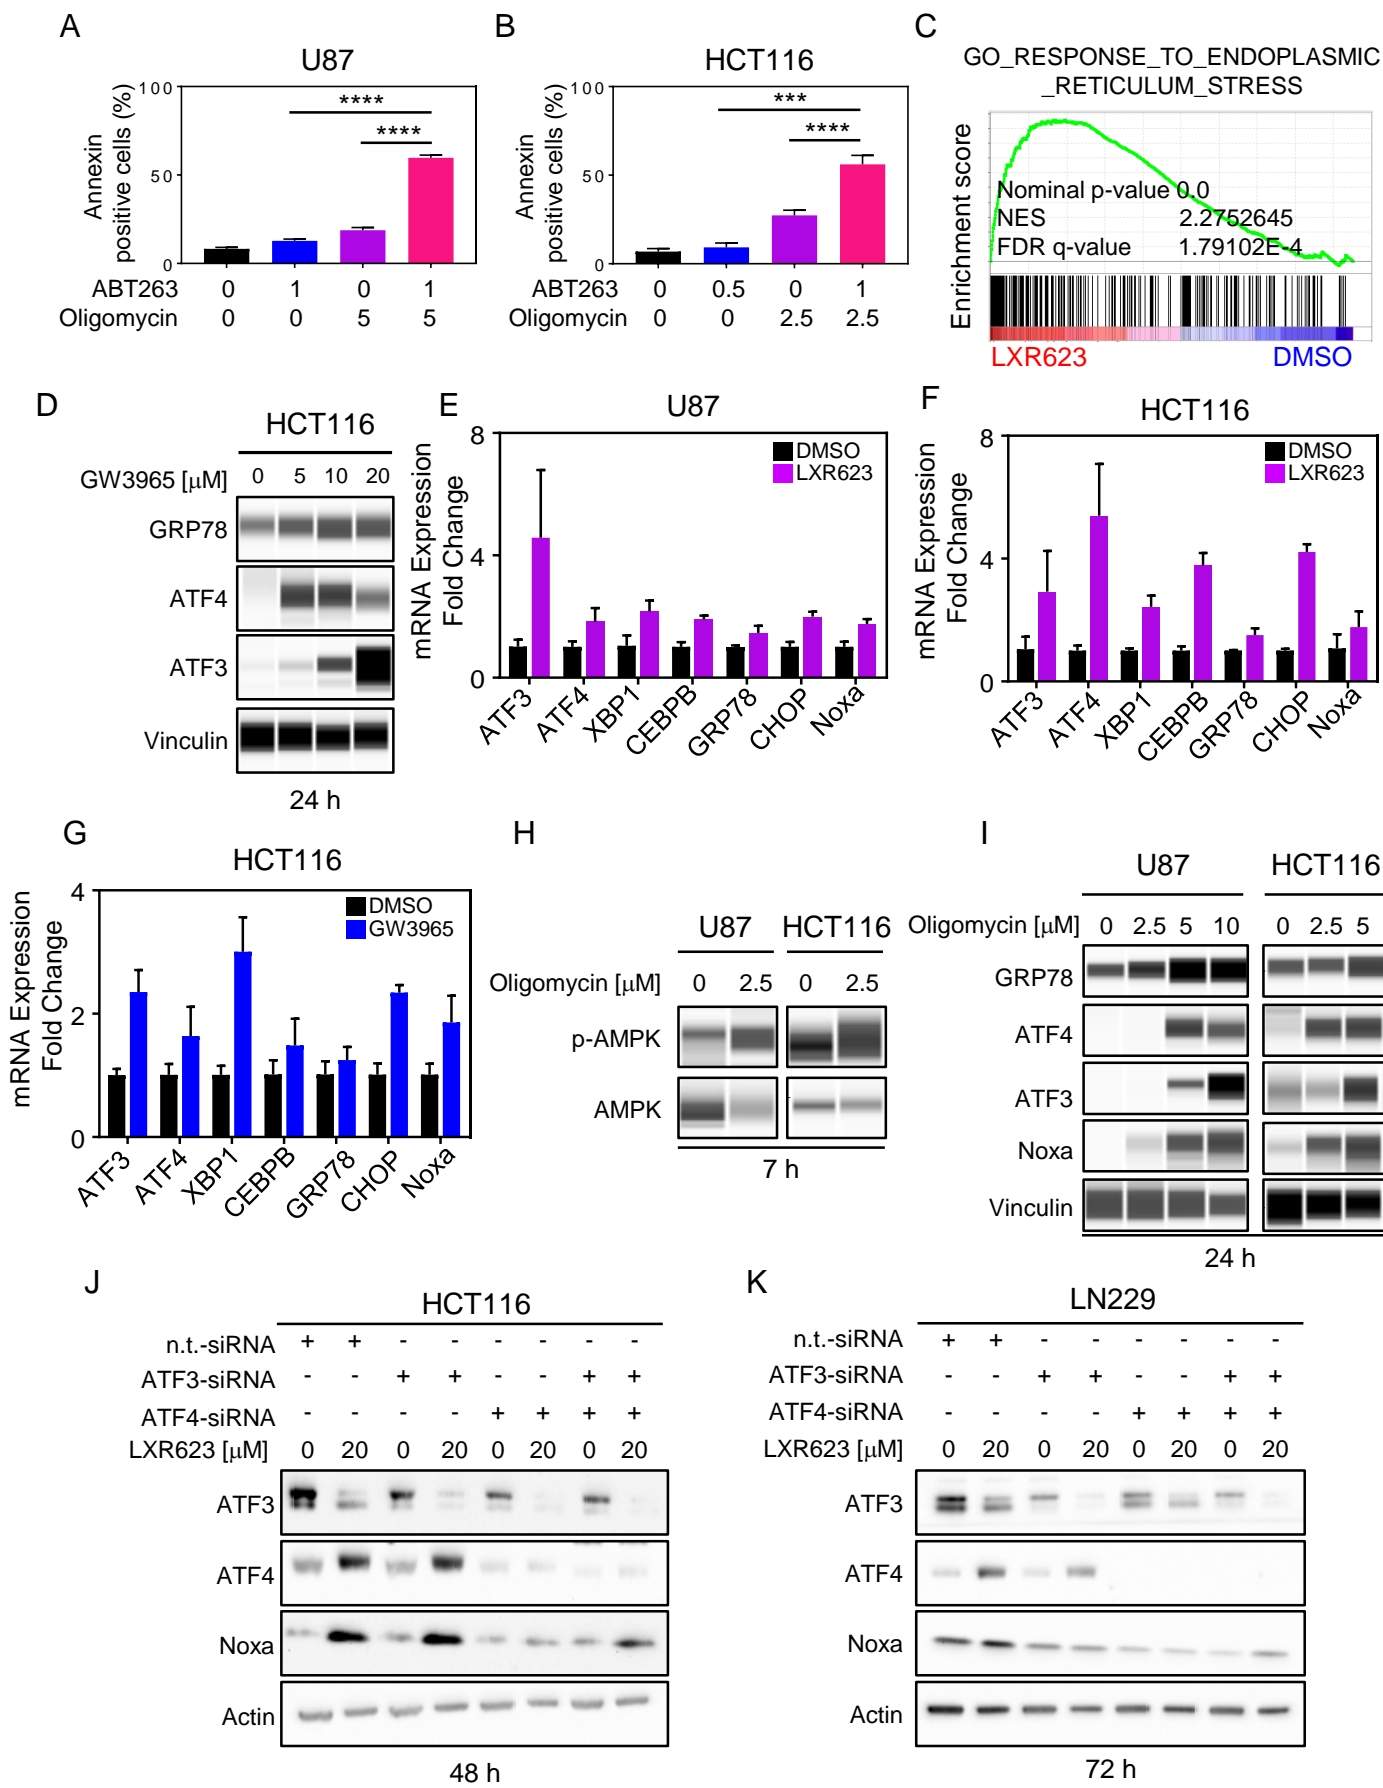

Appendix Figure S6

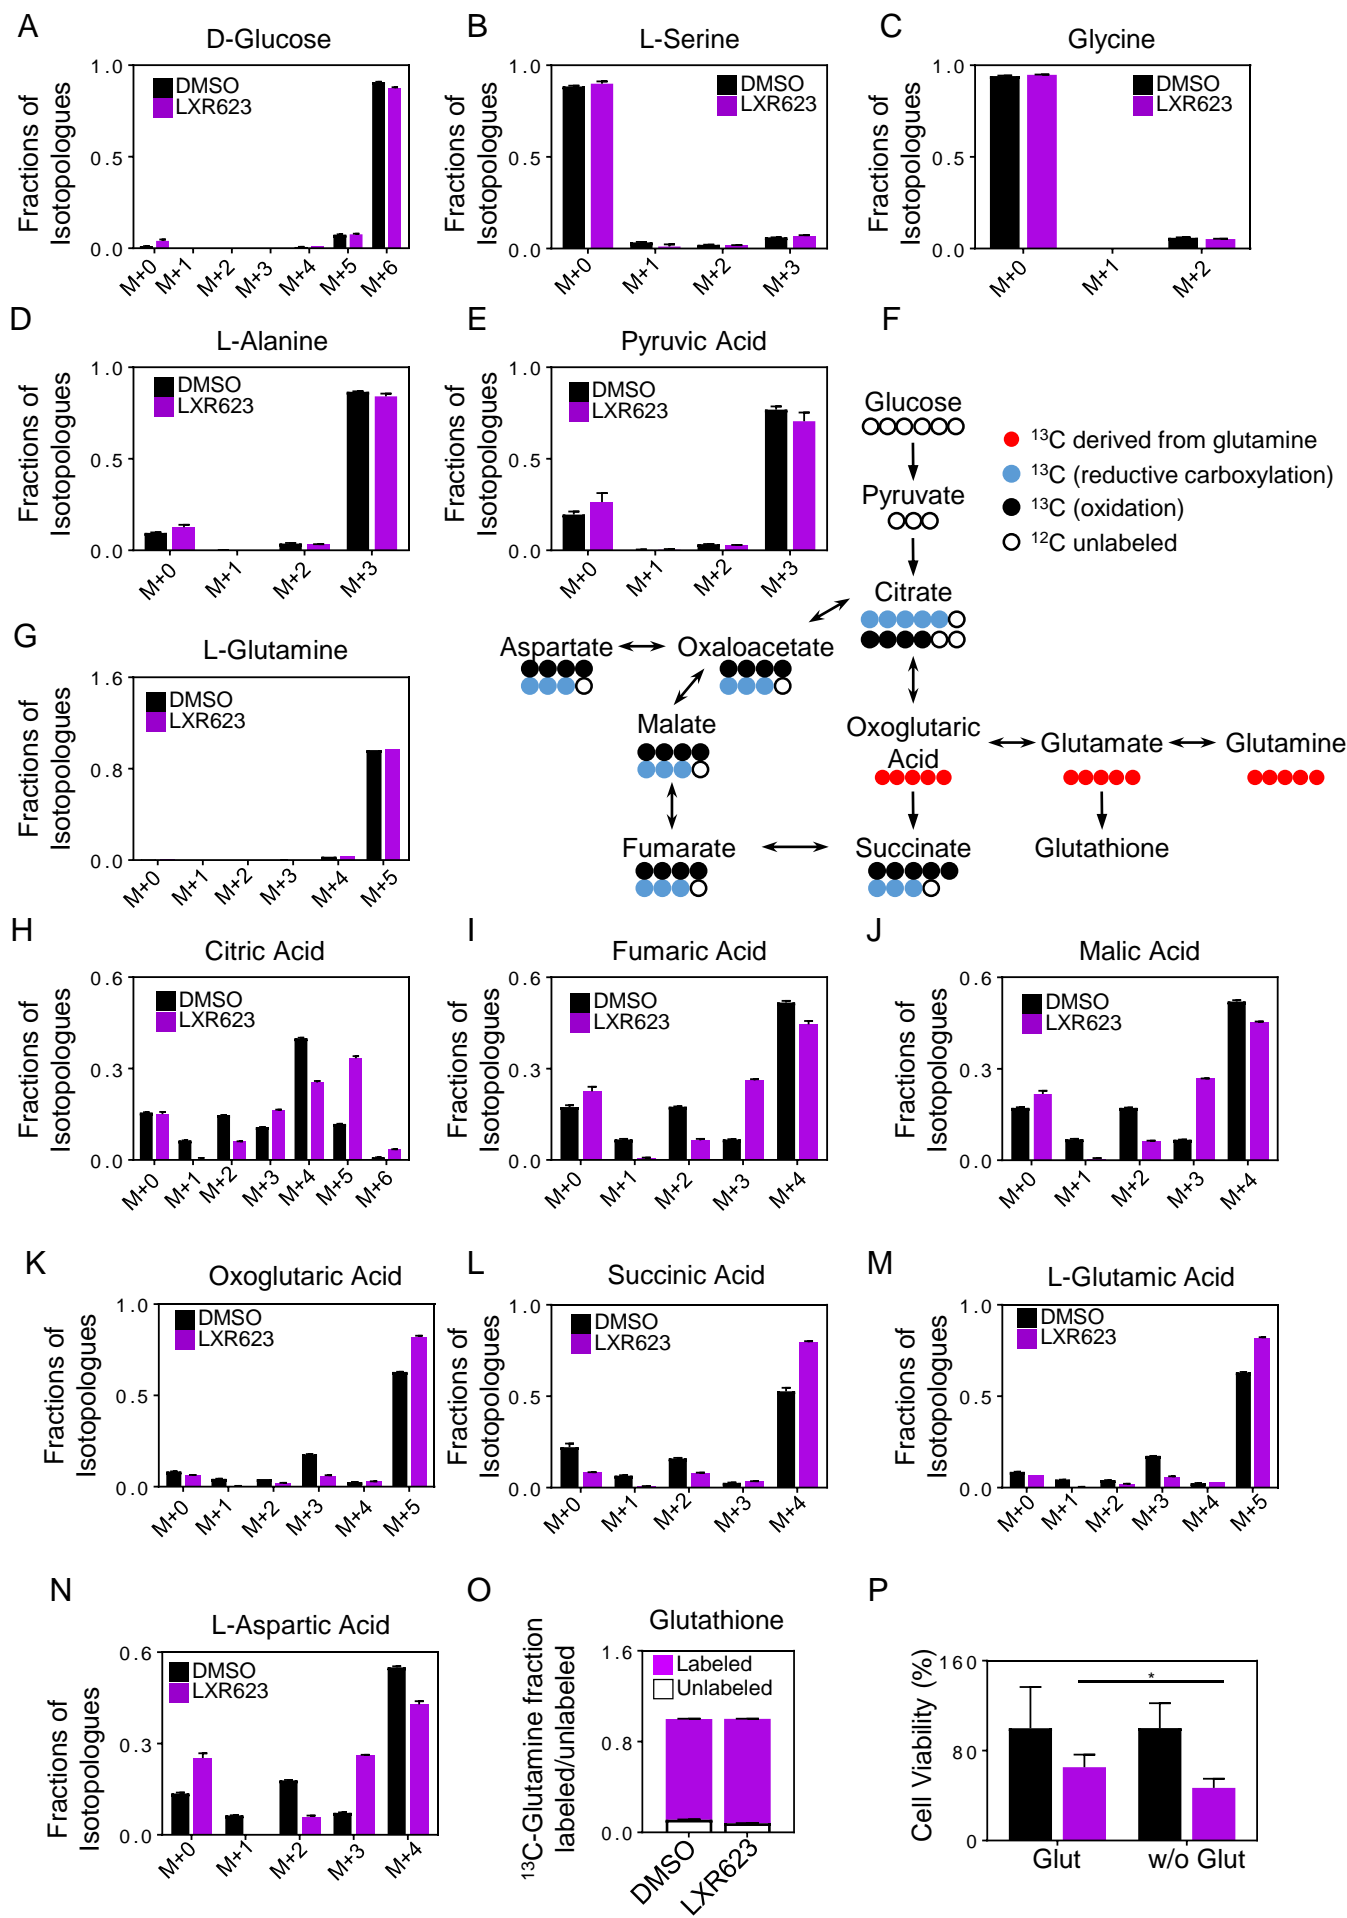

Q

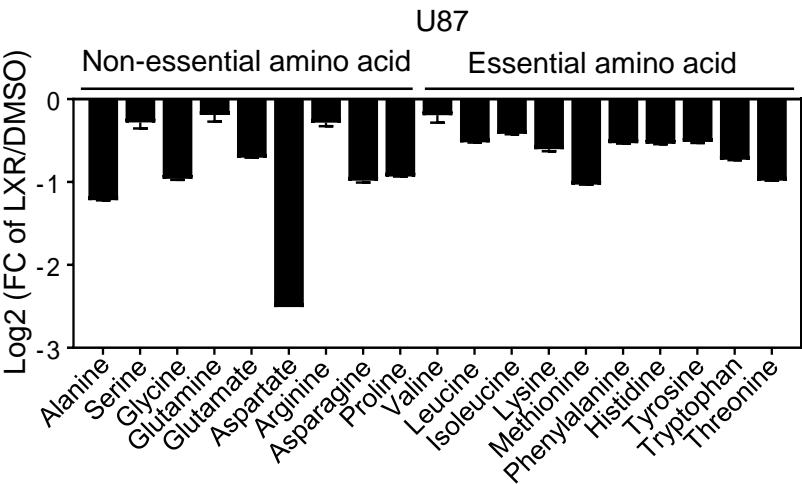

Appendix Figure S7

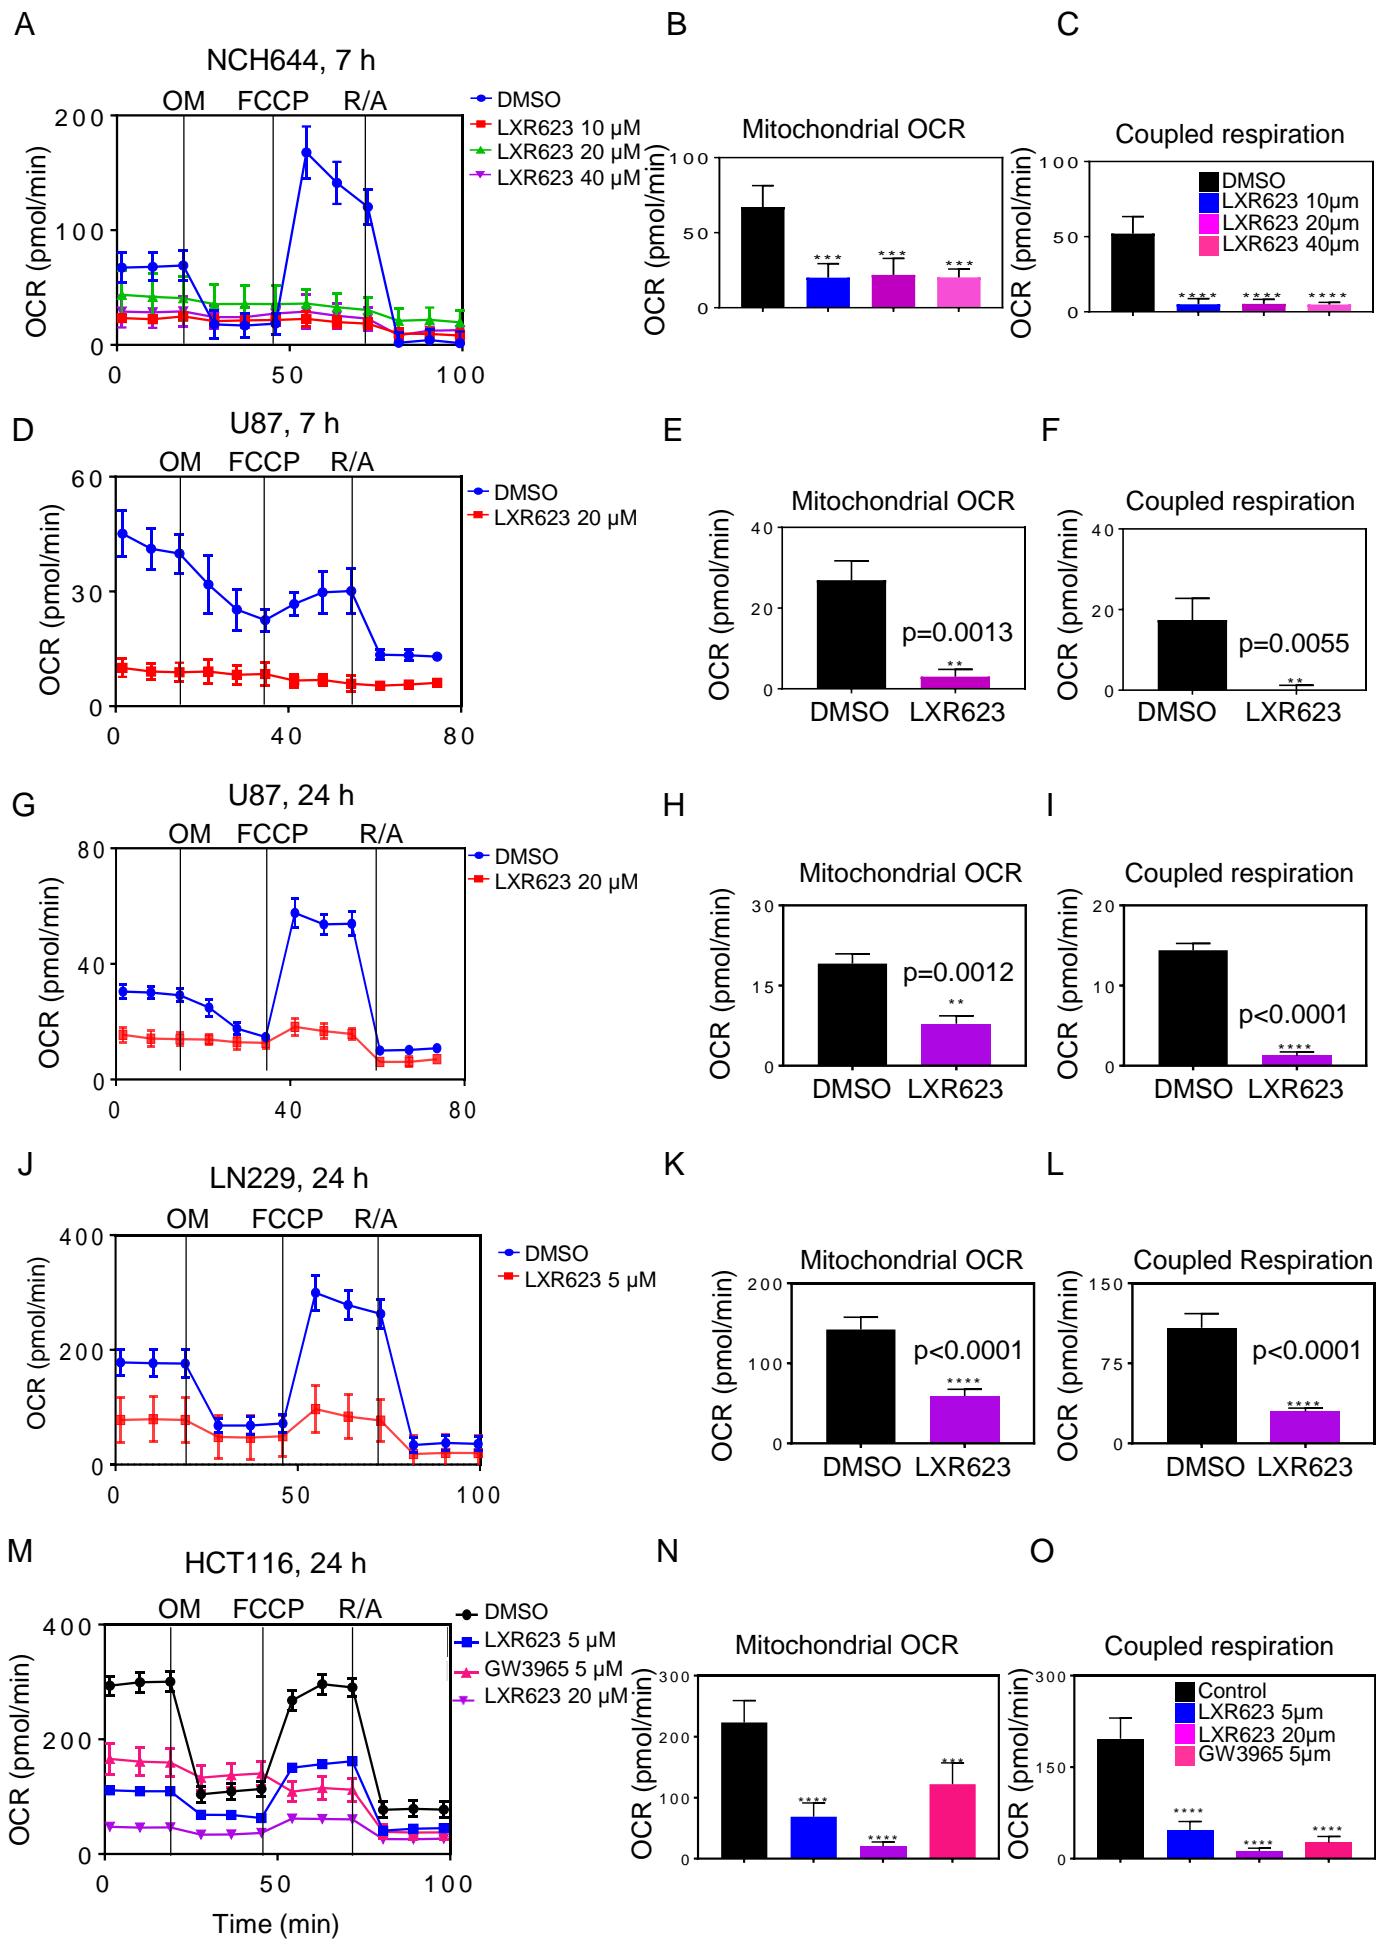

Appendix Figure S8

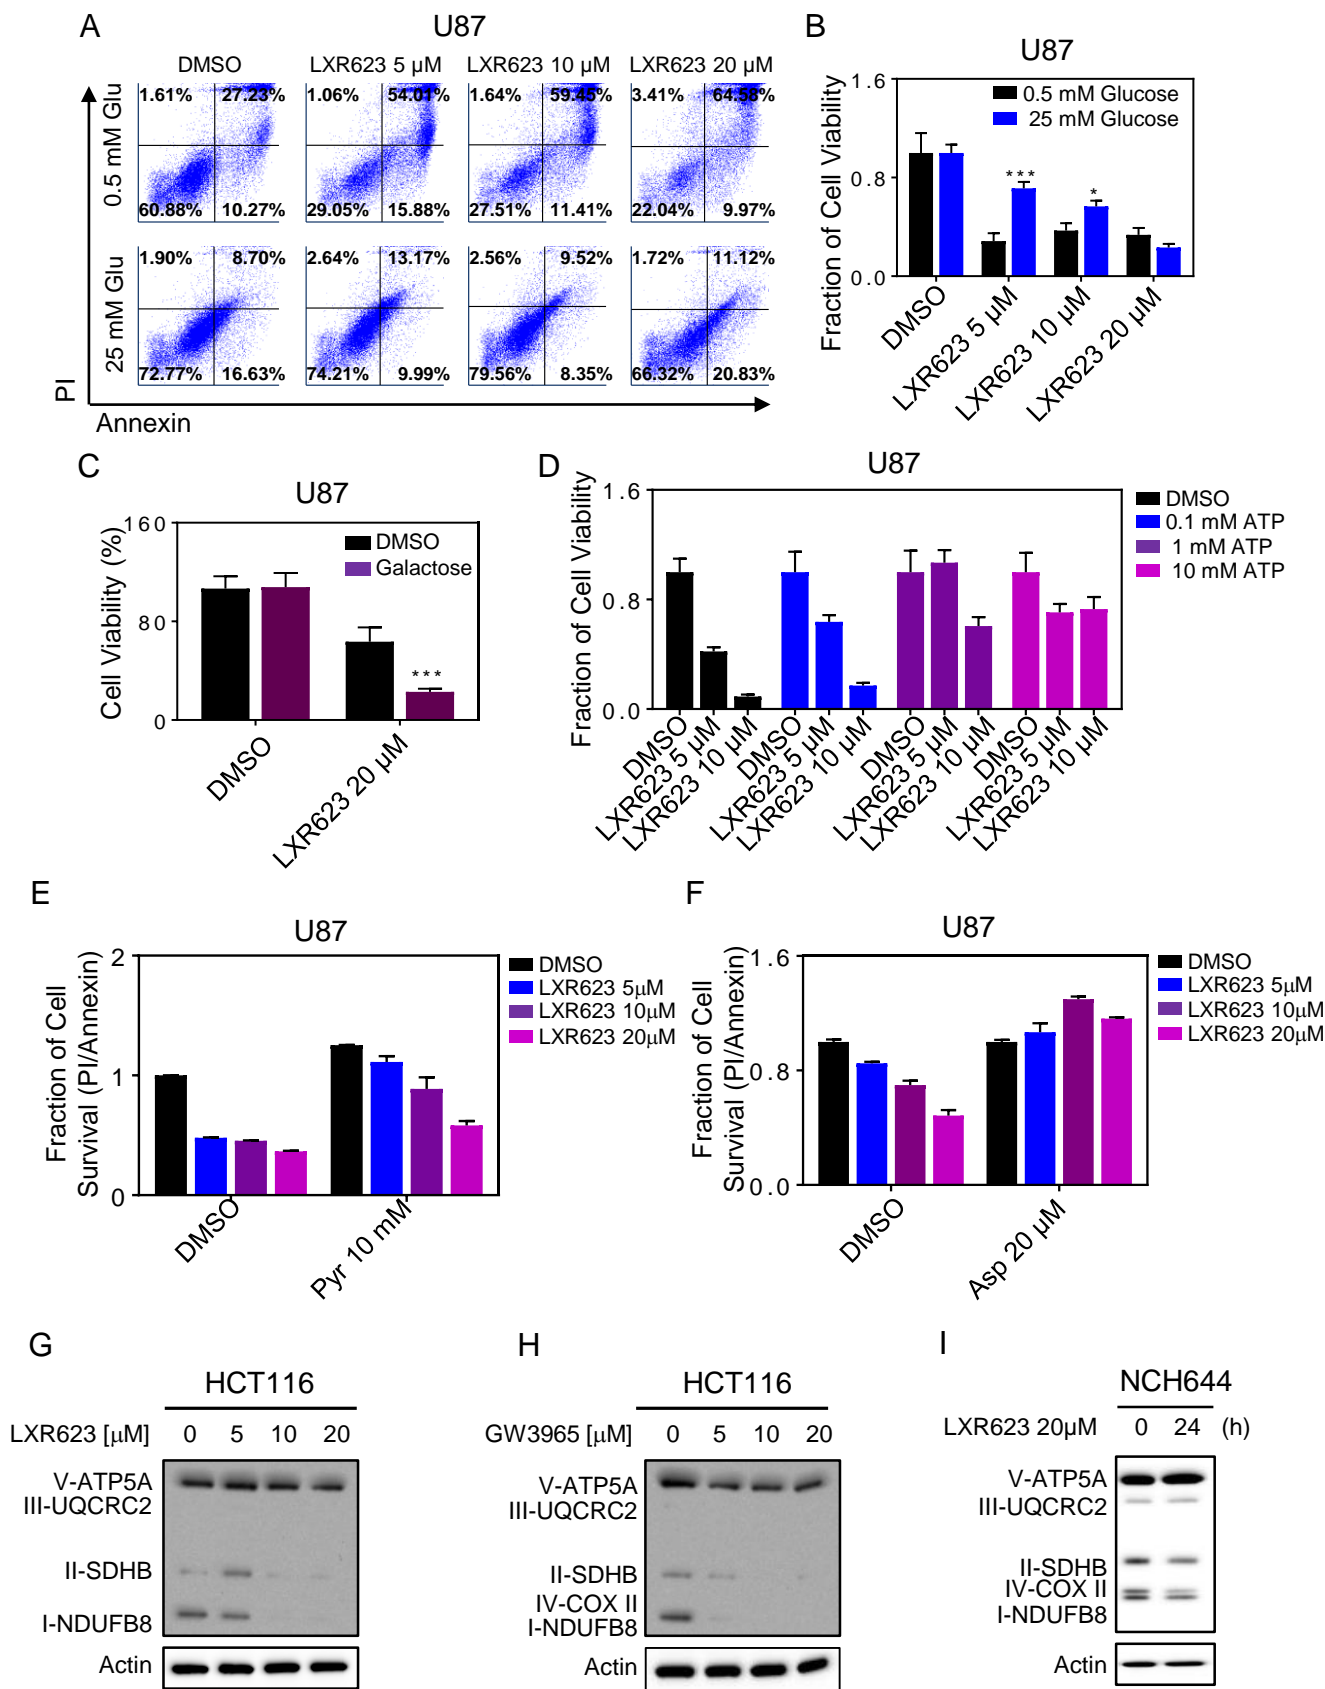

Appendix Figure S9

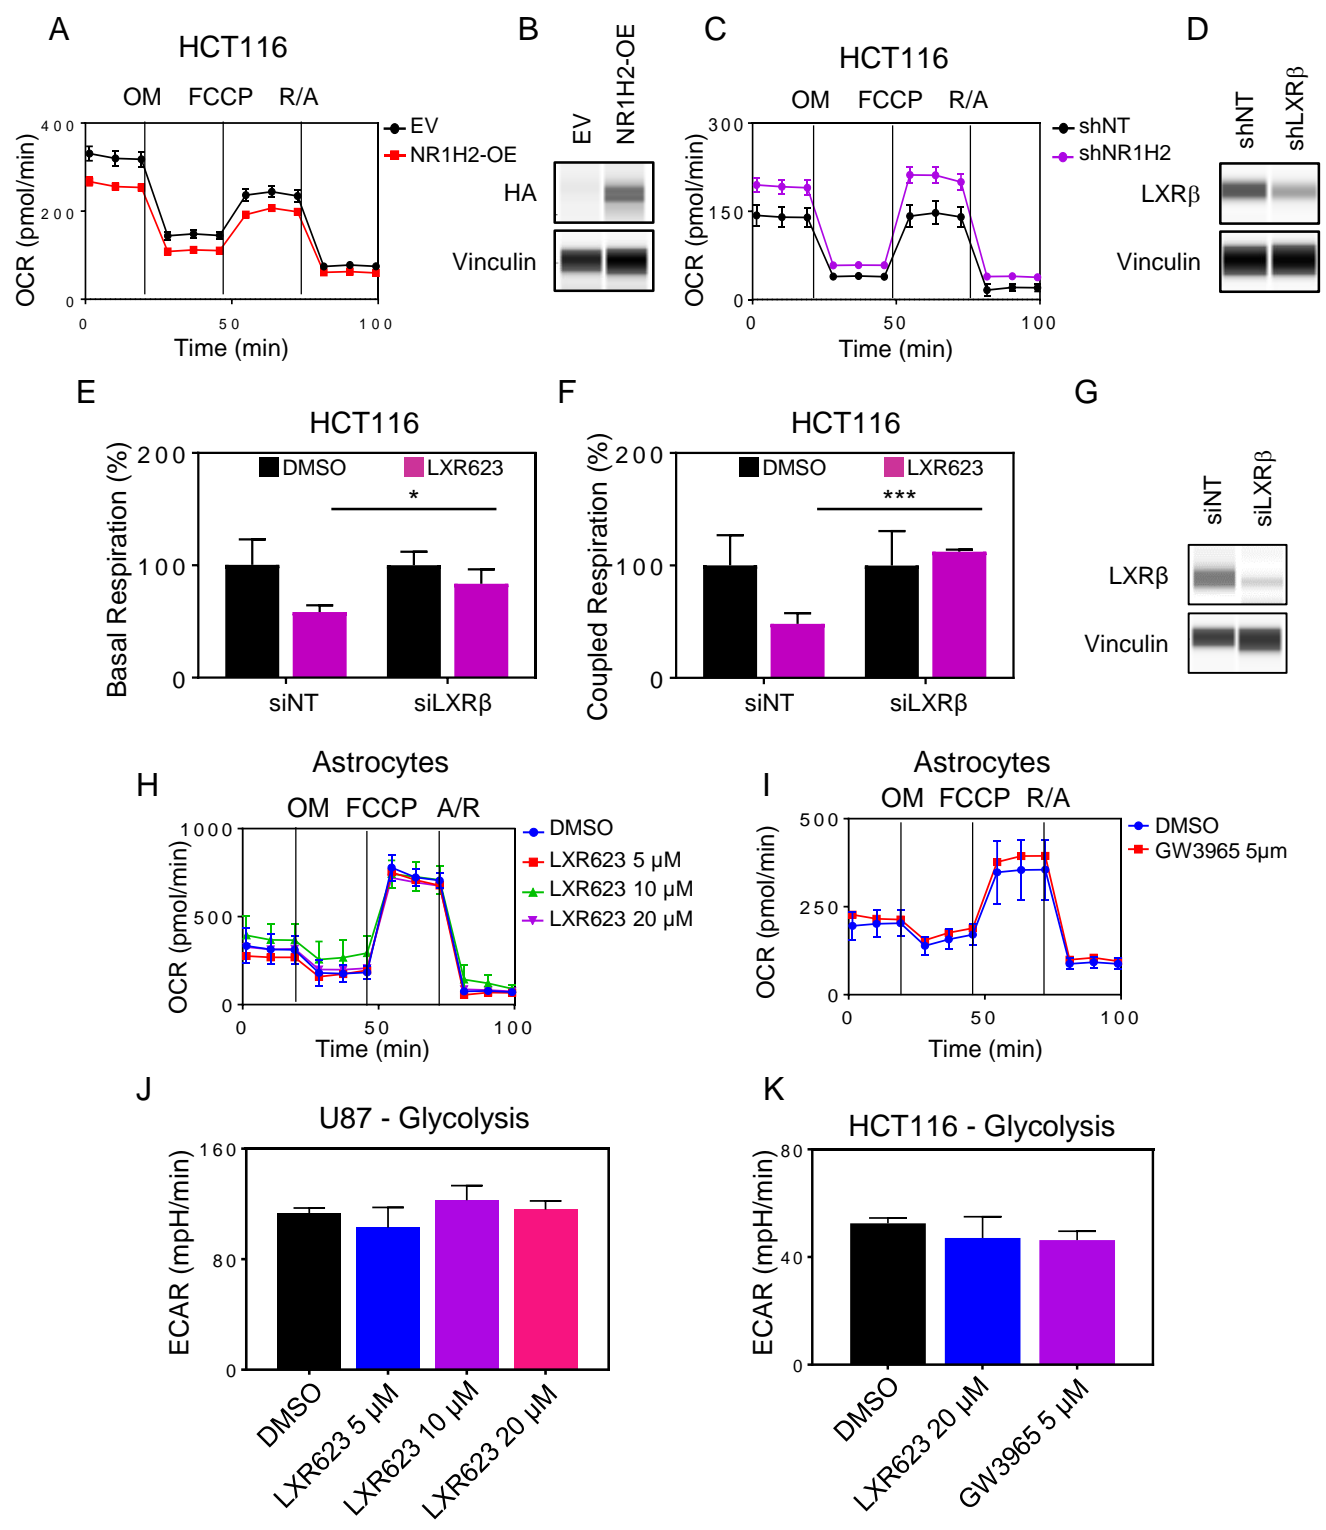

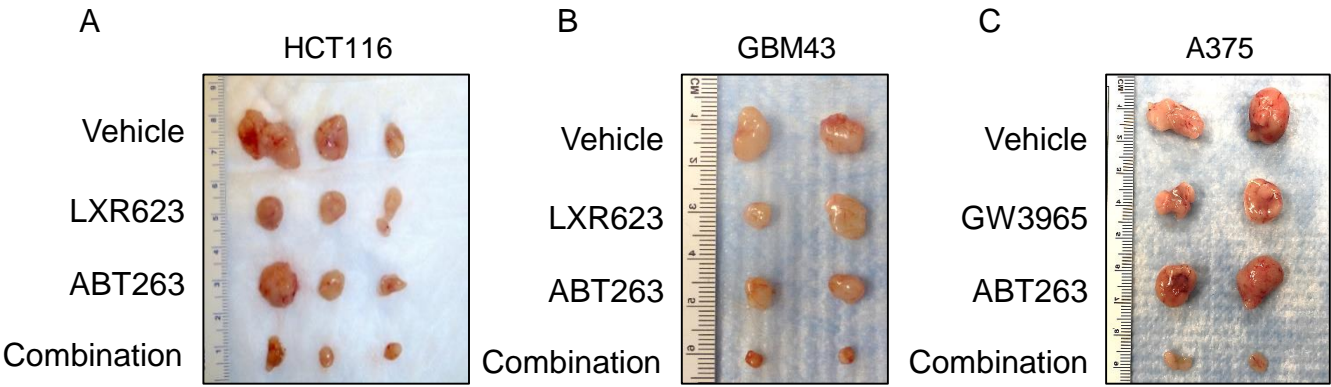

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition
**Source:** EMBO Mol Med. 2019 Aug 29;11(10):e10769. doi: 10.15252/emmm.201910769
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. A genetic cholesterol efflux signature correlates with low levels of genes related to mitochondrial metabolism in patients.

- A, B HCT116 cells were treated with 20 μ M LXR623 for 24 h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.
- C U87 cells were treated with increasing concentrations of LXR623 for 24 h. Thereafter, whole-cell protein lysates were collected and analyzed by capillary electrophoresis for the expression of the ABCA1 transporter. Vinculin was used as a loading control.
- D–F HCT116 cells were treated with 20 μ M LXR623 for 24 h. Transcriptome and gene set enrichment analysis was performed. Shown are enrichment plots. NES: normalized enrichment score.
- G Representative genes from the GSEA derived in (D) (mitochondrial transcription) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75th percentile; lower: 25th percentile; error bars: 10th and 90th percentile; number of replicates: $n = 382$; statistical analysis was determined by two-sided t -test.
- H Representative genes from the GSEA derived in (E) (mitochondrial translation) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75th percentile; lower: 25th percentile; error bars: 10th and 90th percentile; number of replicates: $n = 382$; statistical analysis was determined by two-sided t -test.
- I Representative genes from the GSEA derived in (F) (mitochondrial protein complex) were interrogated in patients harboring high levels of ABCA1 (> EXP1.5) vs. low levels from the TCGA database (colonic adenocarcinoma). Middle lines in boxplot: median; box ranges: upper: 75th percentile; lower: 25th percentile; error bars: 10th and 90th percentile; number of replicates: $n = 382$; statistical analysis was determined by two-sided t -test.
- J, K Correlation of ABCA1 levels vs. genes involved in electron transport chain (COX5B, UQCRC2) and mitochondrial translation in patients with colonic adenocarcinoma (TCGA) or glioblastoma (GBM)(TCGA). Two sided t -test was used for the statistical analysis.

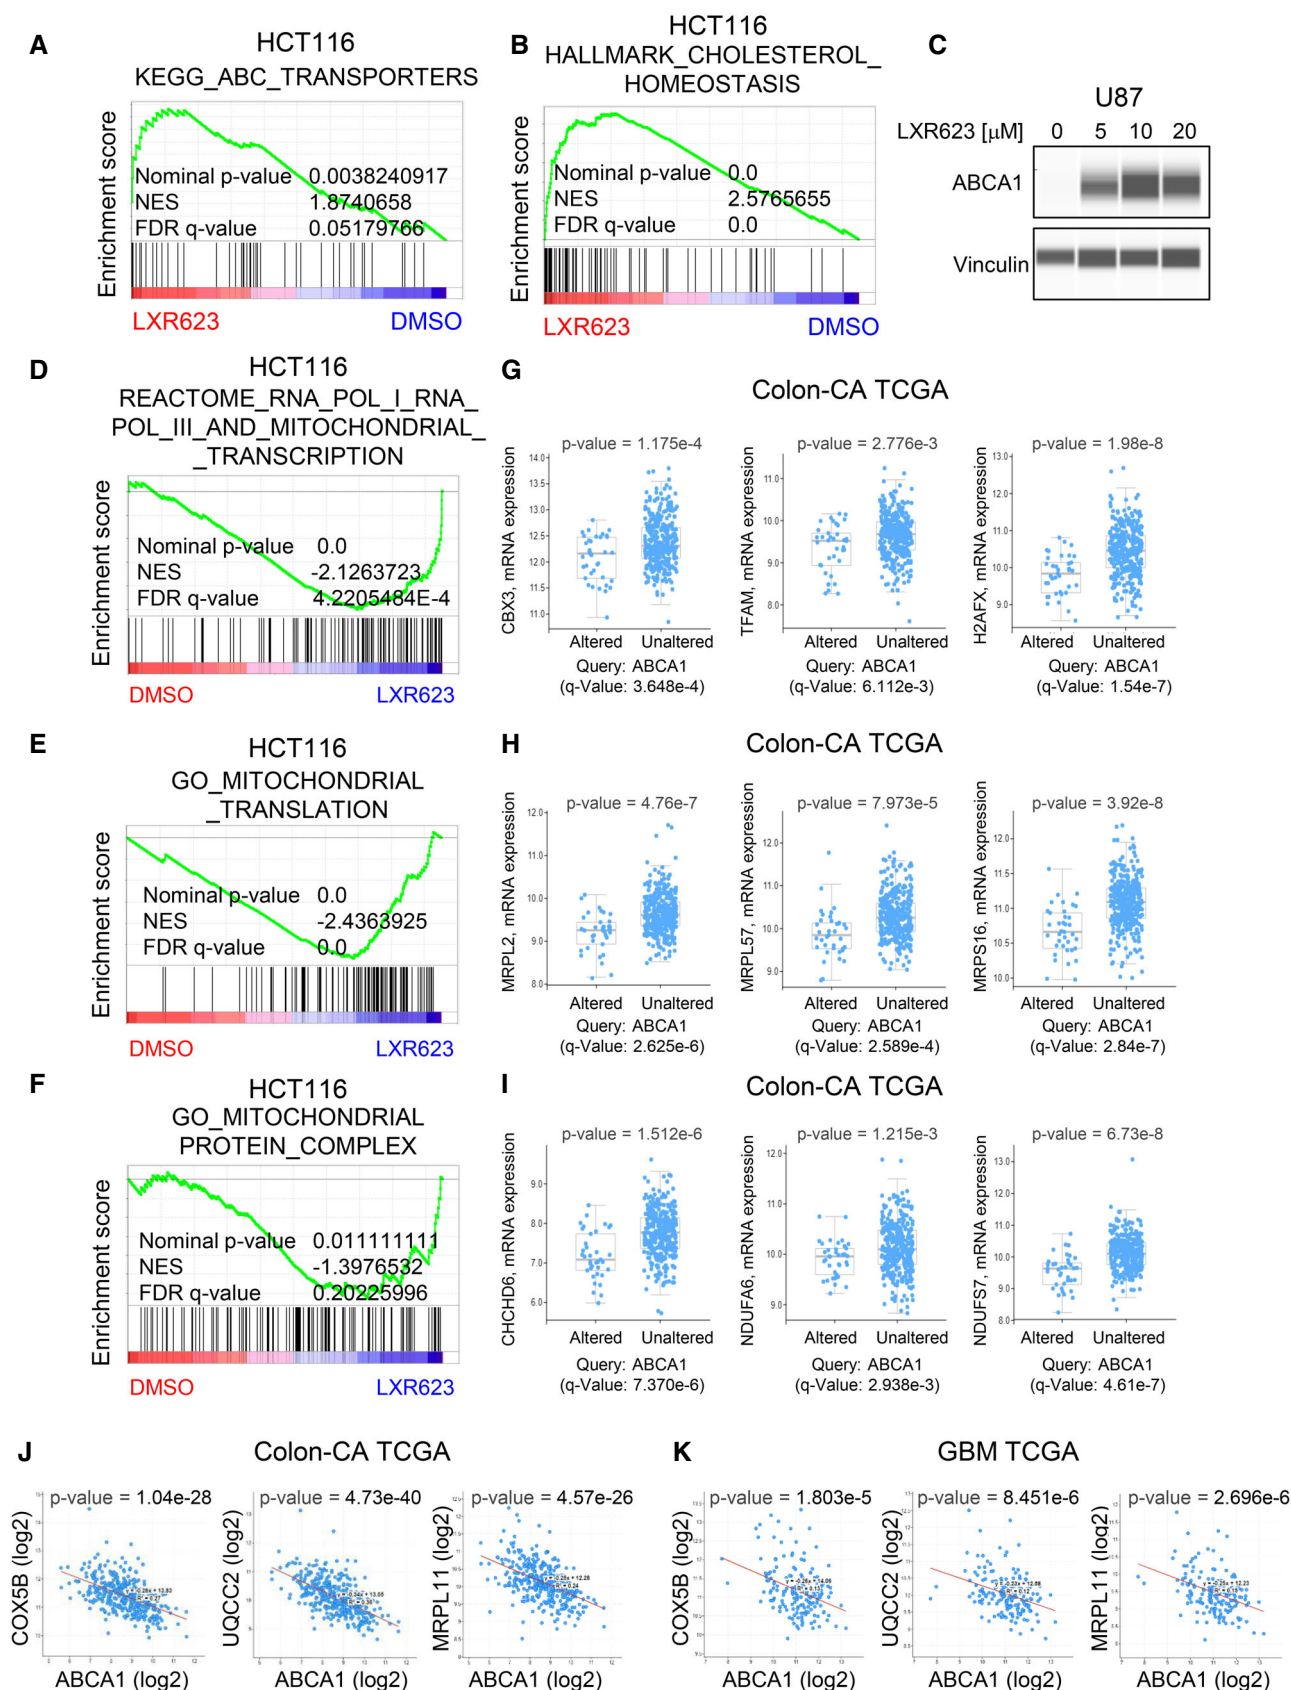

Figure EV1.

Figure EV2. Volcano plot of patients with high mRNA levels of ABCA vs. low levels and pathway analysis of most significant down-regulated genes in patients with high levels of ABCA1.

- A Shown is a volcano plot of patients from the TCGA (database) with high vs. low levels of ABCA1. Highlighted is the mRNA level of ABCA1. In addition, transcripts related to the electron transport chain (ETC) are shown in red and are encircled. A close-up of the down-regulated genes is integrated in main Fig 1F. fc: fold changes; p: *P*-value.
- B KEGG pathway analysis was performed on the seventy-five most significant down-regulated genes from the analysis shown in (A). The different KEGG pathways (most significant ones) are shown from the highest to lowest significant changes ($-\log_{10}(P\text{-value})$). Several of the enriched pathways are directly related to mitochondrial metabolism, which is highlighted in red.

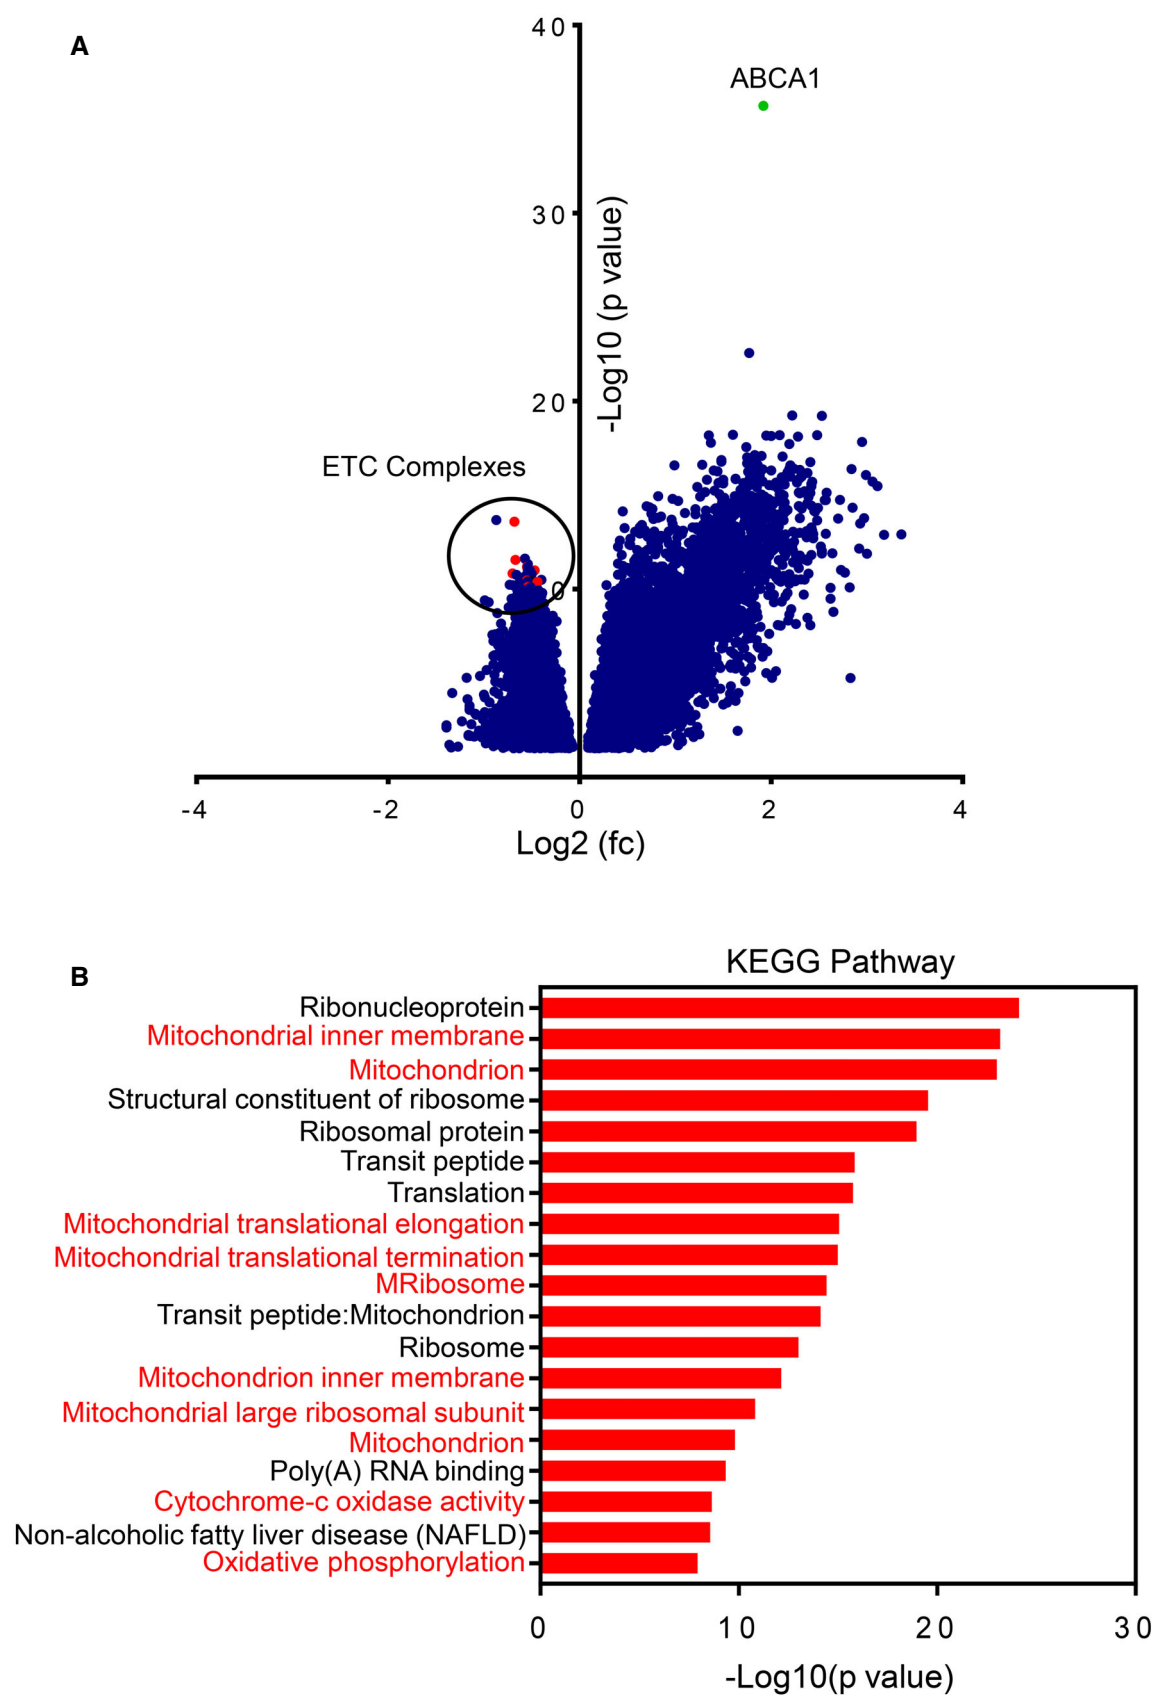

Figure EV2.

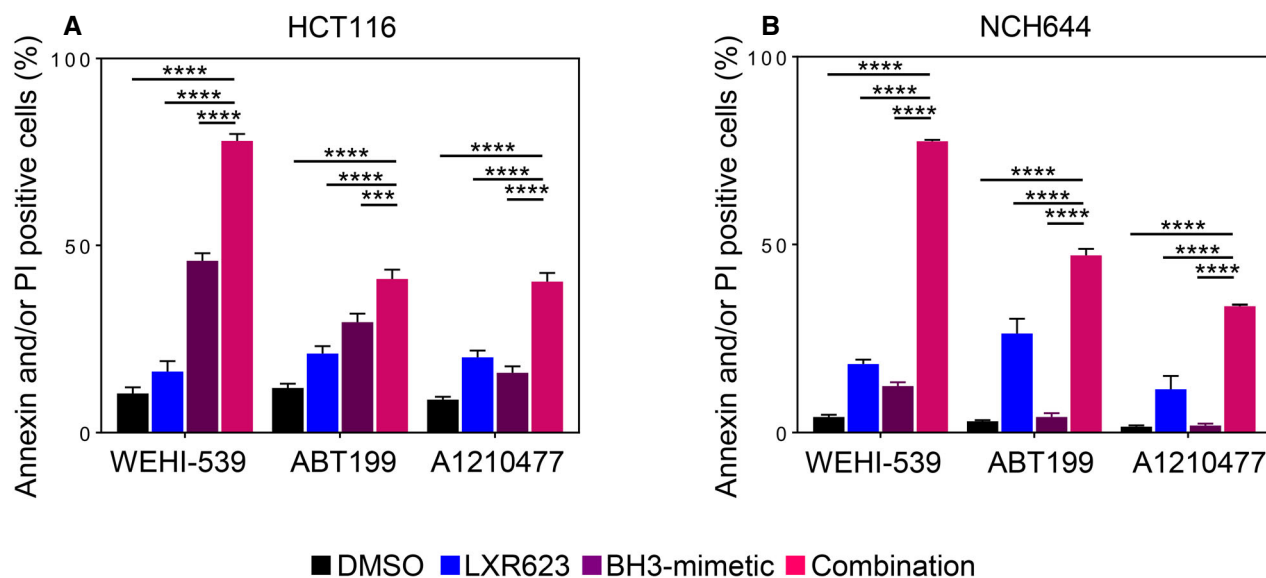

Figure EV3. Quantifications of cell cultures treated with BH3 mimetics, LXR623, or their combination treatment.

A, B HCT116 colonic carcinoma or NCH644 glioblastoma stem cells were treated with selective BH3 mimetics, WEHI-539 (Bcl-xL inhibitor), ABT199 (Bcl-2 inhibitor), or A1210477 (Mcl-1 inhibitor) in the presence or absence of LXR623 for 48 h. Thereafter, cells were labeled with annexin V/propidium iodide and analyzed by multi-parametric flow cytometry. Shown are means and SD ($n = 3$). *** $P = 0.0006$, **** $P < 0.0001$. Statistical significance was determined by one-way ANOVA.

# Supplementary material for: Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition
**Source:** EMBO Mol Med. 2019 Aug 29;11(10):e10769. doi: 10.15252/emmm.201910769

T98G

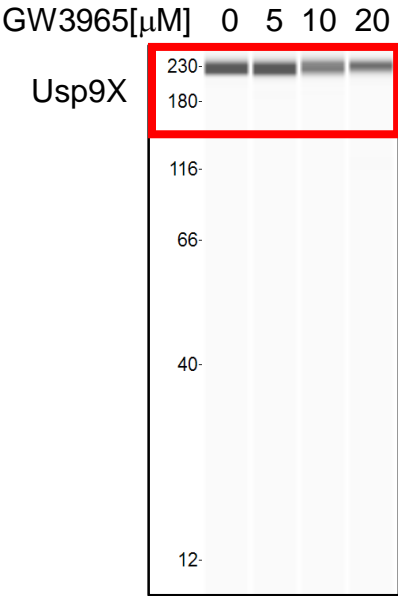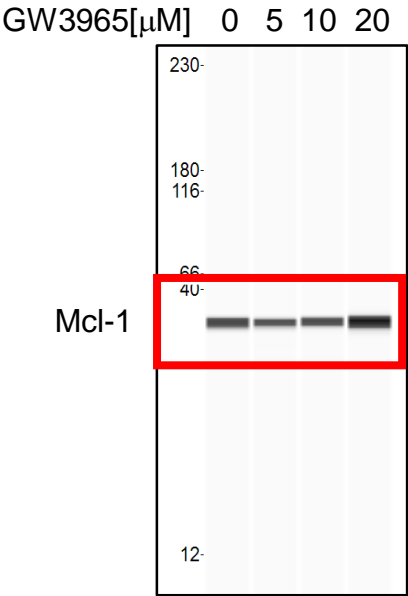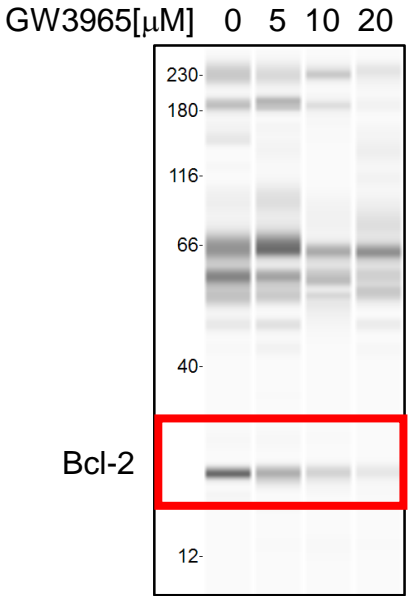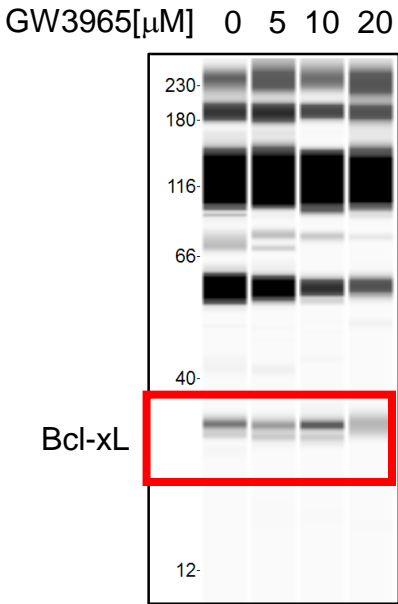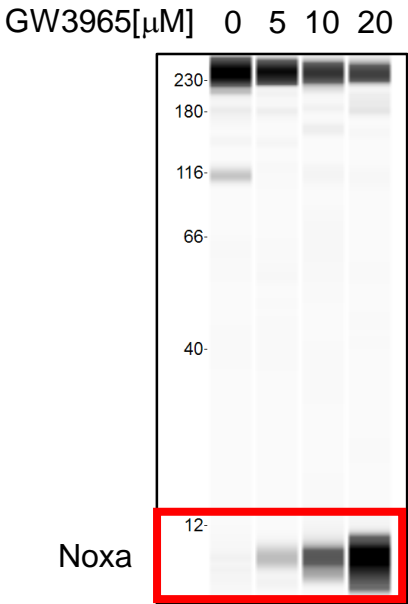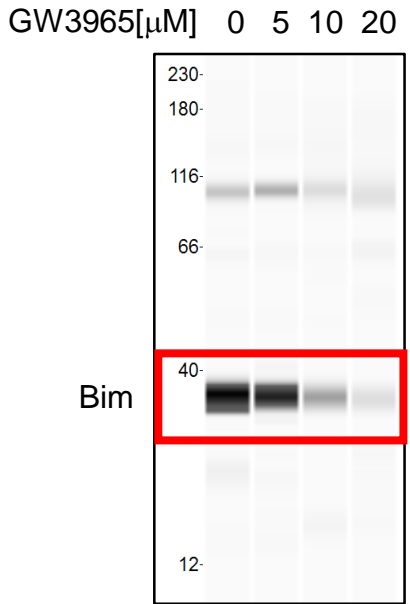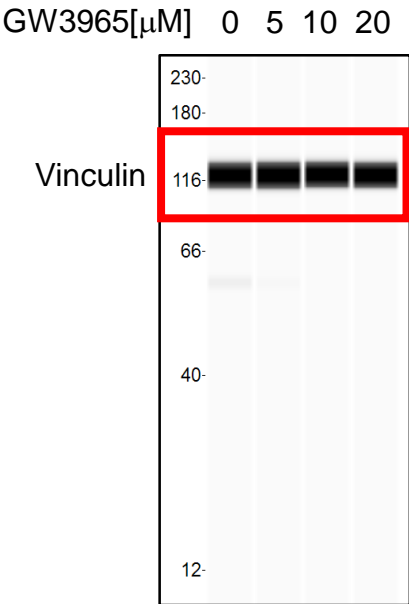

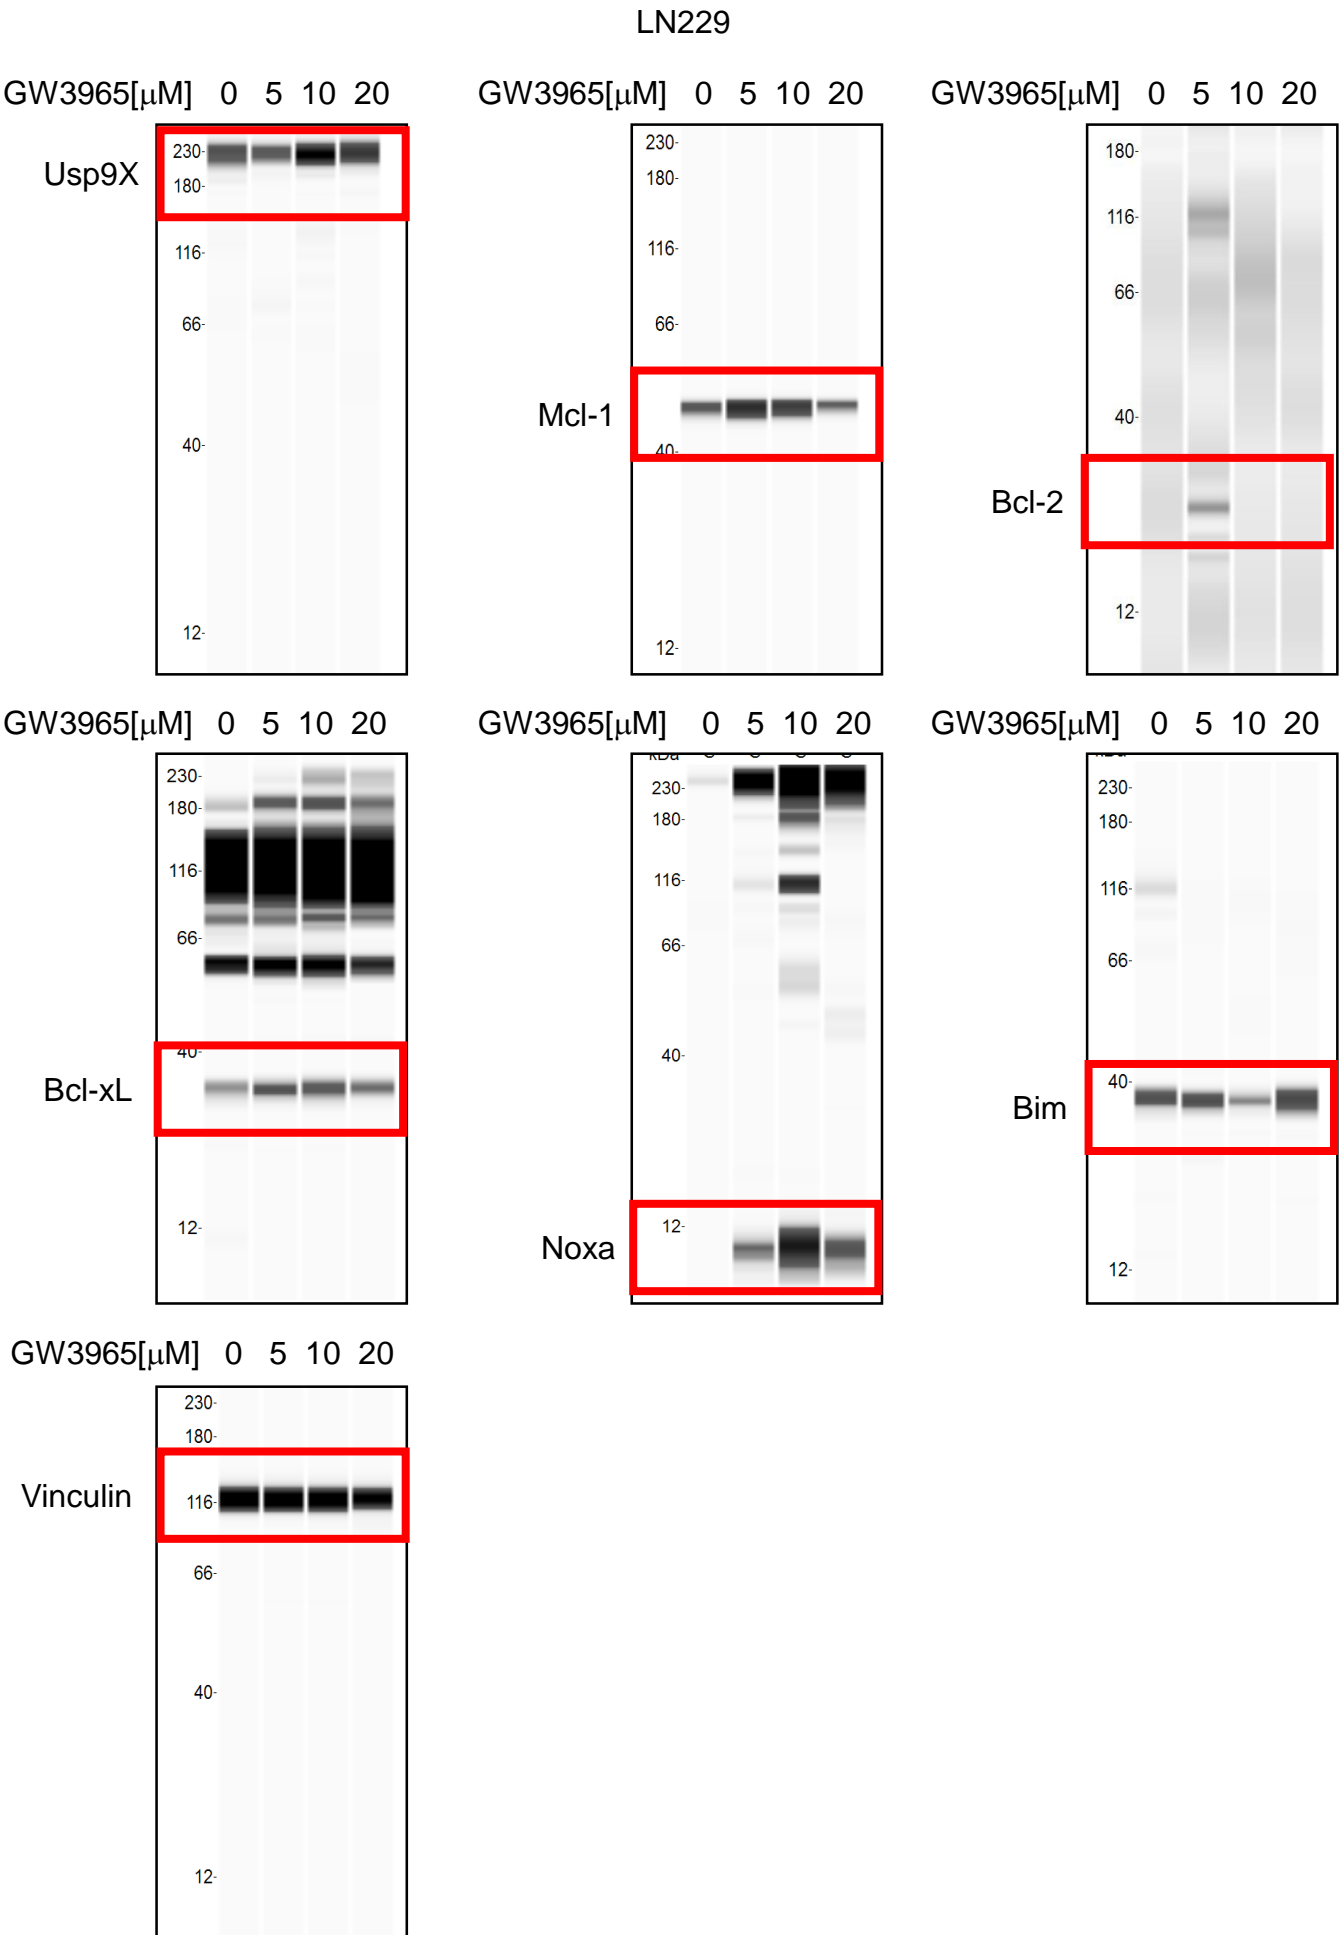

MDA-MB-231

GW3965 [μ M]   0   5 10 20

Usp9X

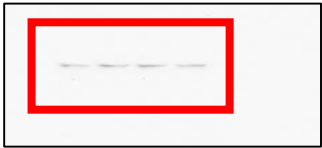

GW3965 [μ M]   0   5 10 20

Noxa

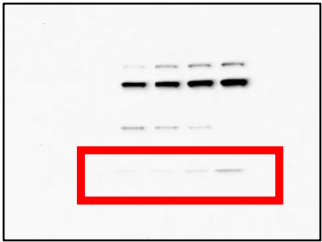

GW3965 [μ M]   0   5 10 20

Mcl-1

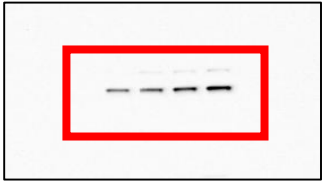

GW3965 [μ M]   0   5   10 20

Bim

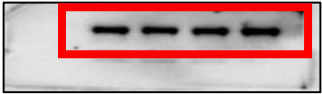

GW3965 [μ M]   0   5 10 20

Bcl-2

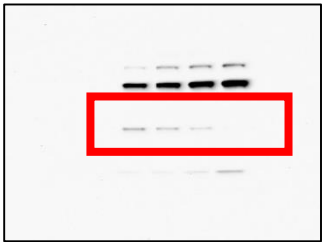

GW3965 [μ M]   0   5 10 20

β -Actin

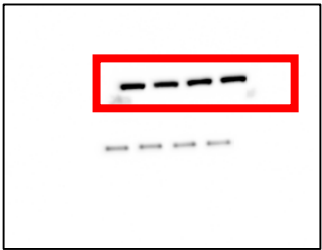

GW3965 [μ M]   0   5 10 20

Bcl-xL

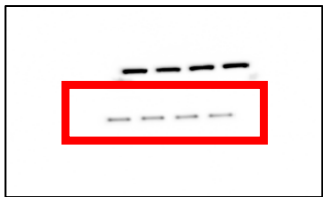

Source Data Figure S3B

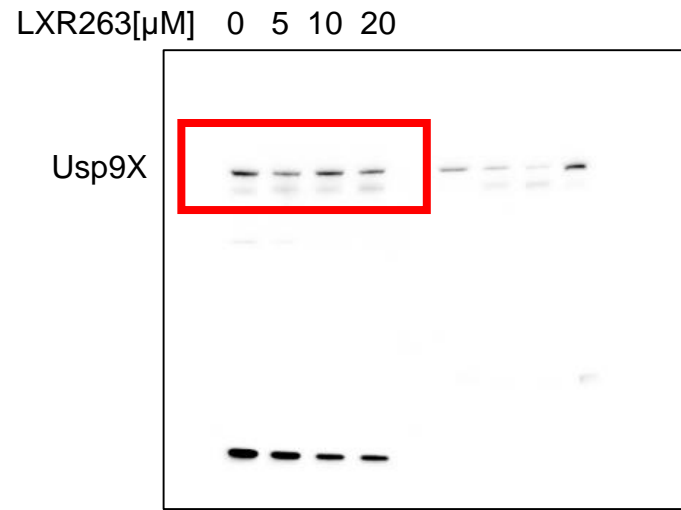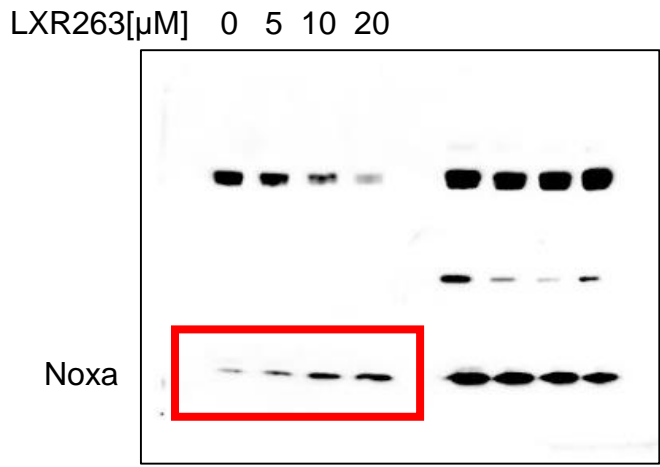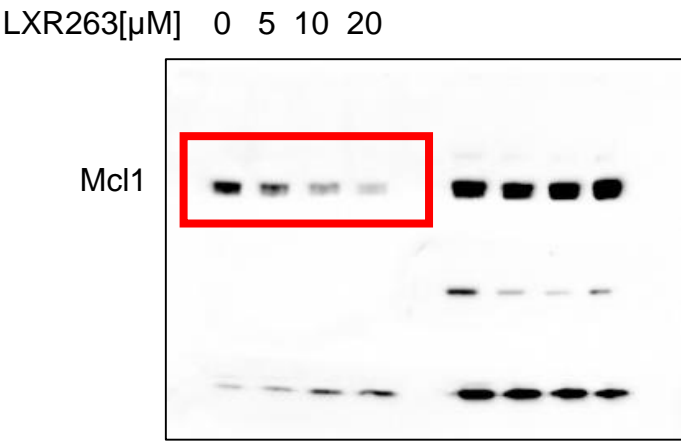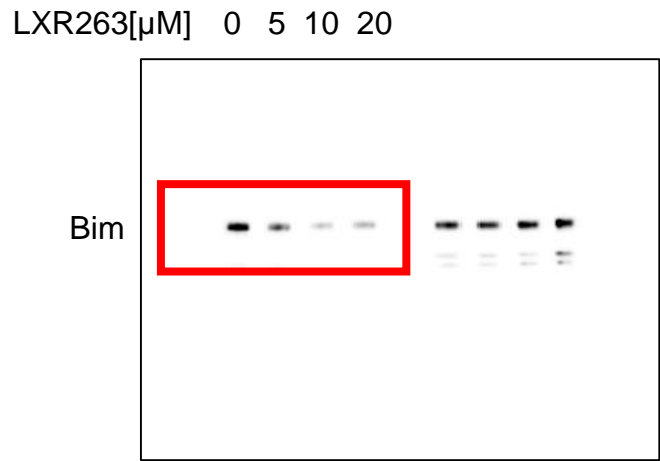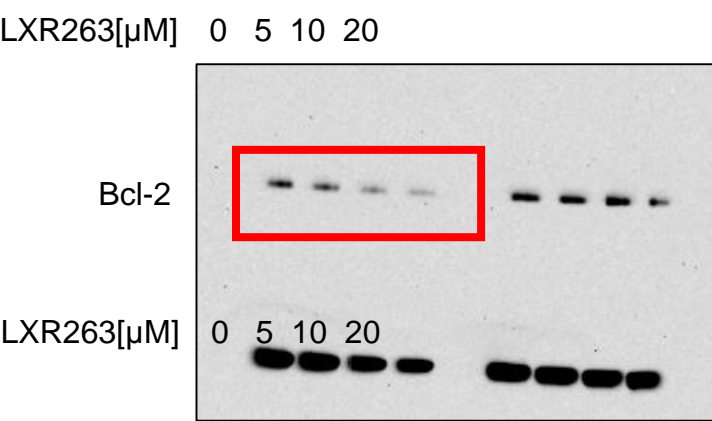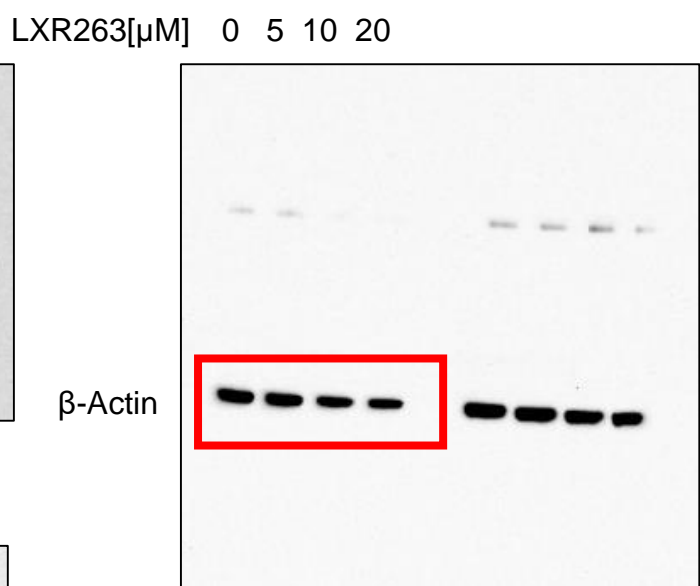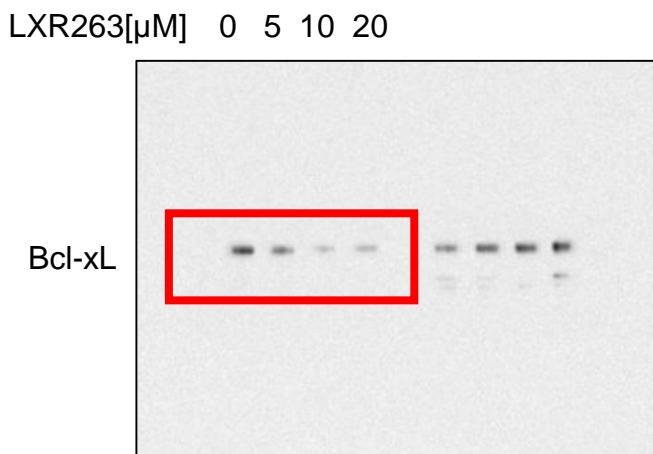

Source Data Figure S5D

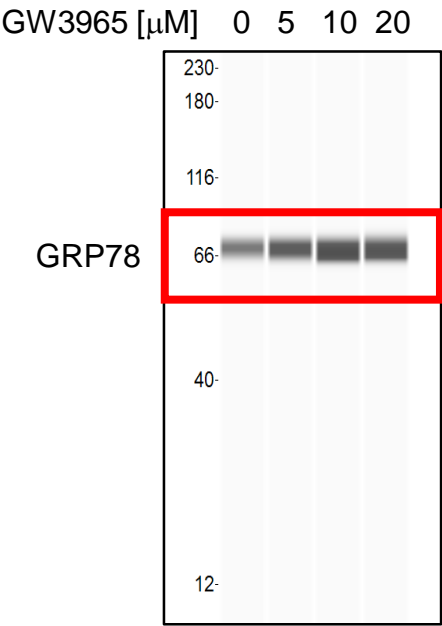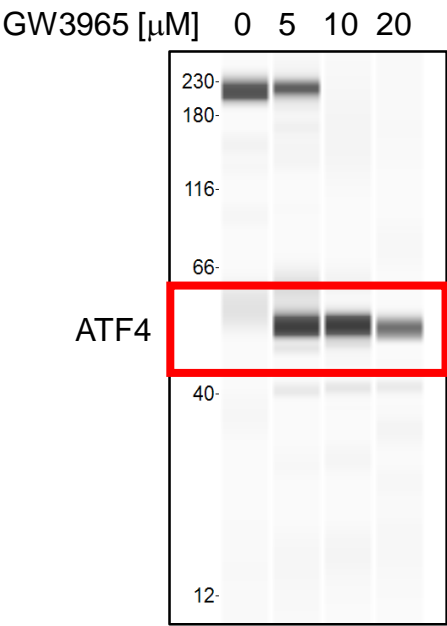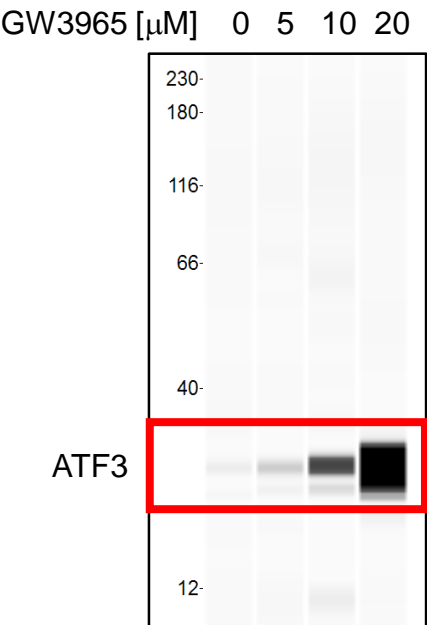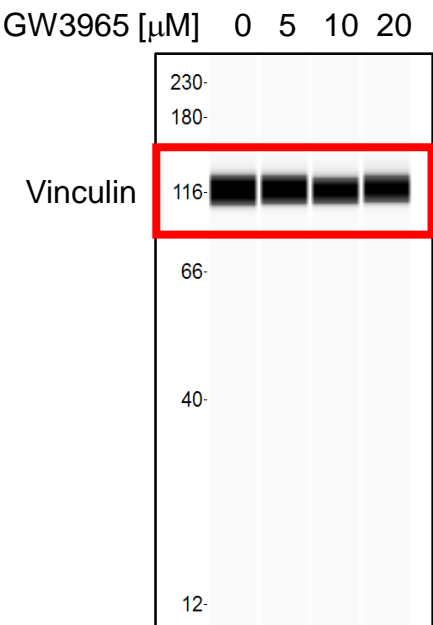

U87

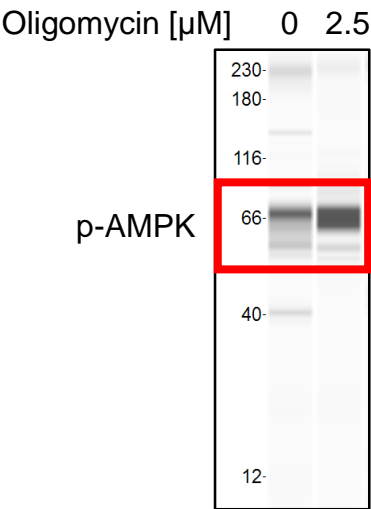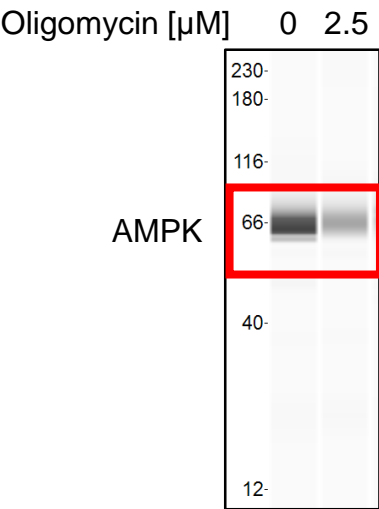

HCT116

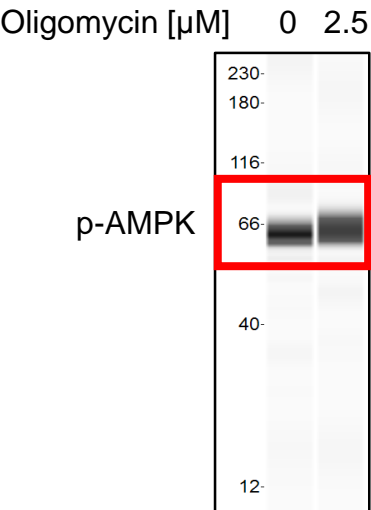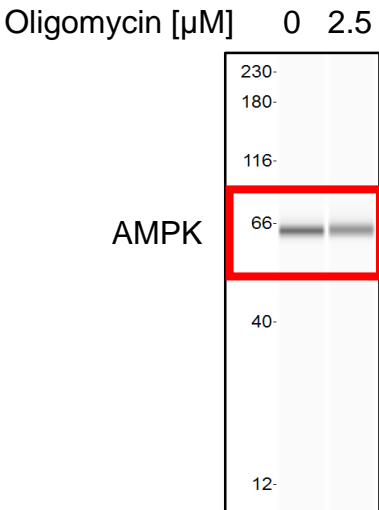

U87

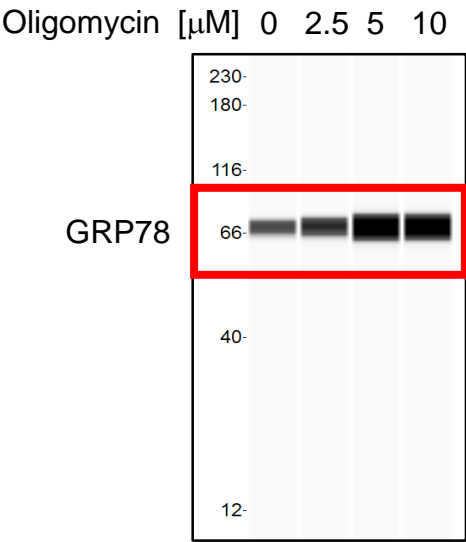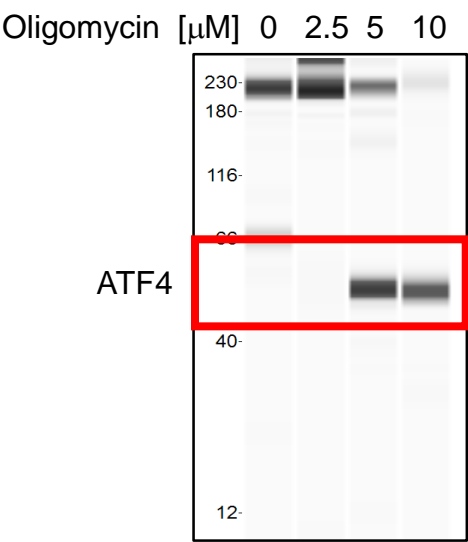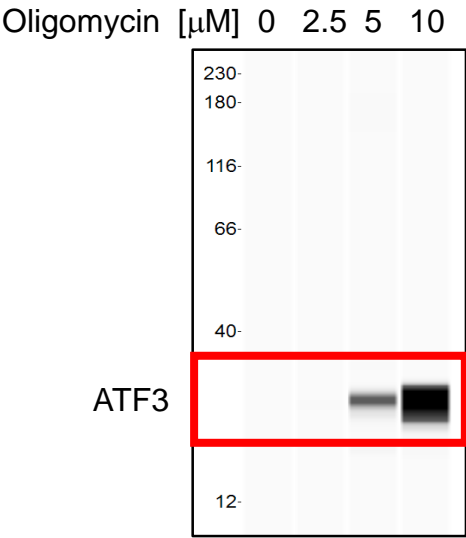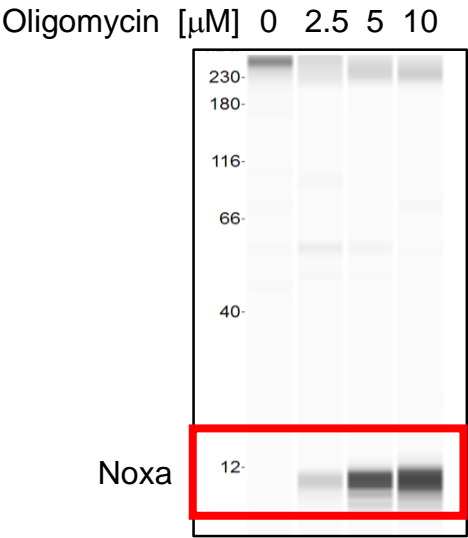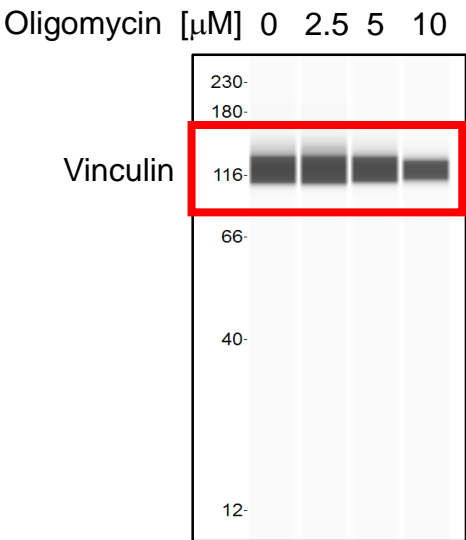

HCT116

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μ M]	0	20	0	20	0	20	0	20

ATF3

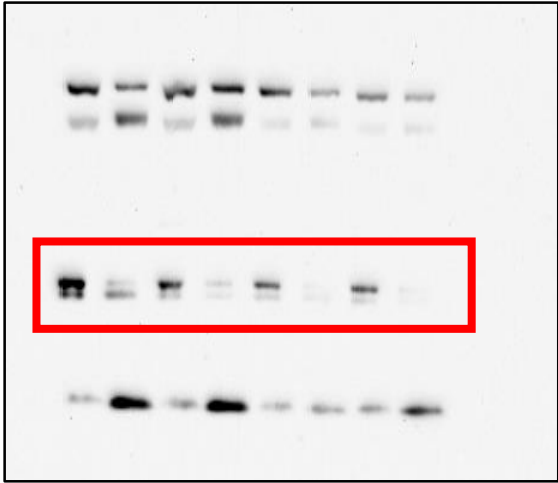

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μ M]	0	20	0	20	0	20	0	20

Noxa

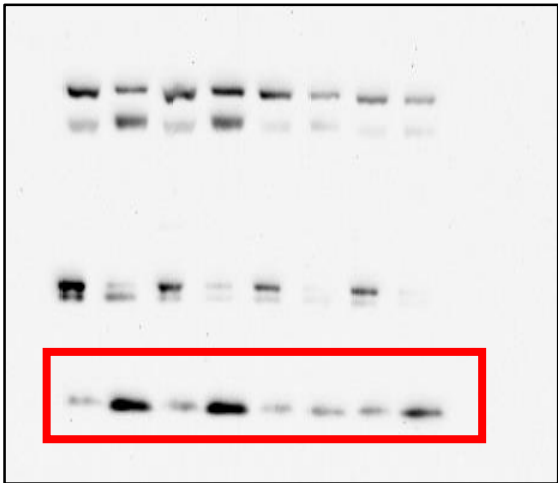

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μ M]	0	20	0	20	0	20	0	20

ATF4

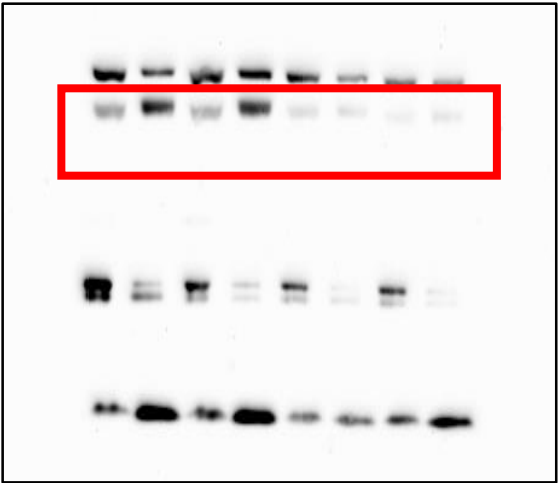

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μ M]	0	20	0	20	0	20	0	20

β -Actin

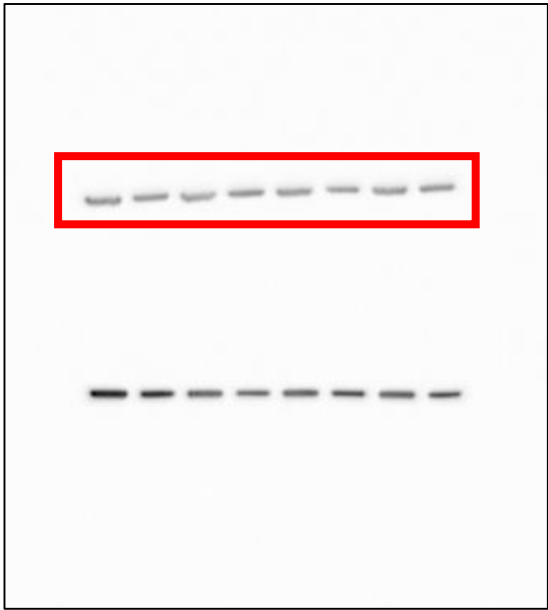

LN229

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μM]	0	20	0	20	0	20	0	20

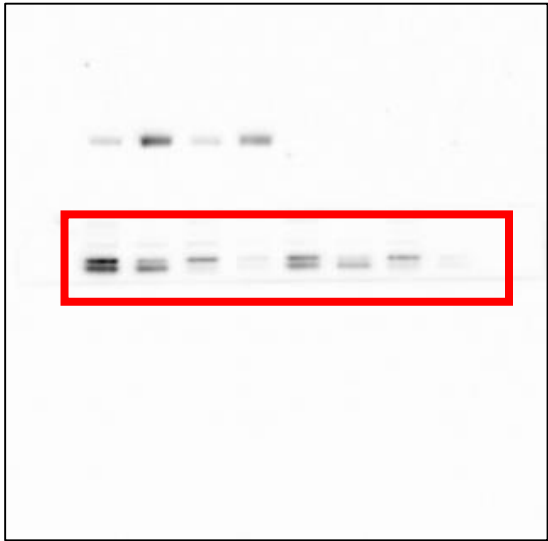

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μM]	0	20	0	20	0	20	0	20

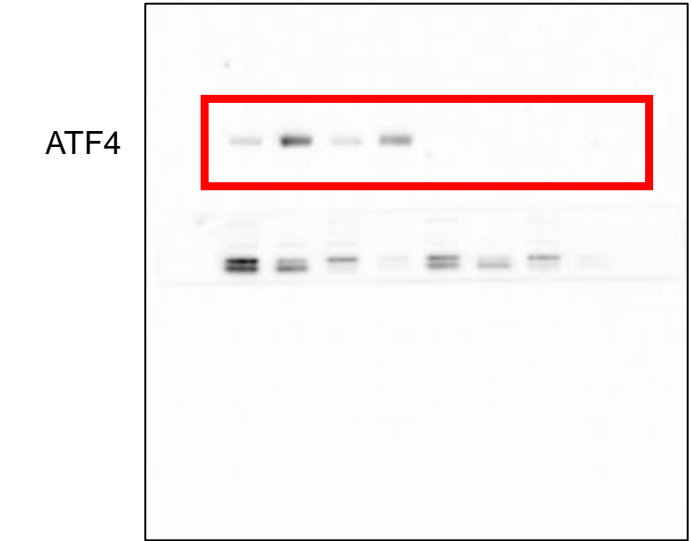

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μM]	0	20	0	20	0	20	0	20

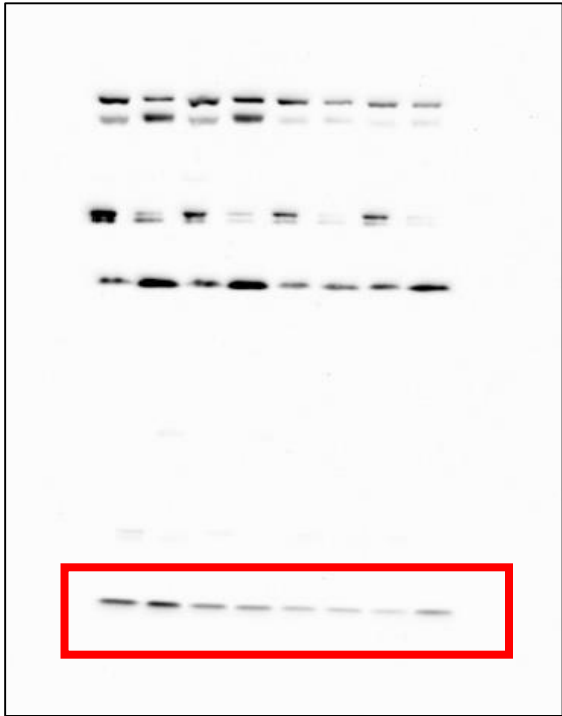

n.t.-siRNA	+	+	-	-	-	-	-	-
ATF3-siRNA	-	-	+	+	-	-	+	+
ATF4-siRNA	-	-	-	-	+	+	+	+
LXR623 [μM]	0	20	0	20	0	20	0	20

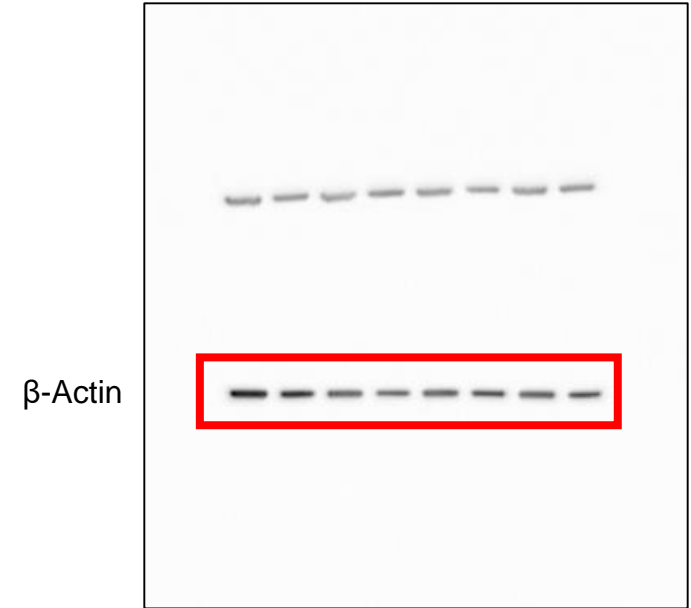

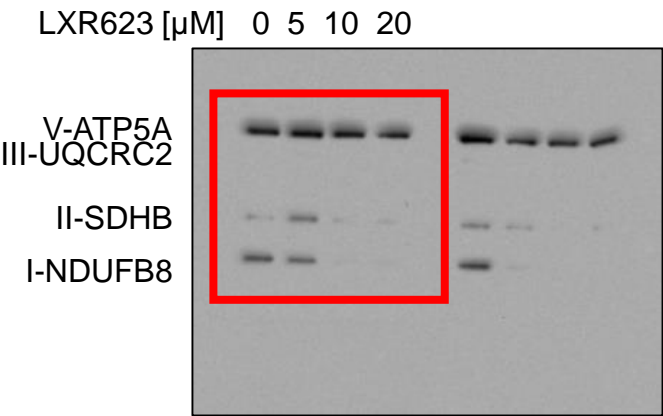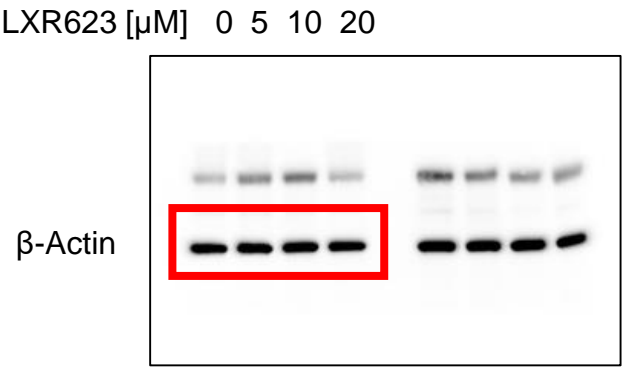

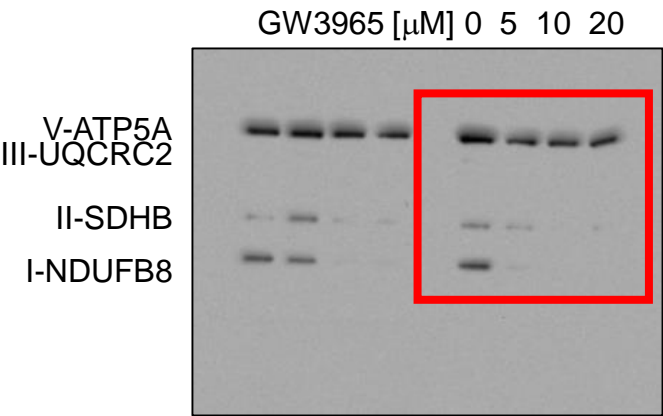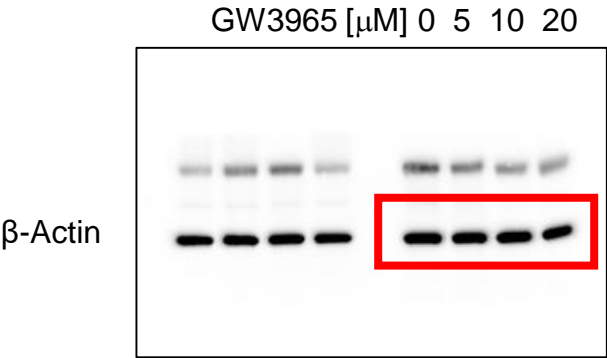

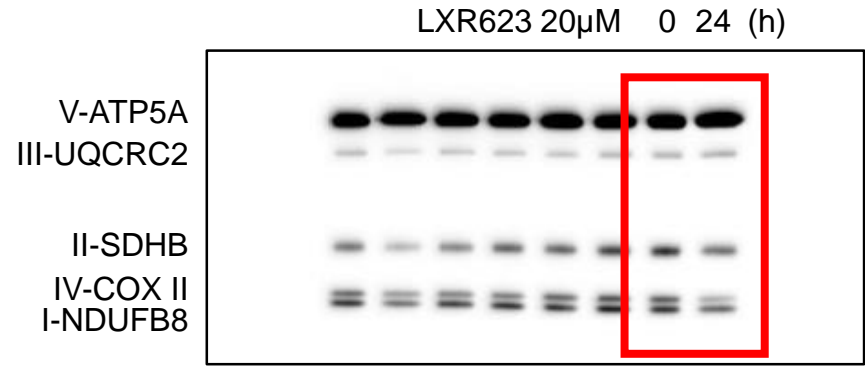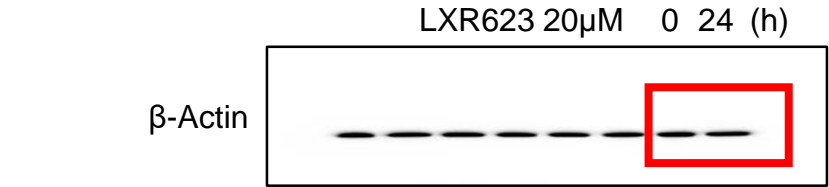

Source Data Figure S9B

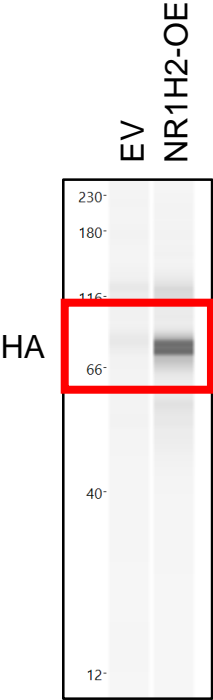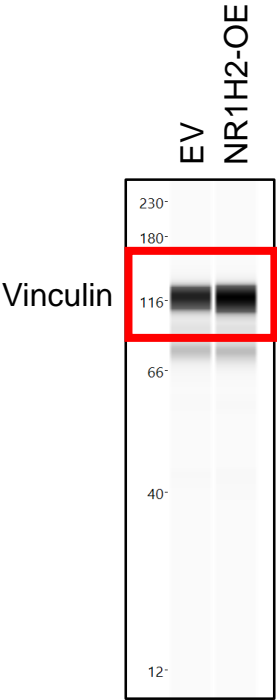

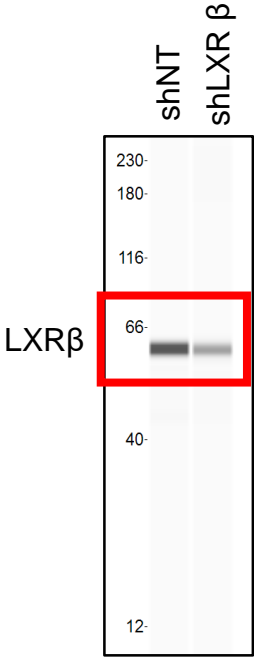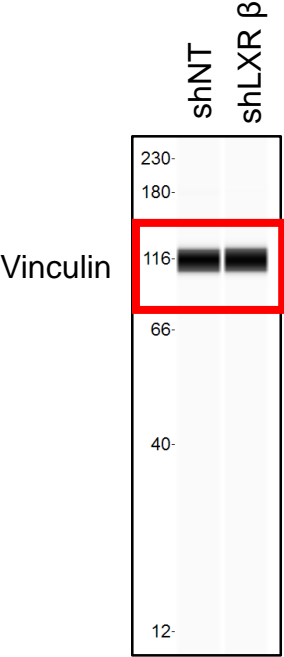

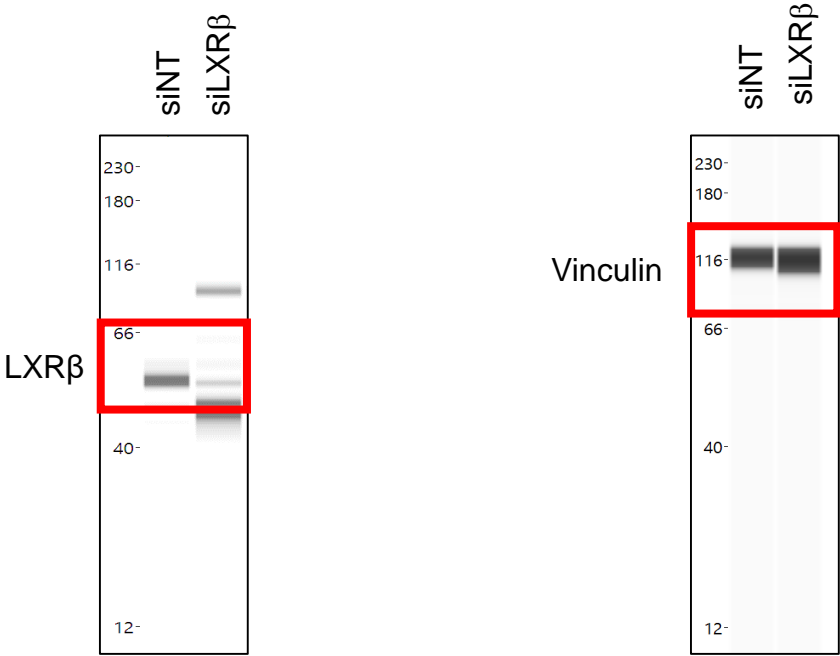

**Supplement:** Supplementary file 3 — Source Data for Appendix

# Supplementary material for: Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition
**Source:** EMBO Mol Med. 2019 Aug 29;11(10):e10769. doi: 10.15252/emmm.201910769

7 h

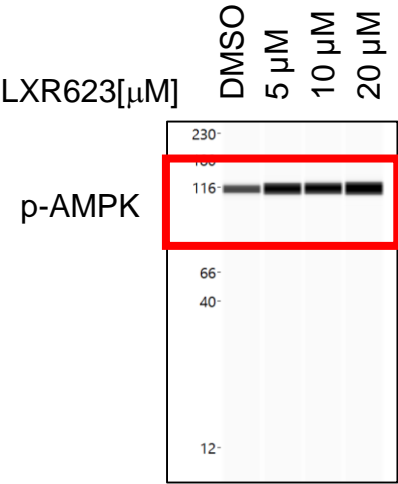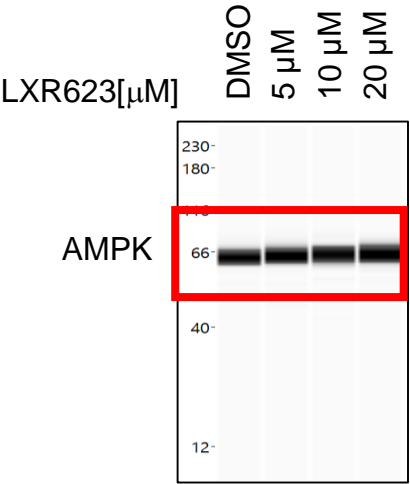

24 h

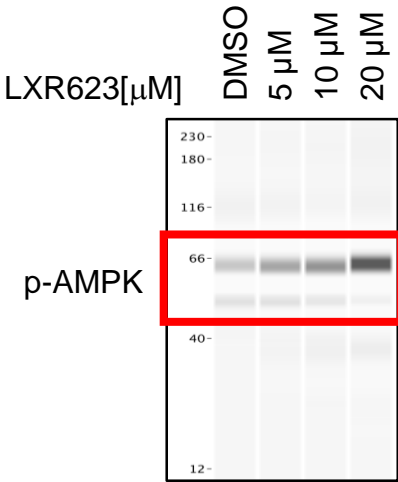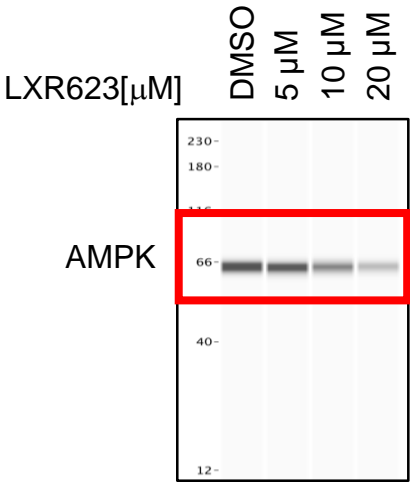

Source Data Figure 4E

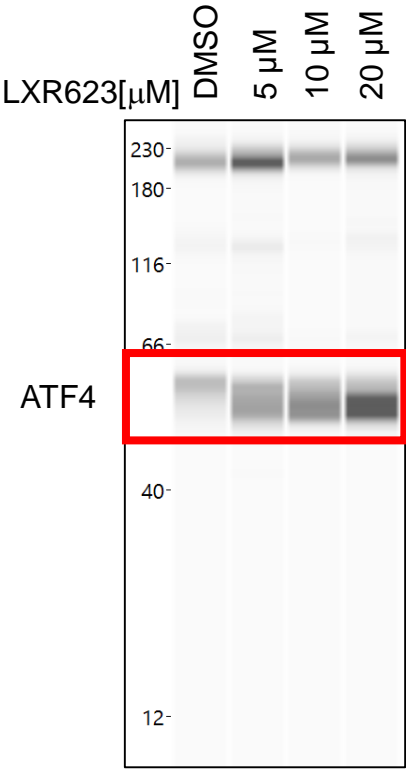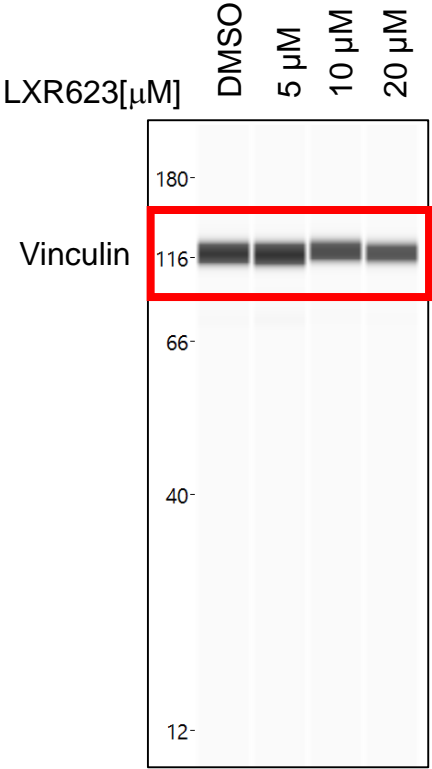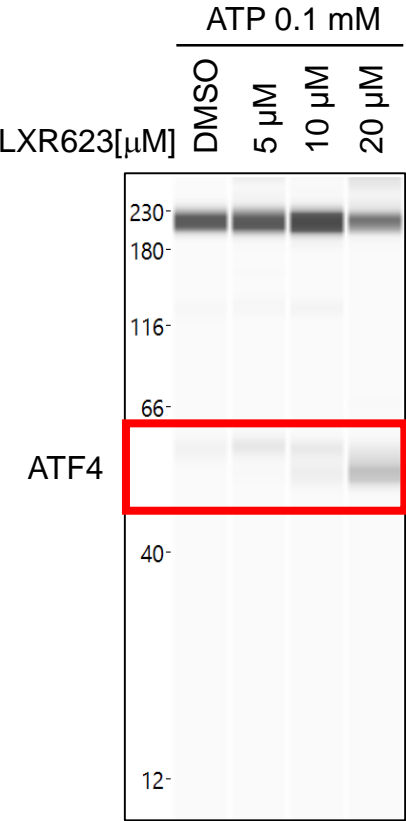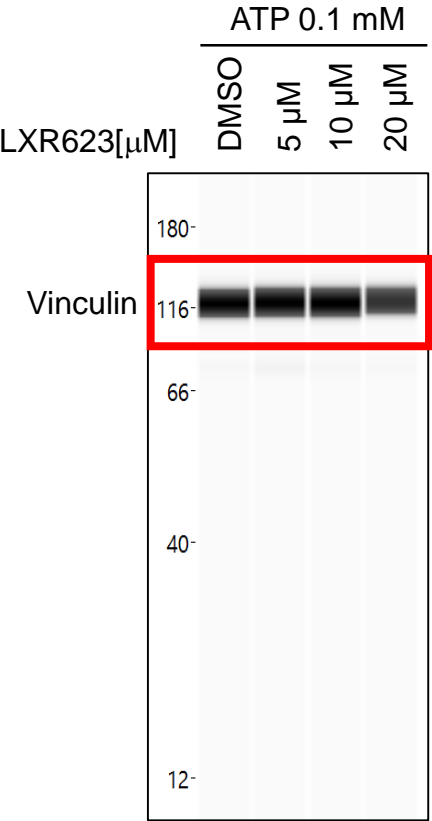

Source Data Figure 4F

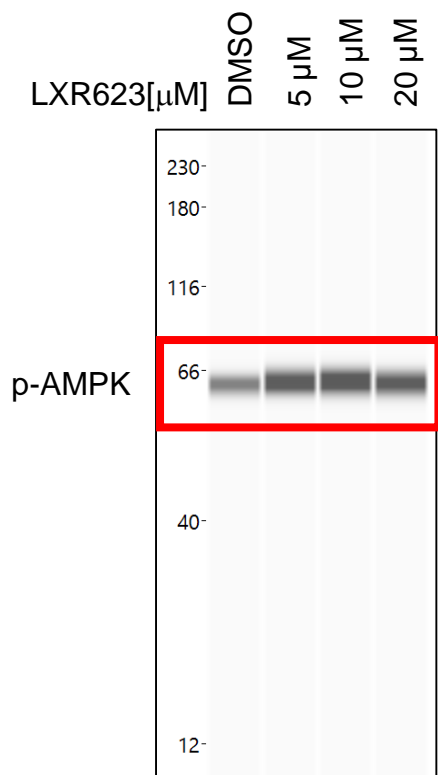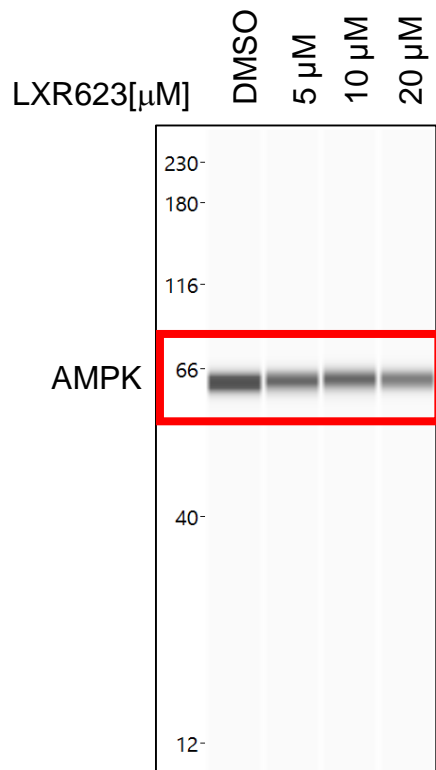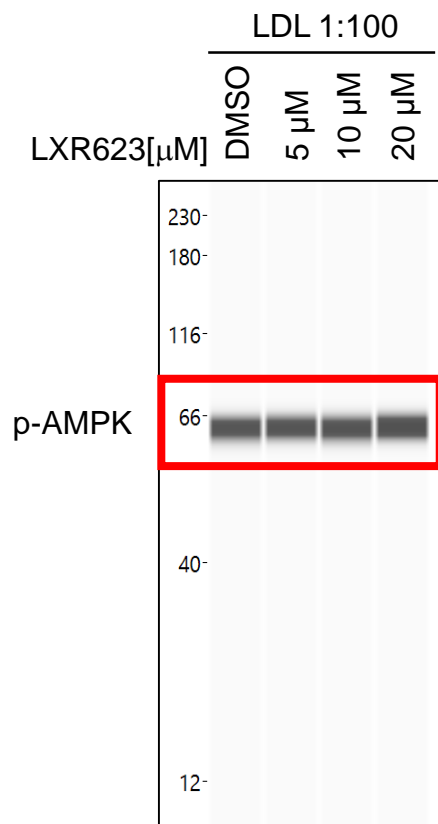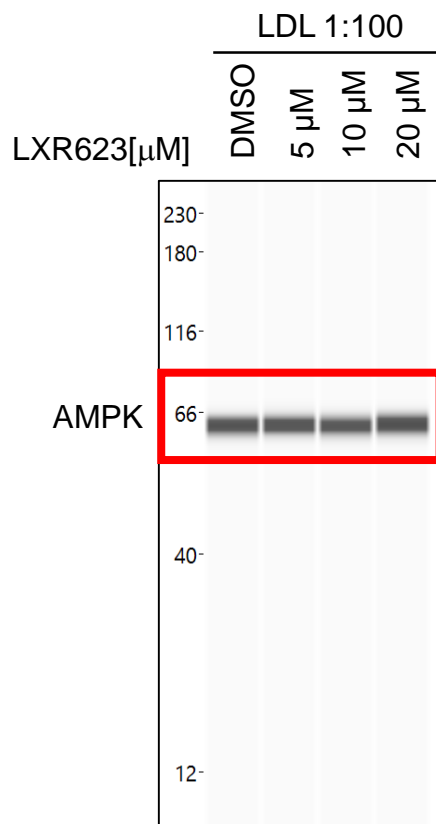

Source Data Figure 4G

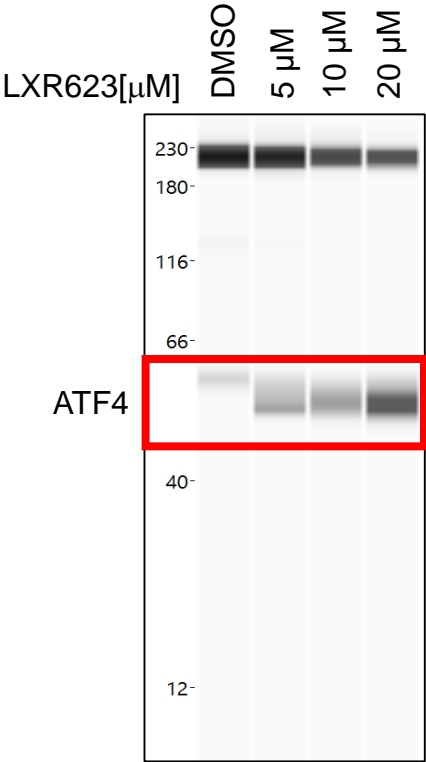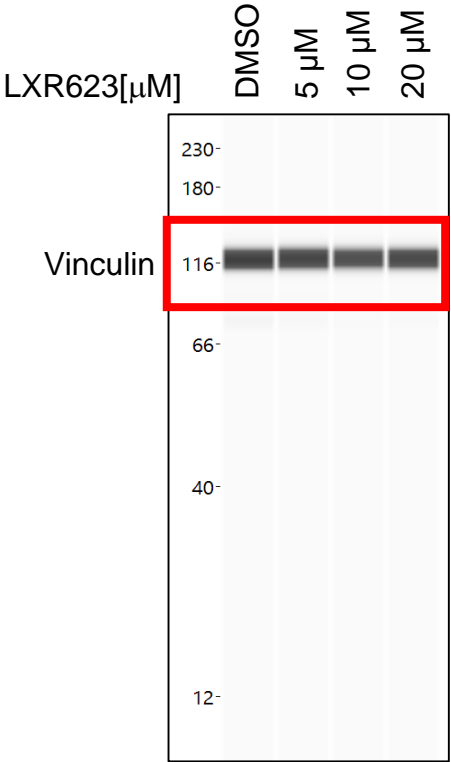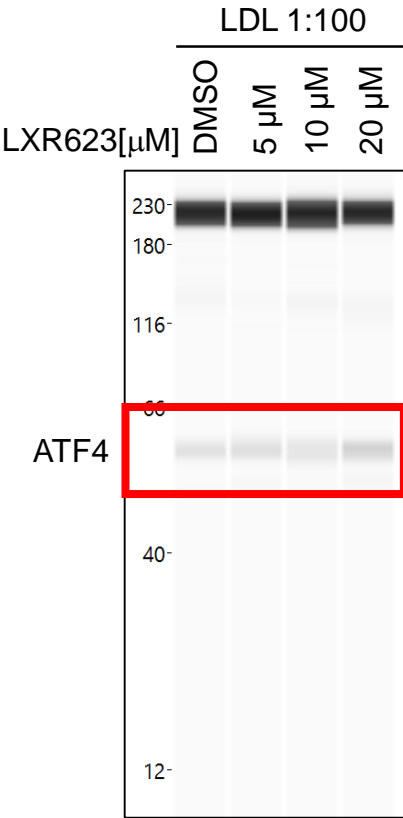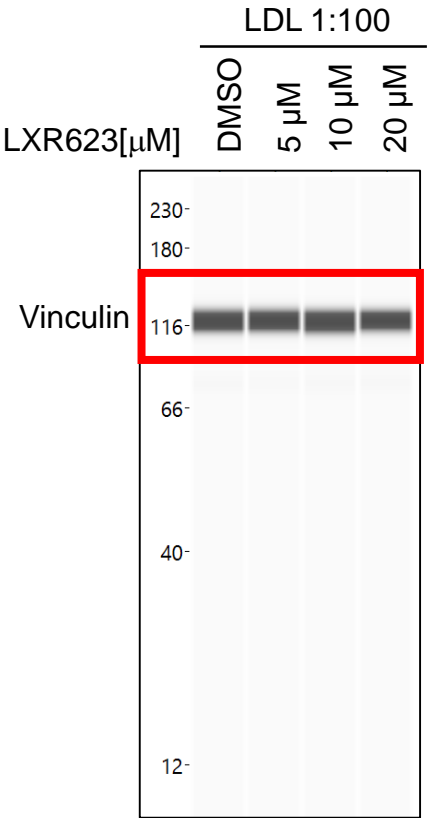

Source Data Figure 4H

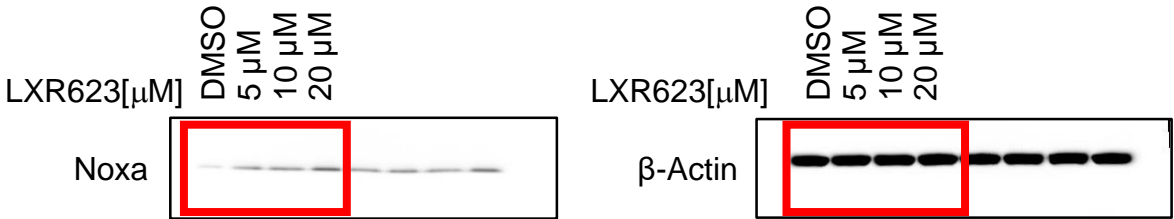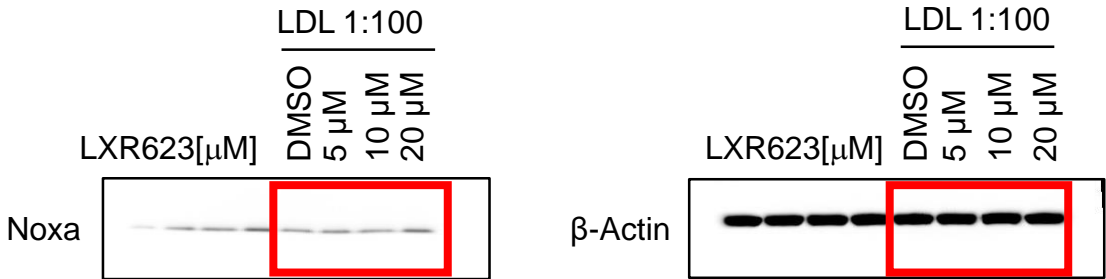

Source Data Figure 4I

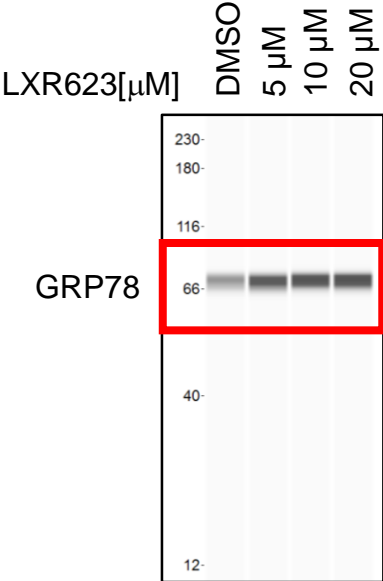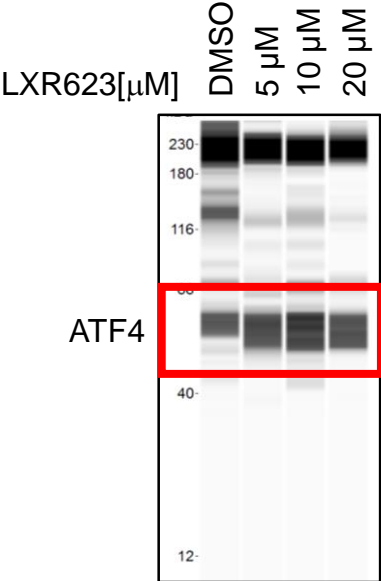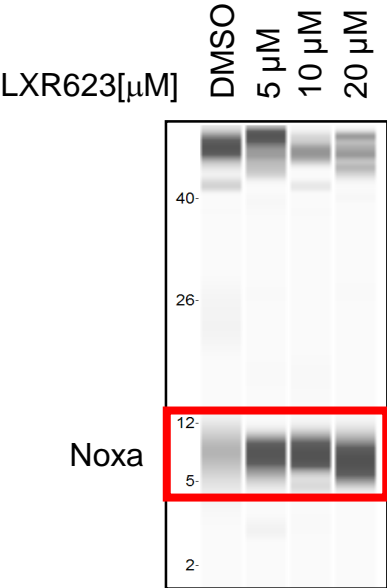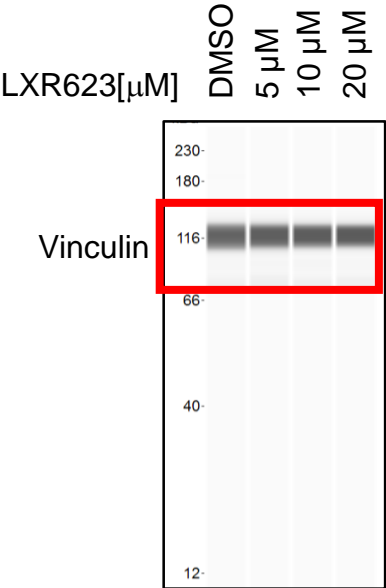

Source Data Figure 4J

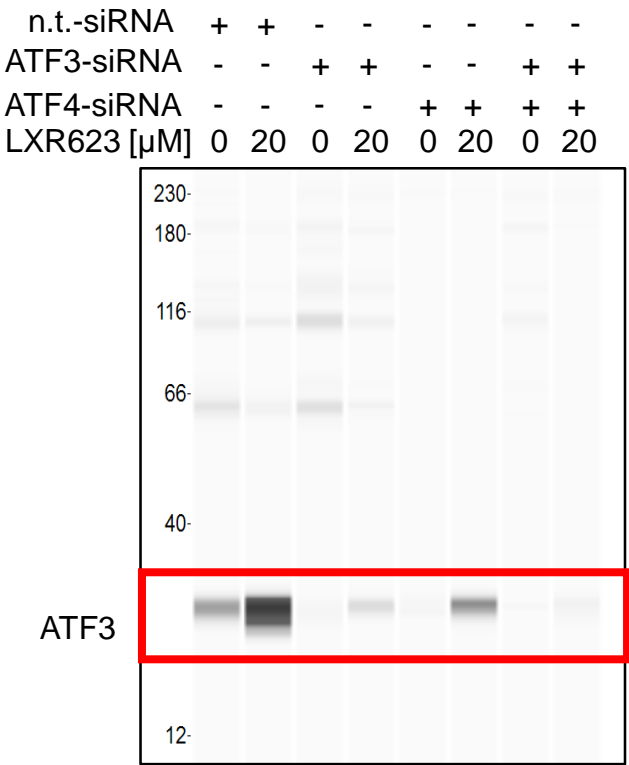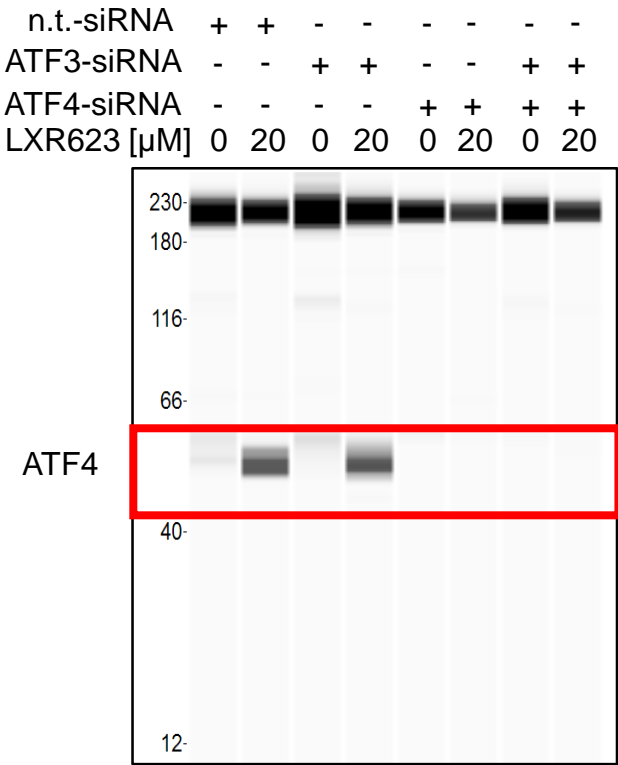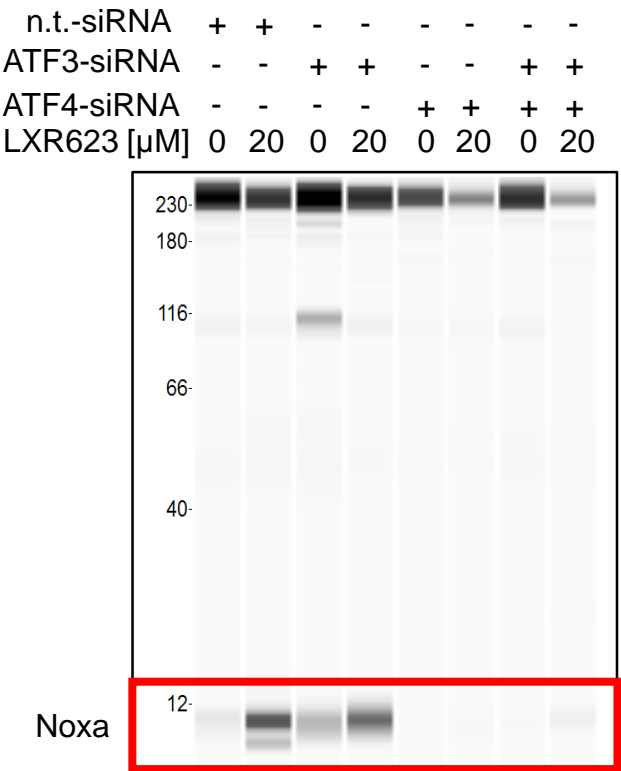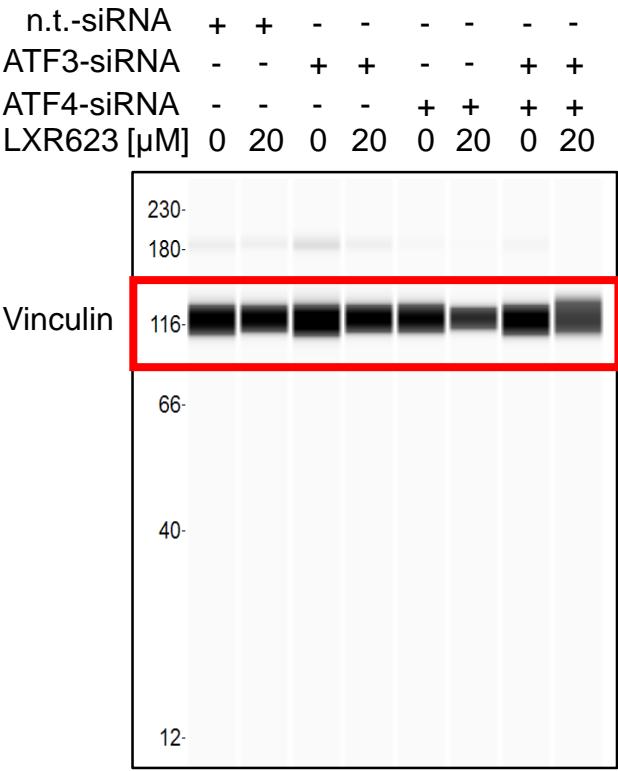

**Supplement:** Supplementary file 7 — Source Data for Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

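RNA of HCT116 colon carcinoma cells was measured on expression arrays, 1 from cells treated with 20 µM LXR623 for 24 h and 1 from cells treated with DMSO. The deposited values are log2 intensities that the authors made with RMA. The submitters' processing notes name affy 1.36.1 and R 2.15.1. The paper and the sample labels used here give neither the array design nor a genome build, so no coordinates are printed. The second series of the paper, on U87 cells, was not analysed here.

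Of the 23786 probe sets, 22458 carry 1 gene symbol in the annotation table of the platform, 0 symbols fall on more than 1 probe set, and 1328 probe sets are unnamed here and enter only the counts and the random lists. The number of arrays limits the precision: with 1 array per condition no test was run, and sizes were described by fixed rules. The difference of log2 values, LXR623 minus DMSO, was taken per probe set. A probe set was measured when the higher of its values reached the median of the table, 4.42. Counts used a threshold of 1.5-fold. The sorted values of both arrays differed by up to 0.21, and the median difference of the 12279 measured probe sets was -0.02.

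Before the data were examined, 36 gene lists were written from textbook knowledge, of which 35 have a median. Each list's median was set against 10000 random lists of the same size, matched on mean expression over 20 bins, and was called higher above percentile 97.5 and lower under percentile 2.5. Named genes are those the paper names, the 10 measured genes with the largest positive and the 10 with the largest negative difference, and in each list up to 8 measured members with the largest difference in size. Further chaperones of the ER list, and KRT18 of the colon epithelial list, were read out after seeing the data. Other results of the lists were a median of 0.02 for the anti-apoptotic Bcl-2 family, -0.07 for glycolysis, 0.09 for cytosolic ribosomal proteins, 0.09 for interferon response, 0.17 for colon epithelial markers, -0.03 for glial and mesenchymal markers and -0.09 for commonly used reference genes, none of which was called.

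Alternatives were no filter, a filter at the 25th percentile, a 2-fold threshold, removal of the lowess trend of the difference on mean expression with a fraction of 0.3, the mean in place of the median, a weighted running-sum score and unmatched random lists. Lists without the members they share with the ATF4 or the LXR target list were added after seeing the data. The calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures with matplotlib 3.10.9. The procedure was tested on simulated data for LXR623 against DMSO over 12279 probe sets. Of simulated changes of log2 size 1, 94.0% passed 1.5-fold, and so did 10.4% of unchanged genes, whose simulated spread was taken from the differences between these arrays. Of 100 unshifted lists of 30 genes 3 were called, and of 100 lists shifted by 0.3 on the log2 scale 99 were called higher. Simulated genes varied independently and list members were drawn at random. The rate of calls for real lists, whose genes vary together, was therefore not measured.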

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

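The tests of the lowess trend, of the p53 targets outside other lists, of the cultures and of the olfactory receptors were chosen after the result was seen, whereas that of ribosome biogenesis genes was fixed before its own values were seen.

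Several lists that the paper does not discuss as groups of transcripts lay outside the central 95% of random lists. Genes of DNA replication had a median of -0.68 and those of mitosis -0.42. The median was 0.44 for p53 targets, 0.39 for fatty acid synthesis, 0.19 for cytosolic aminoacyl-tRNA synthetases, 0.21 for NRF2 targets, 0.23 for hypoxia and HIF targets and -0.43 for heat shock genes. The synthetases were not called with the running-sum score, at percentile 96.3, and the lists of NRF2 and of hypoxia were not called without the members of the ATF4 list, an alternative chosen after seeing the data, with 0.16 and 0.17, each at percentile 94.6.

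DNA replication and mitosis genes were lower and p53 targets higher in the LXR623 array. After removal of the lowess trend of the difference with brightness, the DNA replication median was -0.66, against -0.68 before. The central 95% of random lists ran from -0.13 to 0.13. Random lists were matched on brightness from the start, so this was no separate check. It shows only that the trend was small for these genes. Whether p53 pathway activity lies behind the pattern stays open: the median of 0.45 for the 17 p53 targets outside the ATF4 and apoptosis lists decides nothing, since these genes are among the 21 that make up the pattern. A difference between the cultures other than the compound, such as density or time of harvest, cannot be told apart from the compound with 1 array per condition.

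Mitochondrial ribosomal protein genes were lower while 70 respiratory chain subunits, with a joint median of -0.06, were not. The gap of the medians was -0.19 and remained -0.19 without the lowess trend, with pairs of random lists from -0.13 to 0.13. These pairs were matched on brightness in either case, so removing the trend was no separate check. It shows only that the trend hardly moved the gap. As a hypothesis, the mitochondrial ribosome may be part of a lower expression of growth genes, since 85 nucleolar ribosome biogenesis genes had a median of -0.38, with random lists from -0.12 to 0.05. Cytosolic ribosomal proteins, with 0.09, did not share this. Differences between the cultures stay open here too.

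Noise of dim probe sets was weighed for the genes past 1.5-fold and stays open. Olfactory receptors, which are expressed mainly in the nose, passed 1.5-fold in 6 of 14 measured cases, or 42.9%, but a receptor counts as measured by its higher value, so the filter favors receptors that differ, and 2 of the 6 prompted the test. Without these 2 it was 4 of 12 (exact 95% interval 9.92 to 65.1%), a range that holds the 13.2% of other genes of their expression range. In the brighter part of the measured genes 9.53% passed 1.5-fold, and with 1 receptor there the comparison says nothing about bright genes. No biological explanation was tested for this pattern.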

How the results depend on the processing

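No paired analysis was possible because there is 1 array per condition. The brightest probe set per gene was not run, as no symbol falls on more than 1 probe set. Apart from the lists named here, each list median kept its direction, where it was called, and its side of the threshold under the alternatives set before the data were examined. Without a filter on dim genes, 1242 genes were at least 1.5-fold higher and 1133 lower, and at 2-fold 169 were higher and 91 lower, as a looser filter admits and a larger threshold removes genes. With the mean in place of the median, ABC transporters (0.23), mitochondrial translation factors (-0.18) and colon epithelial markers (0.27) passed the threshold for a call. The same 3 lists passed with the running-sum score (1.53, -1.58 and 1.62), whereas cytosolic aminoacyl-tRNA synthetases (1.49) no longer did, and the cause was not tested. Among alternatives added after seeing the data, the efflux regulators lost their call without LXR targets (0.10), and NRF2 targets (0.16) and hypoxia genes (0.17) lost theirs without members of the ATF4 list, which leaves fewer genes. With the lowess trend removed, 283 of the named genes stayed on their side of 1.5-fold, 6 passed it and 3 no longer did. Dim signals limit what can be read: the central 95% of differences ran from -1.02 to 1.38 in the dimmest of 20 bins of mean expression and from -0.53 to 0.65 in the brightest.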

Differences from the paper's values

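Appendix Fig S5F shows mRNA of HCT116 cells by qPCR after LXR623, another assay than the arrays, and its legend does not say what the error bars are. Of 7 genes there, the 2 measured genes ATF4 and CEBPB differ by over 1.5 times and by more than the error bar, and 1 was not measured here, DDIT3. The other 4, ATF3, XBP1, HSPA5 and PMAIP1, do not meet both conditions. They had 1.72-fold, 1.91-fold, 1.08-fold and 1.25-fold in the arrays, against about 2.9-fold, 2.4-fold, 1.5-fold and 1.8-fold in the paper, read by eye. For each of the 7 genes the array fold was the smaller. For ATF4 the paper shows about 5.4-fold in Appendix Fig S5F, read by eye, and the arrays gave 1.48-fold, or 1.51-fold with the lowess trend removed. For CEBPB the paper shows about 3.7-fold in Appendix Fig S5F, read by eye, and the arrays gave 1.29-fold with and without the trend. Its array values, 5.02 with DMSO and 5.38 with LXR623, lie in the dimmer part of the measured genes. For CHOP the paper shows about 4.2-fold in Appendix Fig S5F, read by eye, and the arrays gave 1.98-fold for DDIT3, which meets both conditions. Both of its array values lay under the level that counted as measured, so this is not counted as a difference. For DDIT3 the trend could not be removed. Of the alternatives set before the data were examined, removal of the trend is the 1 that moves single genes, and ATF4 and CEBPB still differ by both conditions under it. Of the other 4, XBP1 and HSPA5 lie outside the error bars but within 1.5 times. ATF3 differs by over 1.5 times but lies within its wide error bar. The measured genes among these were higher in both assays, but with 1 array per condition the direction of small differences has no check. On the log2 scale HSPA5 differed by 0.11, PMAIP1 by 0.32 and CEBPB by 0.37.

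From its enrichment analysis, the paper proposes that pro-apoptotic Bcl-2 family members are up-regulated. Of 11 measured members, 1 was at least 1.5-fold higher, 0 at least 1.5-fold lower and 10 within 1.5-fold. BBC3 was higher by 0.91 and PMAIP1, which encodes Noxa, by 0.32. The paper also reports more Noxa protein, which was not measured here. It likewise proposes that mitochondrial metabolism is inhibited, and its enrichment plots concern mitochondrial transcription, translation and protein complexes. Mitochondrial ribosomal protein genes and those of RNA polymerases I and III were lower here, each with a median of -0.25. The median of mitochondrial translation factors was not called, but their running-sum score lay at percentile 1.12. Mitochondrial transcription, with a running-sum percentile of 5.32, and complexes I to V lay within the random lists by median and by running-sum score. From blots, the paper reports less protein of the respiratory complexes after LXR agonists, in U87 and also in HCT116 cells. For complex V in U87 cells it reports lower stability and proposes a mechanism that acts after translation. Protein was not measured here, so subunit transcripts within the random lists do not conflict with that result. In Fig EV1D–F the scores are negative and the ends of the ranking are marked opposite to the other panels, so that the members gather at the end marked LXR623, whereas here the mitochondrial ribosomal protein genes were lower in the LXR623 array, which is the direction of the paper's text. The gene sets of the paper could not be rebuilt here, so its normalized enrichment scores are not set beside these lists.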

Other observations

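Of 38 measured DNA replication genes, 22 were at least 1.5-fold lower and 0 higher in the LXR623 array, such as MCM10 with -1.21 and CLSPN with -1.20, which act at the replication fork, and CCNE2, a cyclin of S phase entry, with -1.13. Of 33 mitosis genes, 4 were at least 1.5-fold lower, CDC20, an activator of the anaphase-promoting complex, with -0.75, CDK1 with -0.69, CCNA2 with -0.66 and BUB1B with -0.65. Among p53 targets, TP53INP1 was higher by 1.09 and CDKN1A, which encodes the cell cycle inhibitor p21, by 0.89, and 6 of 21 were at least 1.5-fold higher.

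Fatty acid genes were higher, 6 of 18 at least 1.5-fold, such as FADS2, a desaturase, with 0.77 and ELOVL6, an elongase, with 0.69. Heat shock genes were lower as a list, with HSPA8 at -0.52 and HSPA4L at -0.70. After ABCC3, the largest positive differences of named genes were those of KLRC4-KLRK1 (2.43), TCP11L2 (2.38), LEMD1 (2.19) and LYRM9 (2.12), and the largest negative ones those of GOLGA8H (-1.94) and MYB (-1.86), the latter a transcription factor of proliferating colon cells. Of these, KLRC4-KLRK1, LEMD1 and LYRM9 had DMSO values of 3.10, 3.47 and 2.41, and GOLGA8H and MYB LXR623 values of 3.21 and 2.98, under the level that counted as measured, so the sizes of their differences rest on dim signals. The keratin genes KRT7 and KRT8 were higher by 1.95 and 1.50, KRT7 from a dim DMSO value of 3.68, while KRT18, the partner of KRT8, differed by -0.06 and KRT19 by 0.31, and the list of colon epithelial markers, which holds KRT8, KRT18 and KRT19, was not called by its median.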
